# Arabidopsis TRB proteins function in H3K4me3 demethylation by recruiting JMJ14

**DOI:** 10.1038/s41467-023-37263-9

**Published:** 2023-03-28

**Authors:** Ming Wang, Zhenhui Zhong, Javier Gallego-Bartolomé, Suhua Feng, Yuan-Hsin Shih, Mukun Liu, Jessica Zhou, John Curtis Richey, Charmaine Ng, Yasaman Jami-Alahmadi, James Wohlschlegel, Keqiang Wu, Steven E. Jacobsen

**Keywords:** Plant molecular biology, Methylation, Epigenetics

## Abstract

Arabidopsis telomeric repeat binding factors (TRBs) can bind telomeric DNA sequences to protect telomeres from degradation. TRBs can also recruit Polycomb Repressive Complex 2 (PRC2) to deposit tri-methylation of H3 lysine 27 (H3K27me3) over certain target loci. Here, we demonstrate that TRBs also associate and colocalize with JUMONJI14 (JMJ14) and trigger H3K4me3 demethylation at some loci. The *trb1/2/3* triple mutant and the *jmj14-1* mutant show an increased level of H3K4me3 over TRB and JMJ14 binding sites, resulting in up-regulation of their target genes. Furthermore, tethering TRBs to the promoter region of genes with an artificial zinc finger (TRB-ZF) successfully triggers target gene silencing, as well as H3K27me3 deposition, and H3K4me3 removal. Interestingly, JMJ14 is predominantly recruited to ZF off-target sites with low levels of H3K4me3, which is accompanied with TRB-ZFs triggered H3K4me3 removal at these loci. These results suggest that TRB proteins coordinate PRC2 and JMJ14 activities to repress target genes via H3K27me3 deposition and H3K4me3 removal.

## Abstract (web summary)

TRB proteins have been shown to recruit PRC2 for H3K27me3 deposition. This work shows that TRBs also recruit JMJ14 to remove H3K4me3, demonstrating that TRBs silence the target genes via a combinatorial histone modification mechanism.

## Introduction

Arabidopsis Telomere Repeat Binding factors (TRBs) are well known for their role in the maintenance of chromosome ends through binding to the telomeric repeat DNA sequences^1–4^. They can protect the telomeres from fusion and degradation, as well as from being mis-recognized as unpaired chromosome breaks^1–4^. Arabidopsis has three TRB proteins with a clear coiled-coil domain, TRB1, 2, and 3, which contain a single Myb-like domain followed by a histone-like domain, GH1/GH5, and a C-terminal coil-coiled domain. The Myb-like domain is required for DNA binding^4,5^, while the GH1/GH5 histone-like domain is involved in protein-protein interactions, including the interactions between the three TRBs themselves^6^.

In addition to the protection of telomeres, TRB proteins are also found in the PWWPs-EPCRs-ARIDs-TRBs (PEAT) complex, which is involved in heterochromatin condensation and silencing likely via histone deacetylation^7^. Mutation of *TRB1* and *TRB3* causes enhanced phenotypic defects in the *LIKE HETEROCHROMATIN PROTEIN1* (*lhp1*) mutant^8^, which is a Polycomb Repressive Complex 2 (PRC2) associated protein and a reader of histone tri-methylation H3K27 (H3K27me3)^9,10^. TRB1, 2, and 3 are functionally overlapping, such that the *trb* single or double mutants fail to produce any morphological phenotype^5^, while the *trb1/2/3* triple mutant shows a similar developmental phenotype and transcriptomic profiles as mutations in the components of PRC2, including *SWINGER* (*swn*) and *CURLY LEAF* (*clf*) mutants, which are the key enzymes for H3K27me3 deposition^5^. Interaction of TRBs with SWN and CLF, and loss of H3K27me3 in *trb1/2/3* triple mutant over the TRB binding motifs, such as telobox related motifs, suggest that TRBs recruit the PRC2 complex to certain target sites for H3K27me3 deposition^5^.

The H3K27me3 histone mark is associated with gene repression, while H3K4me3 is associated with active gene expression. In mammalian stem cells, many genes are associated with both H3K27me3 and H3K4me3, a state called bivalency^11,12^. In plants, however, H3K27me3 and H3K4me3 are almost entirely mutually exclusive^13^. The mechanism by which these two marks are partitioned into non-overlapping genomic domains is poorly understood. While Polycomb group (PcG) proteins are responsible for H3K27me3 deposition, trithorax group (trxG) proteins mediate H3K4 deposition^14^. In plants, the PRC2 complex can be recruited by VIVIPAROUS1/ABI3-LIKE1/2 (VAL1/2), BASIC PENTACYSTEINE 1 (BPC1), and ARABIDOPSIS ZINC FINGER1 (AZF1), in addition to TRBs^15–17^. The removal of H3K4me3 is controlled by H3K4 demethylases, which include Jumonji-domain containing proteins (JMJ14-18)^18–22^, and Lysine-Specific Demethylase 1 Like proteins, LDL1-3 and FLD (FLOWERING LOCUS D)^23–25^. JMJ14 is a well-studied H3K4 demethylase that removes H3K4 di- and tri-methylation and forms a complex with two NAC type transcription factors, NAC050 and NAC052^18,26–28^.

In this study, we show that TRBs interact with JMJ14 as well as its associated NAC050 and NAC052 proteins. We demonstrate that TRB proteins not only recruit PRC2 complexes to deposit H3K27me3^5,8^, but also recruit JMJ14 to remove H3K4me3, which can partially explain the mutual antagonism of these two histone marks over certain regions that are co-bound by JMJ14 and TRBs. RNA-seq results of a *trb1/2/3* triple mutant also revealed that the up-regulated genes largely overlapped with those in the *jmj14-1* mutant. In addition, H3K4me3 was enriched in both *jmj14-1* and *trb1/2/3* mutants over JMJ14 and TRB binding sites. Finally, we fused TRBs with a zinc finger (TRB-ZF) targeting the Arabidopsis *FWA* gene and showed that it successfully repressed *FWA* expression as well as many other genes that were bound by this zinc finger, and this repression was associated with a combination of H3K4me3 demethylation and H3K27me3 deposition. Interestingly, the removal of H3K4me3 in TRB-ZF lines mainly occurred over the ZF off-target sites with medium or low levels of pre-existing H3K4me3, which is consistent with chromatin immunoprecipitation sequencing (ChIP-seq) results showing that JMJ14 was mainly recruited to these regions by TRB-ZFs. This is further consistent with the endogenous JMJ14 binding loci showing low levels of H3K4me3, suggesting that there might be certain unknown mechanisms that prohibit JMJ14 from accessing H3K4me3 enriched loci. Together these results suggest that the TRBs act via the recruitment of H3K27me3 methylation and H3K4me3 demethylation activities to enforce gene silencing.

## Results

### TRB1/2/3 (TRBs) interact and partially colocalize with JMJ14

To uncover TRB interacting proteins, we generated pTRB:TRB-FLAG (FLAG-TRB) transgenes in their respective mutant backgrounds and performed native and cross-linked immunoprecipitation mass spectrometry (IP-MS). Consistent with previous studies, TRBs pulled down LHP1 and several PRC2 subunits^5^, the PRC2 accessory protein ICU11^29^, and the PEAT complex^7^ (Supplementary Data 1). Interestingly, peptides of the Arabidopsis histone H3K4me3 demethylase JMJ14 as well as its two NAC domain interactors, NAC050 and NAC052^27,28^, were also pulled down by FLAG-TRBs (Supplementary Data 1), suggesting that TRBs may recruit the JMJ14 to remove H3K4me3, thus contributing to gene silencing.

To further confirm the interaction, we performed co-immunoprecipitation experiments by crossing pJMJ14:JMJ14-Myc (Myc-JMJ14) with FLAG-TRB1, FLAG-TRB2, and FLAG-TRB3, respectively. Consistent with our IP-MS results, JMJ14 was also pulled down by all three TRBs (Fig. 1a and Supplementary Fig. 1a). We also fused JMJ14 and NAC052 with the N-terminal fragment of YFP, and TRBs with the C-terminal fragment of YFP to perform bimolecular fluorescence complementation (BiFC) in *Nicotiana benthamiana*. YFP signals were observed when TRBs were co-expressed with JMJ14 or NAC052, but not with the empty vector (EV) control (Supplementary Fig. 1b, c), suggesting that TRBs interact with both JMJ14 and NAC052.

**Fig. 1:**
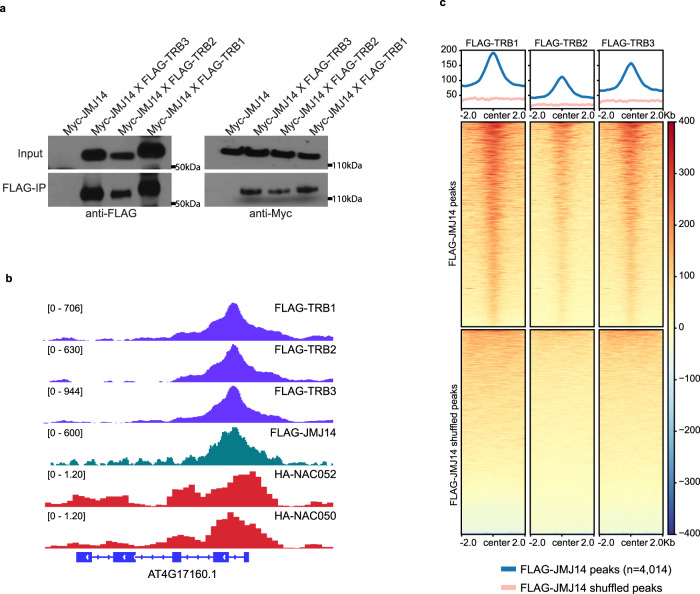
Arabidopsis TRBs interact with JMJ14. **a** Western blot showing a Co-immunoprecipitation (Co-IP) assay in Myc-JMJ14 F2 crossed lines with FLAG-TRB3, FLAG-TRB2, and FLAG-TRB1, respectively. Similar results were observed in two biological replicates. **b** Screenshots showing normalized ChIP-seq signals in FLAG-TRB1, FLAG-TRB2, FLAG-TRB3, FLAG-JMJ14, HA-NAC052, and HA-NAC050 over a representative co-bound gene. **c** Metaplots and heatmaps depicting the ChIP-seq signals of FLAG-TRB1, FLAG-TRB2, and FLAG-TRB3 over FLAG-JMJ14 peaks and shuffled peaks (*n* = 4014).

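FLAG ChIP-seq peak lists were analysed for 4 libraries each of FLAG-TRB1, FLAG-TRB2 and FLAG-TRB3 and for 2 libraries of FLAG-JMJ14. The methods give flower buds as the tissue, and the sample labels give floral tissue of plants aged 5 to 6 weeks. The authors aligned trimmed reads to TAIR10 with unique mapping and 0 mismatches, removed duplicates, called peaks in each library with MACS2 and filtered sites that gave peaks in several Col-0 replicates. The paper's text does not name the control of the peak calls or how replicates were combined. Each deposited list gives the position, fold enrichment, -log10 q and summit of every peak, and a peak with several summits is repeated, so distinct intervals were counted. The lists hold no read counts, and the sequencing depth is therefore unknown. FLAG-TRB1 replicates 1, 2, 3 and 4 had 11117, 10302, 22365 and 21492 distinct peaks. FLAG-TRB2 had 6202, 8955, 16203 and 22509 peaks, and FLAG-TRB3 had 3279, 9547, 9099 and 20475 peaks, in the same order. The FLAG-JMJ14 replicates had 5132 and 5565 peaks. The n of the supplementary legends equals the number of distinct peaks of FLAG-TRB1 replicate 3, FLAG-TRB2 replicate 4 and FLAG-TRB3 replicate 4, and these are called the paper's lists here. The paper does not say how the peaks of the other TRB replicates were used and gives no reason why n equals a single list, and its n for JMJ14 peaks equals the length of neither FLAG-JMJ14 list. Values are given for the paper's lists first and then for consensus regions, which are stretches under a peak in at least 2 replicates of a factor, joined up to 100 bp apart and at least 100 bp long. There were 20625 TRB1, 16091 TRB2 and 11356 TRB3 consensus regions, with median widths of 435, 367 and 338 bp. FLAG-JMJ14 had 4644 consensus regions (median width 544 bp), which were set against the TRB peaks in both cases. Lists cut to equal length moved the number of consensus regions most for TRB1 and TRB2, to 3619 and 3614, requiring a peak in every replicate gave 8981 and 5469, and taking the paper's list moved that of TRB3 most. An overlap was at least 1 bp unless stated, and each share was set beside that of the same regions placed at random on their chromosome in 1000 shuffles.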

To study the natural function of TRBs and JMJ14, we performed ChIP-seq utilizing FLAG-TRBs and FLAG-JMJ14 transgenic lines to examine target sites throughout the genome. We also included published ChIP-seq data of HA-NAC050 and HA-NAC052 in the analysis^28^. We found that TRB1, TRB2, and TRB3 were highly co-localized throughout the genome (Fig. 1b and Supplementary Fig. 2a). 

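In the paper's lists, 81.6% of the 22365 TRB1 peaks overlapped a TRB2 peak and 71.4% overlapped a TRB3 peak, against 18.8% and 16.7% of the shuffled peaks. TRB1 overlapped 79.8% of the TRB3 peaks and TRB2 overlapped 91.2% of them. In total, 15422 TRB1 peaks (69.0%) overlapped peaks of both other TRBs. Over the consensus regions, 64.6% of the TRB1 regions overlapped a TRB2 region and 45.9% a TRB3 region, against 12.5% and 8.52% after shuffling. Of the TRB2 regions, 84.4% overlapped TRB1 and 65.9% overlapped TRB3. Of the TRB3 regions, 85.7% overlapped TRB1 and 95.7% overlapped TRB2. Taken separately, the FLAG-TRB1 lists overlapped TRB2 consensus regions at 72.4% ± 12.2 of their peaks (SD, n = 4 lists, 61.1% to 83.8%). Every pair, in both sets, had a one-sided permutation p of 0.001, the smallest that 1000 shuffles can give. Leaving out FLAG-TRB2 replicate 4 lowered the TRB1 share on TRB2 most, to 36.3%, and leaving out FLAG-TRB2 replicate 3 lowered it to 37.3%. Leaving out FLAG-TRB3 replicate 4 lowered the share on TRB3 to 29.2% for TRB1 and to 40.8% for TRB2 regions. At AT4G17160 (RABB1a, chromosome 4, 9641859 to 9643738 on the minus strand), each of the 12 TRB lists had a peak on the gene or within 1 kb upstream. In that span of 2880 bp, TRB peaks covered 274 to 793 bp.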

Consistent with the observed TRBs-JMJ14 and TRBs-NAC050/052 interaction, we also observed an overlap between JMJ14, TRBs, and NAC050/052 peaks (Fig. 1b, c, and Supplementary Fig. 2b, c). 

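Of the 4644 FLAG-JMJ14 consensus regions, 65.0% overlapped a TRB1 peak of the paper's lists, 54.1% a TRB2 peak and 56.5% a TRB3 peak. The shares after shuffling the JMJ14 regions were 21.5%, 20.5% and 18.3%. With consensus regions of the TRBs, the shares were 58.4% for TRB1, 48.0% for TRB2 and 40.1% for TRB3, against 19.3%, 14.2% and 9.84% after shuffling (one-sided permutation p = 0.001 for each, the smallest that 1000 shuffles can give). The pair of FLAG-JMJ14 lists differed little, with 55.2% ± 0.408 (SD, n = 2 lists) of their peaks on TRB1 consensus regions. Cutting all FLAG lists to the length of the shortest moved the TRB1 share most, to 22.9%. At AT4G17160, the FLAG-JMJ14 peaks covered 791 bp in replicate 1 and 821 bp in replicate 2. NAC050 and NAC052 peaks were not analysed here.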

TRBs colocalized with majority of the JMJ14 sites (Fig. 1c), and both TRB1 and JMJ14 showed strong signals over most of HA-NAC050 peaks (Supplementary Fig. 2b). However, there were still a large fraction of TRB1 peaks that did not overlap with JMJ14 peaks (Fig. 2a). 

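A peak of any TRB lay on 69.2% of the JMJ14 consensus regions in the paper's lists and on 61.5% of them in the TRB consensus regions, against 26.3% and 21.8% after shuffling. In single TRB lists the share ran from 18.0% in FLAG-TRB3 replicate 1 to 65.0% in FLAG-TRB1 replicate 3. With equally long FLAG lists the share under any TRB was 31.2%, still above shuffled regions (one-sided permutation p = 0.001, the smallest that the shuffles can give).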

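Of the TRB1 peaks in the paper's list, 19182 (85.8%) did not overlap a FLAG-JMJ14 consensus region. Of the TRB1 consensus regions, 17747 (86.1%) did not.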

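Peaks or regions of TRB1 that shared at least 1 bp with a JMJ14 consensus region numbered 3183 (14.2%) in the paper's list and 2878 (14.0%) among the TRB1 consensus regions. The equal-length lists changed this number most, to 666, with every FLAG list cut to the 3279 peaks of the shortest.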

We therefore divided the TRB1 peaks into two clusters: peaks that overlapped JMJ14 peaks (Cluster 1) and peaks that did not (Cluster 2) (Fig. 2a). 

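H3K4me3 ChIP-seq peaks were available for 2 libraries of Col-0 seedlings, for which the labels give an age of 2 to 3 weeks. The authors called peaks in each library with MACS2 from reads aligned and deduplicated as for FLAG ChIP-seq. Replicate 1 had 17126 peaks (median width 811 bp) and replicate 2 had 16030 (median width 645 bp), after peaks on organelle chromosomes were left out. The lists hold peaks and not coverage, so H3K4me3 at a region is reported as whether it overlapped a peak, and a change of level within a peak is not seen. The H3 ChIP-seq libraries of the same seedlings were not used here. For the profile, the share of regions under a H3K4me3 peak was taken every 50 bp up to 2000 bp from the region centre.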

Next, we examined the enrichment of H3K4me3 ChIP-seq signals within the two clusters of TRB1 peaks. 

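In the paper's list, 25.7% ± 4.31 (SD, n = 2 libraries) of the TRB1 peaks on JMJ14 regions overlapped a H3K4me3 peak of Col-0, compared with 61.2% ± 3.67 of the other TRB1 peaks. In the consensus regions, the shares were 29.2% and 23.0% in Col-0 replicates 1 and 2 for Cluster 1 (26.1% ± 4.37), and 65.1% and 60.0% for Cluster 2 (62.5% ± 3.60). Taking regions with H3K4me3 in both libraries, 22.4% of Cluster 1 and 59.8% of Cluster 2 remained, a difference of -37.5 percentage points (odds ratio 0.194). Fisher's exact test, two-sided and with regions as units, gave a p below the smallest value written, 1e-300. For the paper's list the difference was -36.3 points, with an odds ratio of 0.202. The equal-length lists moved the difference most, to -56.4 points. AT3G27690 (LHCB2.3, chromosome 3, 10255906 to 10257489), shown in Fig. 2c, had FLAG-JMJ14 peaks over 1071 and 1136 bp of the gene and the 1 kb upstream, a span of 2584 bp. FLAG-TRB1 peaks covered 734 to 1334 bp of it, and H3K4me3 peaks of Col-0 covered 596 and 241 bp.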

TRB1 Cluster 1 peaks that also colocalized with JMJ14 showed very low levels of H3K4me3, consistent with the demethylation activity of JMJ14 over its binding sites (Fig. 2b, c). 

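At the region centre, 10.7% ± 3.56 of the Cluster 1 and 40.8% ± 9.54 of the Cluster 2 consensus regions lay under a H3K4me3 peak of Col-0 (SD, n = 2 libraries). At 500 bp on the lower and higher coordinate side, the Cluster 2 shares were 32.7% ± 5.48 and 33.1% ± 5.25, and the Cluster 1 shares were 12.2% ± 2.97 and 11.9% ± 3.29. At 1000 bp on the lower side the shares fell to 14.5% in Cluster 2 and 8.24% in Cluster 1. With the paper's list the centre shares were 10.5% in Cluster 1 and 40.0% in Cluster 2, and those 500 bp on the higher side were 11.1% and 31.7%. These shares count positions under a called peak and do not show the height of the signal. AT3G27700 (chromosome 3, 10256895 to 10261975), also shown in Fig. 2c, had H3K4me3 peaks of Col-0 over 681 and 652 bp of the gene and 1 kb upstream. FLAG-TRB1 peaks covered 347 to 849 bp of that span and FLAG-JMJ14 peaks 169 and 237 bp.

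**Figure D1:**
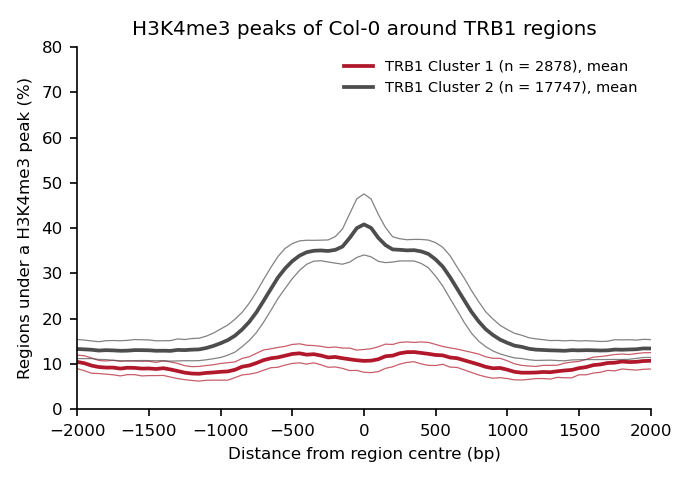
Share of TRB1 consensus regions under a H3K4me3 peak of Col-0 (%, vertical axis) by distance from the region centre in bp (horizontal axis). Thick lines are the mean of 2 Col-0 libraries for Cluster 1 (red) and Cluster 2 (grey) and thin lines are the single libraries, and the mean at the centre is 10.7% in Cluster 1 and 40.8% in Cluster 2.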

Cluster 2 peaks showed much higher levels of H3K4me3, especially at the flanks of TRB peak centers (Fig. 2b, c). This is likely because TRB peaks were most often in promoter regions while H3K4me3 is usually located after the transcription start sites (TSS) and in the 5′ transcribed regions of genes (Fig. 2b, c). Consistently, NAC050 and NAC052 only co-localized with TRB1 Cluster 1 peaks, but not Cluster 2 peaks (Fig. 2c and Supplementary Fig. 2c), suggesting that TRBs might form a complex with JMJ14 and NAC050/052 over their co-bound regions.

**Fig. 2:**
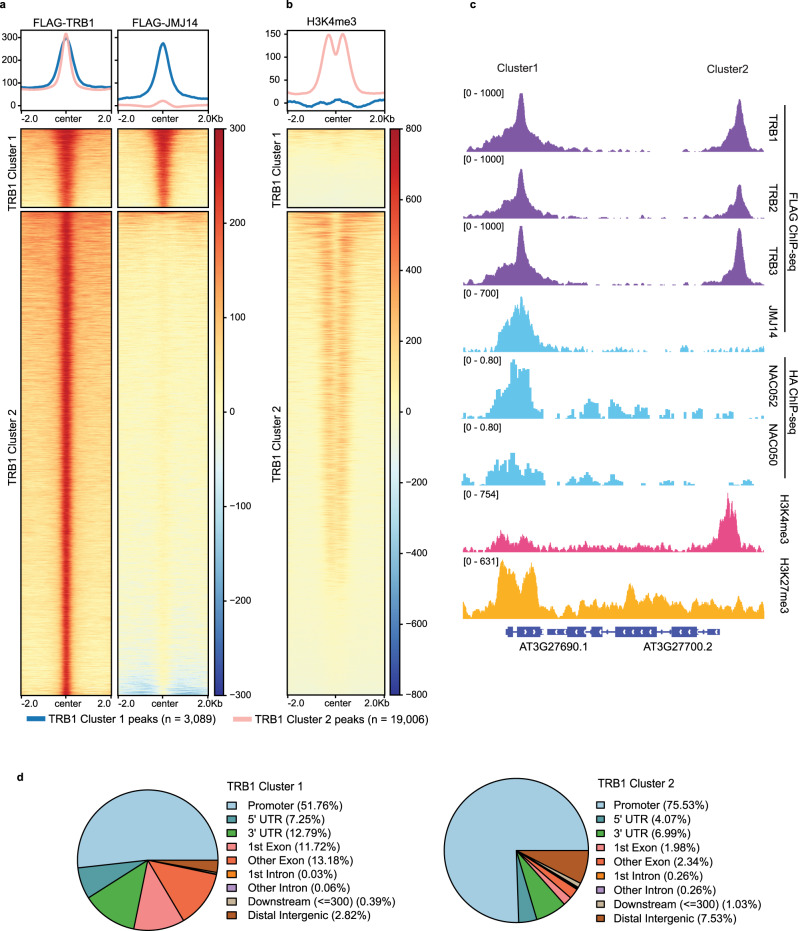
TRB1 peaks overlap with JMJ14 peaks at H3K4me3 depleted regions. **a**, **b** Heatmaps and metaplots showing ChIP-seq signals of FLAG-TRB1 (**a**, left panel), FLAG-JMJ14 (**a**, right panel), and H3K4me3 (**b**) over TRB1 Cluster 1 peaks (*n* = 3089) and Cluster 2 peaks (*n* = 19,006), respectively. **c** Screenshots displaying the ChIP-seq signals of FLAG-TRB1, FLAG-TRB2, FLAG-TRB3, FLAG-JMJ14, HA-NAC052, HA-NAC050, H3K4me3, and H3K27me3 over a representative locus containing TRB1 Cluster 1 and Cluster 2 peaks. **d** Pie Charts depicting the annotations of the TRB1 Cluster 1 peaks (left panel) and Cluster 2 peaks (right panel).

Interestingly, 79% of the peaks in Cluster 2 were located at promoter and 5’ UTR regions (Fig. 2d), which is consistent with TRBs’ role as Myb-type transcription factors^30^. In comparison, less than 60% of the peaks in Cluster 1 were located at promoter and 5′ UTR regions (Fig. 2d). Instead, 25% of TRB1 Cluster 1 peaks were located in exons compared to less than 5% of those in Cluster 2 (Fig. 2d). 

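The mean summit of each TRB1 peak was placed in 1 class of the gene annotation of the reference used here, which has 37899 genes. The order was promoter (up to 1 kb upstream of a transcription start site), 5' UTR, 3' UTR, exon, intron, downstream (up to 300 bp) and distal. Promoters came from genes of every type, and UTRs and exons from all their transcripts. The paper's text names neither the annotation tool, the gene models of this step nor the promoter length. In the paper's list, 73.5% of the Cluster 2 peaks lay in a promoter or 5' UTR. Of the 17747 Cluster 2 consensus regions, 13325 (75.1%) did, 44.9% in promoters and 30.2% in 5' UTRs. Over 7 other settings this share ran from 66.3% to 85.9%, the highest with a peak required in every replicate.

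**Figure D2:**
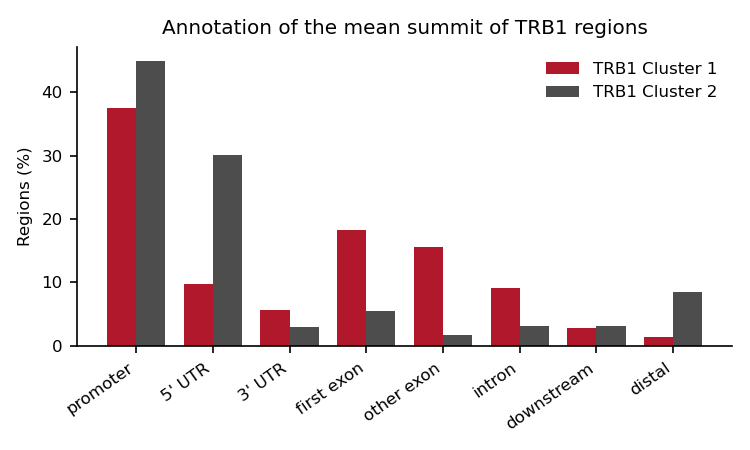
Share of TRB1 consensus regions (%, vertical axis) whose mean summit falls in each class of the gene annotation (horizontal axis), for Cluster 1 (red) and Cluster 2 (grey). First exons hold 18.2% of Cluster 1 and 5.49% of Cluster 2.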

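Promoters and 5' UTRs held 46.1% of the Cluster 1 peaks in the paper's list and 47.3% of the Cluster 1 consensus regions. Against Cluster 2 this was lower by 27.4 points in the paper's list (p = 7.44e-197). It was a difference of -27.8 points over the consensus regions (odds ratio 0.297, p = 4.56e-188), both by two-sided Fisher's exact tests with regions as units. A promoter of 2 kb moved the difference most, to -18.3 points, and raised the Cluster 1 share to 66.6%.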

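Exons held 35.0% of the Cluster 1 peaks and 7.62% of the Cluster 2 peaks in the paper's list. Among the consensus regions, 971 of 2878 in Cluster 1 (33.7%) and 1275 of 17747 in Cluster 2 (7.18%) had their mean summit in an exon (odds ratio 6.58, two-sided Fisher's exact test, p = 5.48e-295). With a promoter of 2 kb the exon share was 21.2% in Cluster 1, and the difference between clusters fell from 26.6 to 16.4 points. The Cluster 2 share ran from 4.41% with the stricter peak threshold to 8.81% over the settings tried.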

To further track the distribution patterns of JMJ14 and TRB1 peaks over their binding genes, we plotted the FLAG-JMJ14 and FLAG-TRB1 ChIP-seq signals over the genes proximal to Cluster 1 and 2. As expected, JMJ14 ChIP-seq signals were distributed over gene body regions of Cluster 1 proximal genes (Supplementary Fig. 3a). In addition, Cluster 1 proximal genes showed higher FLAG-TRB1 ChIP-seq signals over gene body regions, as well as lower ChIP-seq signals over TSS regions, as compared to Cluster 2 proximal genes (Supplementary Fig. 3b). Also consistent with the JMJ14 localization, H3K4me3 ChIP-seq signals were much lower in Cluster 1 genes than in Cluster 2 genes (Supplementary Fig. 3c). These data show that the colocalization of TRBs and JMJ14 occurs most often in gene bodies and corresponds to low levels of H3K4me3.

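A gene was taken as bound where a TRB1 region overlapped its body or the 1 kb upstream. With the paper's list, 52.1% ± 5.76 of 3685 Cluster 1 genes and 87.3% ± 3.39 of 15508 genes bound by Cluster 2 only had a H3K4me3 peak in Col-0 (SD, n = 2 libraries). With consensus regions, 52.5% ± 5.77 of 3321 Cluster 1 genes and 88.3% ± 3.24 of 14902 Cluster 2 genes had one, and 27.0% of the 9221 genes bound by neither. H3K4me3 peaks covered 407 ± 105 bp of a Cluster 1 gene and its 1 kb upstream on average and 811 ± 160 bp of a Cluster 2 gene. For genes with a peak in both libraries, the difference between clusters was -37.7 points (odds ratio 0.153), and the two-sided Fisher's exact test was again below the smallest p written. Counting gene bodies only widened the difference most, to -46.8 points.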

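The 3 Cluster 1 regions with the best mean rank of the authors' fold in both FLAG-JMJ14 lists were taken as examples. The first, on chromosome 2 from 14959429 to 14960827, overlapped AT2G35615, ranked 1 in both lists, and was centred 742 bp inside the gene from its transcription start site. No library of Col-0, trb1/2/3 or jmj14-1 had a H3K4me3 peak there. The second, on chromosome 1 from 1166687 to 1169074, overlapped AT1G04350 and AT1G04360, ranked 2 and 4, and was centred 1153 bp inside AT1G04360. H3K4me3 peaks covered 938 and 442 bp of it in Col-0, 1223 and 631 bp in trb1/2/3 and 1495 bp in jmj14-1. The third, on chromosome 1 from 2498110 to 2499908, overlapped AT1G08040 and AT1G08050, ranked 4 and 2, and was centred at -245 bp from the transcription start site of AT1G08040, upstream of the gene, with 584 and 509 bp under H3K4me3 peaks in Col-0, 624 and 510 bp in trb1/2/3 and 635 bp in jmj14-1. From the annotation of the clusters, the FLAG-JMJ14 and FLAG-TRB1 signals over their proximal genes and the H3K4me3 signal, the paper concludes that TRBs and JMJ14 colocalize most often in gene bodies, where H3K4me3 is low.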

Previous work has shown that the peaks of TRB1 ChIP-seq are enriched in the telobox motif ^8^. Consistent with this result, our motif prediction using TRB binding sites showed an enrichment for sequences similar to the Arabidopsis telomere repeat sequence TTAGGG, not only in TRB1 ChIP-seq, but also in TRB2 and TRB3 ChIP-seq datasets (Supplementary Fig. 4a). In addition, motif prediction of JMJ14 and NAC050/052^28^ peaks showed a strong enrichment of the CTTGnnnnnCAAG motif (Supplementary Fig. 4b), which is consistent with previous findings that both JMJ14 and NAC050/NAC052 bind this motif^28^. 

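The exact sequence TTAGGG, on either strand, was counted in the TAIR10 sequence of each peak, without the motif prediction of the paper. It lay in 35.4% of the TRB1, 36.7% of the TRB2 and 39.2% of the TRB3 peaks of the paper's lists, against 16.7%, 15.2% and 14.7% of shuffled peaks. In the consensus regions it lay in 34.9% of the TRB1, 41.6% of the TRB2 and 49.1% of the TRB3 regions, against 15.7%, 13.8% and 12.9% after shuffling (one-sided permutation p = 0.001 for each set, the smallest that 1000 shuffles can give). With equally long FLAG lists the consensus shares were 67.2%, 68.9% and 69.0%, which moved that of TRB1 most. The methods spell the telobox TAAGGG, and that sequence lay in 11.1%, 10.5% and 9.83% of the consensus regions, which moved the shares of TRB2 and TRB3 most.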

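In the 4644 JMJ14 consensus regions, CTTGNNNNNCAAG on either strand lay in 1435 (30.9%), against 2.32% ± 0.218 (SD over 1000 shuffles) of shuffled regions. The one-sided permutation p was 0.001, the smallest that the shuffles can give. Limiting the search to 200 bp around the summit moved the share most, to 15.1%.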

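CTTGNNNNNCAAG was less common in TRB peaks than in JMJ14 peaks. It lay in 4.64% of the TRB1, 3.44% of the TRB2 and 3.92% of the TRB3 peaks of the paper's lists, against 1.88%, 1.70% and 1.63% after shuffling. The consensus regions had it in 4.43%, 3.96% and 4.44% of cases, against 1.75%, 1.51% and 1.40%. TTAGGG lay in 35.4% of the JMJ14 consensus regions, against 19.7% ± 0.559 of shuffled ones. Each share was above its shuffles with the smallest one-sided permutation p that 1000 shuffles can give, 0.001. The spelling TAAGGG of the methods lay in 11.9% of the JMJ14 regions, which was not above shuffled regions (one-sided permutation p = 0.999).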

Interestingly, both TTAGGG and CTTGnnnnnCAAG sequences were enriched in the TRBs, JMJ14, and NAC050/052 ChIP-seq peaks (Supplementary Fig. 4a, b). However, the top predicted motif bound by TRBs was TTAGGG, with the CTTGnnnnGAAAG motif ranking number 61 (TRB1), 82 (TRB2), or 69 (TRB3). On the other hand, the predicted motifs for JMJ14, NAC050, and NAC052 bound sites were CTTGnnnnnCAAG at rank number 1, and TTAGGG at number 42 (JMJ14), 42 (NAC050), or 41 (NAC052) (Supplementary Fig. 4a, b). These results suggest JMJ14 may be independently recruited to telebox sites by TRBs and to CTTGnnnnnCAAG sites by NAC050/052.

We divided the TRB1 and JMJ14 co-bound regions into four clusters based on whether they contained the Telobox binding sequence TTAGGG (37% of regions), the NAC binding sequence CTTGnnnnnCAAG (14% of regions), or both sequences (12% of regions), or neither sequence (37% of regions) (Supplementary Fig. 4c). 

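Cluster 1 of the paper's list held 1196 peaks with TTAGGG only (37.6%), 455 with CTTGNNNNNCAAG only (14.3%), 449 with both (14.1%) and 1083 with neither. Among the 2878 Cluster 1 consensus regions, the classes held 1075 (37.4%, 95% Wilson interval 35.6% to 39.1%), 400 (13.9%, 12.7% to 15.2%), 401 (13.9%, 12.7% to 15.3%) and 1002 (34.8%, 33.1% to 36.6%), in the same order. The intervals cover counting error only. With TAAGGG in place of TTAGGG the class without either sequence rose to 62.8%.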

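Of the Cluster 1 peaks of the paper's list, 28.4% contained CTTGNNNNNCAAG, against 2.56% of the shuffled peaks. For the consensus regions it was 27.8%, against 2.30% ± 0.278 (SD over 1000 shuffles, one-sided permutation p = 0.001, the smallest possible). TTAGGG lay in 51.7% of the Cluster 1 peaks and 51.3% of the Cluster 1 regions, against 21.7% and 19.8% after shuffling. TAAGGG, at 13.2% of the Cluster 1 regions, was not above shuffled regions (one-sided permutation p = 0.704). Of the Cluster 2 consensus regions, 0.631% contained CTTGNNNNNCAAG, below the 1.66% of their shuffled regions (one-sided permutation p = 1 for a higher share), and in the paper's list 0.693% did, against 1.77%.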

Compared to shuffled peaks, these TRB/JMJ14 co-bound sites showed a strong enrichment for the CTTGnnnnnCAAG sequence (Supplemental Fig. 4c). We found that the TRB ChIP-seq signals were higher at regions with the TTAGGG only sequence, or with both sequences, than at sites with only the CTTGnnnnnGAAG sequence or neither sequence, while JMJ14 and the NACs bound more to the regions with only CTTGnnnnnGAAG or with both sequences, than to those with TTAGGG only or neither sequence (Supplementary Fig. 4d). These results again support the conclusion that JMJ14 is likely recruited to both the TRB binding sites and the NAC050/052 binding sites independently.

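Strength was taken as the percentile rank, within its own list, of the strongest peak on each Cluster 1 region by the authors' fold, as the median per motif class and then the mean over lists. Regions without a peak in a list have no rank there, so each median covers only part of its class: in TRB3 replicate 1 it covers 484 of 1075 regions with TTAGGG only and 59 of 400 with CTTGNNNNNCAAG only, in TRB1 replicate 3 it covers 1075 and 399, and in the JMJ14 lists it covers all. At the consensus regions, TRB1 lists had means of 70.5 with TTAGGG only, 72.1 with both sequences, 50.1 with CTTGNNNNNCAAG only and 50.0 with neither. TRB2 lists had 72.9, 71.4, 57.4 and 51.8, and TRB3 lists had 67.6, 68.1, 51.2 and 52.0, in the same order. JMJ14 lists had 67.7, 85.1, 79.5 and 67.1. The TTAGGG only class lay above the CTTGNNNNNCAAG only class by 20.4 ± 1.76 percentiles for TRB1, 15.5 ± 3.13 for TRB2 and 16.5 ± 5.40 for TRB3 (SD, n = 4 lists each), and in every one of these lists. For JMJ14 the difference was -11.8 ± 2.06 (SD, n = 2 lists), below 0 in both. With the paper's lists defining Cluster 1, the differences were 20.7, 15.5, 16.0 and -11.8. Ranks from lists of different lengths were compared within a list only. Peaks with a -log10 q of at least 10 moved the TRB1 difference most, to 7.47. From these classes the paper proposes that JMJ14 is recruited independently to TRB and to NAC050/052 binding sites.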

### TRBs and JMJ14 contribute to H3K4me3 demethylation in vivo

*TRB1*, *TRB2*, and *TRB3* are redundant homologs, and the single or double mutants of any combination show no morphological phenotype^5^. A *trb1/2/3* triple mutant allele was reported with a strong dwarf phenotypic defect^5^. We utilized different T-DNA insertion mutant lines to create a second *trb1/2/3* triple mutant allele^31^, which also exhibited a similar morphological defect (Supplementary Fig. 5)^5^. *trb1/2/3* seedlings were very small when grown on solid media, and when transplanted onto soil, they often failed to survive and were completely infertile (Supplementary Fig. 5).

In order to investigate the role of TRBs in regulating H3K27me3, we performed ChIP-seq with anti-H3K27me3 in *trb1/2/3* triple mutant and Col-0 wild type plants. 

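H3K27me3 peaks were analysed for 2 libraries of Col-0 and 2 of trb1/2/3 seedlings, which the labels give as 2 to 3 weeks old. Peaks had been called by the authors in each library with MACS2, and those on organelle chromosomes were left out. Col-0 replicates 1 and 2 had 10222 and 10198 peaks, and trb1/2/3 replicates 1 and 2 had 11152 and 11320. Median peak widths were 869 and 955 bp in Col-0 and 679 and 638 bp in trb1/2/3. The peaks of the 4 libraries were merged into 11695 regions. A region was lost where both Col-0 libraries and neither trb1/2/3 library had a peak, and gained in the opposite case, so that a weaker signal within a peak is not counted. Sequencing depth is unknown, and H3 libraries were not used here. The exact permutation test of 2 libraries against 2 cannot give a p below 0.333.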

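Of the merged regions, 1249 lost their H3K27me3 peak in both trb1/2/3 libraries and 821 gained one. The other ways of dividing the 4 libraries into pairs gave 42 and 68 regions for replicate 1 against replicate 2, and 33 and 126 for the mixed pairs. Counting a region as changed with a peak in at least 1 library of a genotype and none of the other moved both counts most, to 2586 lost and 1980 gained. Without Col-0 replicate 1 or 2, 2364 or 2046 regions were lost, and without trb1/2/3 replicate 1 or 2, 1546 or 1625 were gained.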

We observed 7975 decreased and 2184 increased H3K27me3 regions in *trb1/2/3* (Supplementary Fig. 6a, b, and Supplementary Data 2). 

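For the paper's lists, the share of regions overlapping a H3K27me3 peak changed between Col-0 and trb1/2/3 by -3.21 points at TRB1, -4.21 at TRB2 and -4.74 at TRB3 peaks. In the consensus regions it went from 10.4% ± 0.854 to 7.34% ± 0.391 at TRB1, from 21.9% ± 1.09 to 17.3% ± 0.589 at TRB2 and from 25.6% ± 0.984 to 20.2% ± 0.461 at TRB3 (SD, n = 2 libraries per genotype). These are differences of -3.06, -4.58 and -5.48 points, beside -2.08, -2.06 and -2.07 at shuffled regions. Both trb1/2/3 libraries lay below both Col-0 libraries at each set, with an exact permutation p of 0.333 (two-sided), the smallest that this design allows. The stricter peak threshold moved the TRB3 difference most, to -9.21 points.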

The H3K27me3 levels were also strongly reduced over TRB1, 2, and 3 binding sites in the *trb1/2/3* triple mutant when compared to Col-0 wild type (Supplementary Fig. 6b, c).

To investigate the function of TRBs and JMJ14 in H3K4me3 regulation, we also performed H3K4me3 ChIP-seq in *trb1/2/3* and *jmj14-1* mutants and found that H3K4me3 levels were strongly increased at JMJ14 binding sites in both the *trb1/2/3* triple mutant and the *jmj14-1* mutant (Fig. 3a, b). 

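H3K4me3 peaks of 2 trb1/2/3 libraries and 1 jmj14-1 library of seedlings were set beside those of the 2 Col-0 libraries. The trb1/2/3 replicates had 17764 and 16644 peaks, with median widths of 838 and 690 bp, and jmj14-1 had 17583 (821 bp). The share of regions overlapping a peak, and the length under peaks within 1 kb of the region centre, were taken in each library. The comparison with jmj14-1 has no replicate check, so no test was made for it, and depth is unknown for all libraries. Differences from Col-0 were set beside those of the same regions placed at random.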

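At the 4644 JMJ14 consensus regions, 17.0% and 11.5% overlapped a H3K4me3 peak in Col-0 replicates 1 and 2 (14.2% ± 3.93, SD, n = 2). In trb1/2/3 the shares were 22.1% and 17.3% (19.7% ± 3.41), and in jmj14-1 the share was 25.7%. The difference between trb1/2/3 and Col-0 was 5.43 points, beside 1.24 ± 0.211 at shuffled regions, and its exact permutation p was 0.333 (two-sided), the smallest that 2 libraries against 2 allow. That of jmj14-1 was 11.5 points, beside 2.74 at shuffled regions. Against Col-0 replicate 1 alone, whose number the jmj14-1 library shares, it was 8.70 points. The length under H3K4me3 peaks was 159 bp in Col-0, 204 bp in trb1/2/3 and 275 bp in jmj14-1. The difference from Col-0 was 116 bp for jmj14-1, beside 43.4 bp at shuffled regions, and 81.4 bp against Col-0 replicate 1 alone. For trb1/2/3 it was 45.3 bp (exact permutation p = 0.667, two-sided), beside 17.2 bp at shuffled regions. Within replicates 1 and 2 the trb1/2/3 length was 45.0 and 45.6 bp above Col-0. With 1 library left out its size can fall. The trb1/2/3 mean lay little above Col-0 replicate 1 (193 bp), and trb1/2/3 replicate 2 (170 bp) lay little above the Col-0 mean. Within replicate numbers, the trb1/2/3 difference was 5.06 points for replicate 1 and 5.79 for replicate 2. Without Col-0 replicate 1 the trb1/2/3 difference was 8.20 points, without Col-0 replicate 2 it was 2.65, without trb1/2/3 replicate 1 it was 3.02 and without trb1/2/3 replicate 2 it was 7.84.

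**Figure D3:**
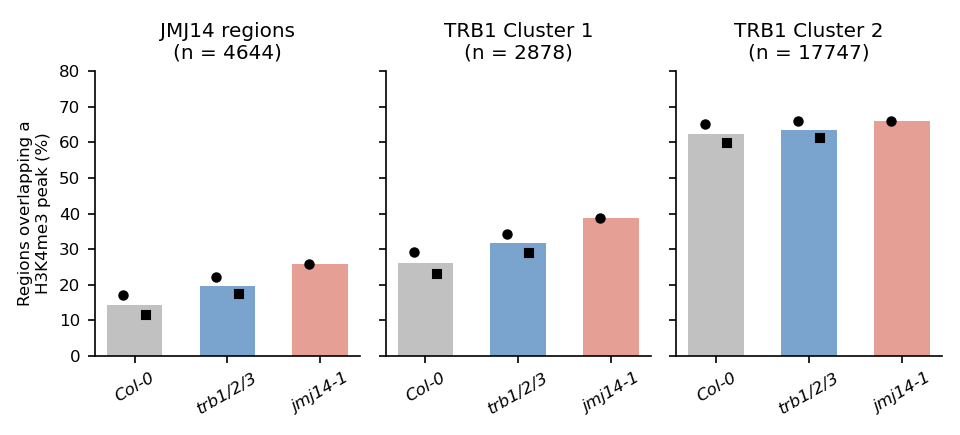
Share of regions overlapping a H3K4me3 peak (%, vertical axis) in Col-0, trb1/2/3 and jmj14-1 seedlings for JMJ14 consensus regions, TRB1 Cluster 1 and TRB1 Cluster 2. Bars are means, circles replicate 1 and squares replicate 2, and jmj14-1 has 1 library; at JMJ14 regions jmj14-1 lies highest, at 25.7%.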

Interestingly, H3K4me3 ChIP-seq signals were also increased in the *trb1/2/3* triple mutant at TRB1 Cluster 2 peaks, which did not overlap with JMJ14 peaks (Fig. 3b–d), suggesting that TRBs likely influence the level of H3K4me3 in both JMJ14-dependent and -independent manners. It seemed possible this could be due to the loss of H3K27me3 in *trb1/2/3*, especially because H3K4me3 and H3K27me3 have been shown to be in some cases mutually antagonistic^32–35^. However, we observed a near perfect opposite trend of changes of H3K4me3 and H3K27me3 in the *trb1/2/3* mutant versus Col-0 at the TRB1 Cluster 1 peaks, we did not observe this at Cluster 2 peaks (Fig. 3b and Supplementary Fig. 7a, b). Moreover, we found a total of 2617/3736 (70%) of JMJ14 bound genes overlapped with 2617/14,882 (18%) of TRB bound genes (Supplementary Data 3), among which 860 (33%) showed a switch from H3K27me3 to H3K4me3 in the *trb1/2/3* mutant (Supplementary Data 4), suggesting that TRB1 and JMJ14 can trigger a shift from H3K4me3 to H3K27me3 in about a third of TRB1 and JMJ14 co-bound genes. 

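At the Cluster 2 peaks of the paper's list, the share with H3K4me3 was 61.2% in Col-0 and 62.3% ± 3.45 (SD, n = 2) in trb1/2/3, a difference of 1.14 points. At the Cluster 2 consensus regions it was 63.6% ± 3.32 in trb1/2/3, a difference of 1.06 points, beside 1.15 ± 0.102 at shuffled regions (exact permutation p = 0.667, two-sided). Without Col-0 replicate 2 this difference was -1.49 points, without trb1/2/3 replicate 1 it was -1.29, without trb1/2/3 replicate 2 it was 3.41 and without Col-0 replicate 1 it was 3.60. Each of these sets 2 libraries against 1, and within replicates 1 and 2 the differences were 0.862 and 1.25 points. The mean length under peaks within 1 kb was higher by 32.0 bp, at 585 ± 110 bp in Col-0 and 617 ± 101 bp in trb1/2/3 (exact permutation p = 0.667, two-sided), beside 17.3 bp at shuffled regions. Within replicates 1 and 2 the length was higher by 25.4 and 38.5 bp. Its direction turns with some libraries left out. The trb1/2/3 mean lay below Col-0 replicate 1 (663 bp), and trb1/2/3 replicate 2 (545 bp) lay below the Col-0 mean. In jmj14-1 the Cluster 2 share was 65.9%, 3.38 points above Col-0, beside 2.61 at shuffled regions. Without Col-0 replicate 2 that difference was 0.840 points, and without Col-0 replicate 1 it was 5.93. At the Cluster 1 peaks of the paper's list, the differences were 5.50 points in trb1/2/3 and 12.6 in jmj14-1. At Cluster 1 consensus regions, trb1/2/3 had 31.6% ± 3.81, a difference of 5.58 points (exact permutation p = 0.667, two-sided), beside 1.25 ± 0.278 at shuffled regions. In jmj14-1 the share was 38.8%, a difference of 12.8 points, beside 2.77 at shuffled regions, and 9.66 points against Col-0 replicate 1 alone. The Cluster 1 difference in trb1/2/3 was 2.48 points without Col-0 replicate 2, 2.88 without trb1/2/3 replicate 1 and 8.67 without Col-0 replicate 1. Among the genes of Fig. 3b, AT2G32830 (chromosome 2, 13927606 to 13929763) had H3K4me3 peaks over 147 and 0 bp in Col-0, 836 and 699 bp in trb1/2/3 and 961 bp in jmj14-1. AT2G43460 (chromosome 2, 18045965 to 18047401), with TRB1 peaks in all 4 lists and no JMJ14 peak, had 839 and 628 bp in Col-0, 899 and 739 bp in trb1/2/3 and 969 bp in jmj14-1. AT2G32800 (chromosome 2, 13916440 to 13919179) had 1549 and 1542 bp in Col-0, 1516 and 925 bp in trb1/2/3 and 1901 bp in jmj14-1. From the signal at Cluster 2, the paper proposes that TRBs influence H3K4me3 both with and without JMJ14.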

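For the paper's list, 108 Cluster 1 peaks gained H3K4me3 and 234 lost H3K27me3 in trb1/2/3, with 11 in common (odds ratio 1.45, two-sided Fisher's exact test, p = 0.257). Of its Cluster 2 peaks, 122 gained H3K4me3 and 375 lost H3K27me3, with 13 in common (odds ratio 6.16, exact p = 7.96e-07). Among the consensus regions, 103 of Cluster 1 gained H3K4me3 and 215 lost H3K27me3. H3K27me3 was lost at 10.7% of the gaining regions and at 7.35% of the others (odds ratio 1.51, exact p = 0.248). In Cluster 2, 111 gained H3K4me3 and 324 lost H3K27me3, and H3K27me3 was lost at 8.11% of the gaining regions and 1.79% of the others (odds ratio 4.85, exact p = 1.99e-04). A region with H3K4me3 in Col-0 cannot gain it and one without H3K27me3 in Col-0 cannot lose it, and only 648 Cluster 1 (22.5%) and 773 Cluster 2 regions (4.36%) had no H3K4me3 peak and H3K27me3 peaks in both Col-0 libraries. Among these, H3K27me3 was lost at 28.9% of the gaining and 26.6% of the other regions of Cluster 1 (odds ratio 1.13, exact p = 0.709), and at 26.5% and 25.0% in Cluster 2 (odds ratio 1.08, exact p = 0.841), a restriction chosen after seeing the data. With at least 50% of a region under a peak, the Cluster 1 difference was 10.3 points (exact p = 0.00812), and counting a change in at least 1 library it was -0.0443 points. Without H3K4me3 Col-0 replicate 1 the Cluster 1 difference fell from 3.33 to 0.973 points, and without H3K4me3 trb1/2/3 replicate 2 it was 1.78. In Cluster 2 the difference of 6.32 points became 2.73 with at least 50% of a region under a peak (exact p = 0.00775), 21.5 with a -log10 q of at least 10 (exact p = 1.29e-07), 2.98 without H3K4me3 Col-0 replicate 1, 9.81 without H3K27me3 Col-0 replicate 1 and 10.3 without H3K27me3 trb1/2/3 replicate 1. At AT2G32830, H3K27me3 peaks covered 2176 and 2579 bp in Col-0 and 273 and 0 bp in trb1/2/3. AT2G32810 (BGAL9, chromosome 2, 13919127 to 13925421) had H3K27me3 peaks over 653 and 680 bp in Col-0 and none in trb1/2/3, with H3K4me3 over 724 and 488 bp in Col-0 and 752 and 683 bp in trb1/2/3.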

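Of 27444 protein-coding genes, 19193 were bound by TRB1 in the paper's list and 4897 by JMJ14, and 4157 by both, which is 84.9% of the JMJ14-bound and 21.7% of the TRB1-bound genes. Of the genes without JMJ14, 66.7% were bound by TRB1 (odds ratio 2.81, two-sided Fisher's exact test, p = 5.96e-155). With the TRB1 consensus regions, 18223 genes were bound and 3930 were bound by both, 80.3% of the JMJ14-bound genes, against 63.4% of the others (odds ratio 2.35, exact p = 7.06e-122). Among these 3930 genes, 157 gained H3K4me3 and 275 lost H3K27me3 in trb1/2/3, and 22 (0.560%) did both. Over the paper's list 22 of the 4157 co-bound genes (0.529%) did both. Of the 14293 genes bound by TRB1 only, 7 did both. Without H3K4me3 trb1/2/3 replicate 2, the number of co-bound genes that did both was 36. The stricter peak threshold moved the numbers most, to 1859 co-bound genes, 7 of which did both. The paper proposes from its numbers that TRB1 and JMJ14 can shift co-bound genes from H3K4me3 to H3K27me3.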

We found that there were a much higher number of regions with increased H3K4me3 (16,634) than regions with decreased H3K27me3 (7,975) in the *trb1/2/3* mutant (Supplementary Data 2). In addition, the majority of H3K27me3 reduced regions in *trb1/2/3* did not gain H3K4me3 ChIP-seq signals (Supplementary Fig. 8a, b). These data suggest that the induction of H3K4me3 in *trb1/2/3* mutant can be explained only partially by changes in H3K27me3 levels.

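H3K4me3 peaks of Col-0 and trb1/2/3 merged into 18414 regions, of which 585 gained H3K4me3 in trb1/2/3 and 58 lost it. The gained regions had a median width of 575 bp. Dividing the 4 libraries by replicate number gave 734 and 18 regions, and the mixed pairs gave 8 and 21. The number that gained H3K4me3 was 1284 without Col-0 replicate 1 and 1375 without trb1/2/3 replicate 2. Counting a change in at least 1 library moved it most, to 1512.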

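Of the regions that lost H3K27me3 in trb1/2/3, 35 (2.80%) overlapped a region that gained H3K4me3. At shuffled positions the share was 0.689% ± 0.242 (one-sided permutation p = 0.001, the smallest that 1000 shuffles can give). Without H3K4me3 Col-0 replicate 1 the share was 5.12%, and without H3K4me3 trb1/2/3 replicate 2 it was 5.20%, the largest move. From the numbers and the overlap, the paper proposes that changes in H3K27me3 explain only part of the H3K4me3 gained in trb1/2/3.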

**Fig. 3:**
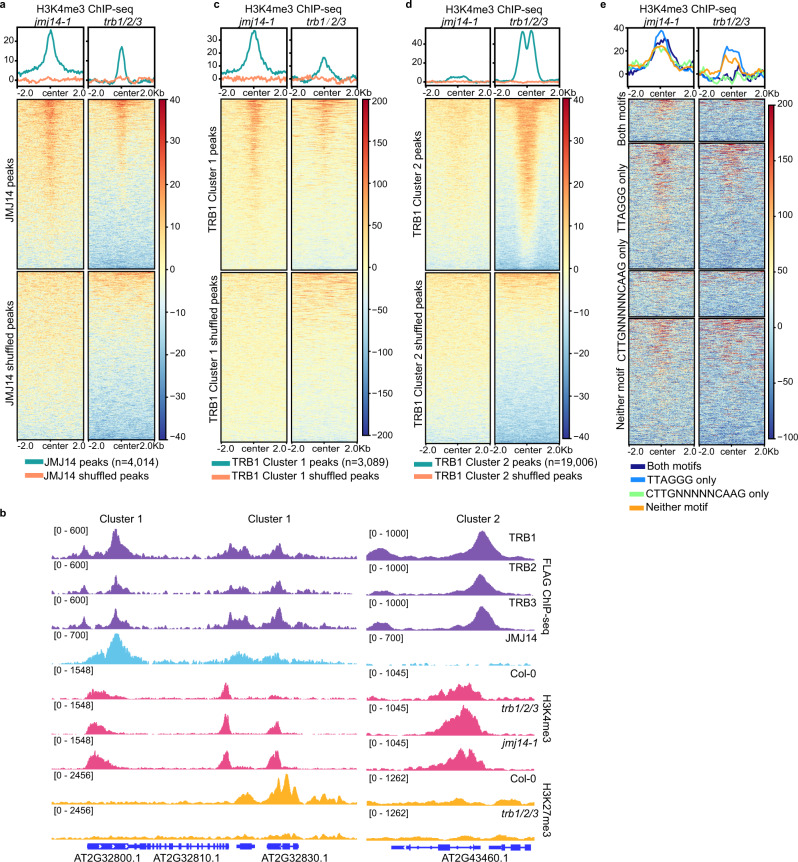
H3K4me3 ChIP-seq signals are increased in both *jmj14-1* and *trb1/2/3* mutants. **a** Metaplots and heatmaps showing the normalized H3K4me3 ChIP-seq levels of *jmj14-1* and *trb1/2/3* mutants versus Col-0 wild type plants, over FLAG-JMJ14 peaks and shuffled peaks (*n* = 4014). **b** Screenshots displaying the FLAG ChIP-seq signals of FLAG-TRB1, FLAG-TRB2, FLAG-TRB3, and FLAG-JMJ14, histone H3K4me3 ChIP-seq signals of Col-0, *trb1/2/3* and *jmj14-1* mutants, and H3K27me3 ChIP-seq signals of Col-0 and *trb1/2/3* mutant over four representative loci. **c**–**e** Metaplots and heatmaps showing H3K4me3 ChIP-seq signals of *jmj14-1* and *trb1/2/3* mutants versus Col-0 wild type plants over TRB1 Cluster 1 peaks and shuffled peaks (**c**, *n* = 3089), TRB1 Cluster 2 peaks and shuffled peaks (**d**, *n* = 19,006), and TRB1 JMJ14 co-bound peaks displaying the TTAGGG motif only (*n* = 1176), the CTTGnnnnnCAAG motif only (*n* = 431), both motifs (*n* = 396), and neither (*n* = 1180), respectively (**e**).

We also plotted the changes of H3K4me3 in the *trb1/2/3* triple mutant or the *jmj14-1* mutant over the four clusters of TRB/JMJ14 co-bound sites described above (Supplementary Fig. 4 c, d). In the *trb1/2/3* triple mutant, H3K4me3 was gained over the two clusters of regions that are lacking a CTTGnnnnnGAAG sequence (the Telobox only cluster and the neither motif cluster) but not at the two clusters that do have the CTTGnnnnnGAAG sequence (Fig. 3e). However, all four clusters of sites gained H3K4me3 in *jmj14-1* (Fig. 3e). This result suggests that JMJ14-NAC050/052 likely can act at the CTTGnnnnnGAAG containing regions independently of TRBs, again suggesting that JMJ14 is likely recruited to both the TRB binding sites and the NAC050/052 binding sites independently.

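In the Cluster 1 peaks of the paper's list, the share with H3K4me3 rose in trb1/2/3 by 6.81 points with TTAGGG only, 1.65 with CTTGNNNNNCAAG only, 3.68 with both and 6.42 with neither. In the consensus regions, Col-0 shares were 31.6% ± 5.07, 17.3% ± 4.95, 23.6% ± 2.29 and 24.7% ± 4.23 in the same order (SD, n = 2 libraries). The trb1/2/3 shares lay above them by 7.12, 1.38, 3.24 and 6.54 points. The difference with CTTGNNNNNCAAG only was -2.13 points without Col-0 replicate 2, -0.75 without trb1/2/3 replicate 1, 3.50 without trb1/2/3 replicate 2 and 4.88 without Col-0 replicate 1, each with 2 libraries against 1. In replicate 1 the shares were 20.8% in both genotypes, and in replicate 2 they were 13.8% in Col-0 and 16.5% in trb1/2/3. Leaving out Col-0 replicate 2 also lowered the differences to 3.54 points with TTAGGG only, 1.62 with both and 3.54 with neither. Leaving out trb1/2/3 replicate 1 gave 4.61, 1.37 and 3.09 points. They rose to 10.7, 4.86 and 9.53 points without Col-0 replicate 1 and to 9.63, 5.11 and 9.98 without trb1/2/3 replicate 2, in the same order. Regions that gained H3K4me3 in both trb1/2/3 libraries numbered 47, 6, 8 and 42. They made up 1.75% of the regions with CTTGNNNNNCAAG and 4.29% of those without it (odds ratio 0.397, two-sided Fisher's exact test, p = 7.01e-04), and 1.66% and 4.08% in the paper's list (p = 4.52e-04). Counting a gain in at least 1 library moved this difference most, from -2.54 to -4.68 points. With 1 library left out the same difference ran from -4.10 to -2.85 points.

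**Figure D4:**
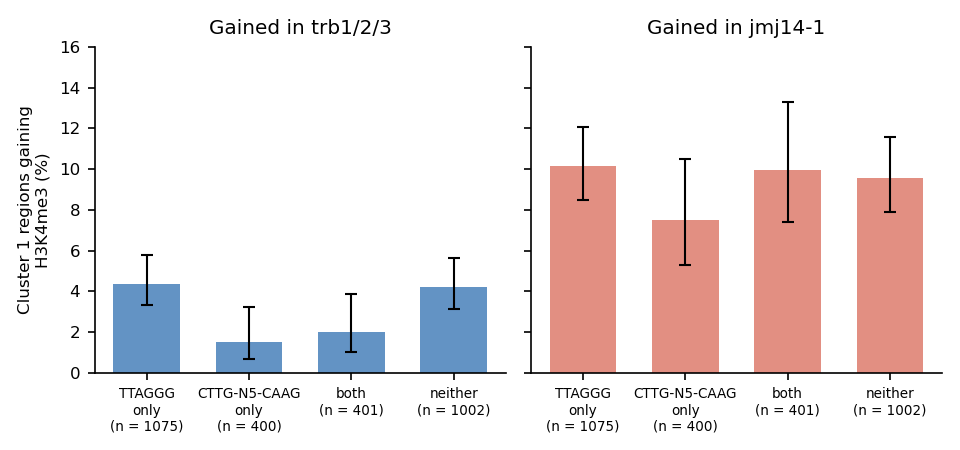
Share of Cluster 1 consensus regions that gained H3K4me3 (%, vertical axis) in trb1/2/3 (left) and jmj14-1 (right) by motif class (horizontal axis), with n regions in each class. Error bars are 95% Wilson intervals over regions and cover counting error only; in trb1/2/3 the classes with CTTGNNNNNCAAG have 6 and 8 gained regions.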

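In jmj14-1, which has 1 library, the share with H3K4me3 lay above Col-0 by 13.2 points with TTAGGG only, 11.1 with CTTGNNNNNCAAG only, 11.4 with both and 13.1 with neither in the paper's list. Consensus regions gave differences of 13.4, 11.3, 11.6 and 13.1 points from the Col-0 mean. The jmj14-1 shares there were 45.0%, 28.5%, 35.2% and 37.7%. Col-0 replicate 1 alone, whose number jmj14-1 shares, had 35.2%, 20.8%, 25.2% and 27.6%, so the differences from it were smaller. Regions with a peak in jmj14-1 and in neither Col-0 library numbered 109, 30, 40 and 96. They were 8.74% of the regions with CTTGNNNNNCAAG and 9.87% of those without it (two-sided Fisher's exact test, p = 0.396), and 8.63% and 9.92% in the paper's list (p = 0.285). With the stricter peak threshold the difference between these changed from -1.13 to 0.809 points. With 1 library left out the lowest value was -2.52 points. From the classes that gained H3K4me3 in each mutant, the paper proposes that JMJ14 with NAC050/052 acts at CTTGNNNNNCAAG regions independently of TRBs.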

### TRBs and JMJ14 silence a common set of target genes

To uncover genes that are regulated by TRBs and JMJ14, we performed RNA-seq in the *trb1/2/3* triple mutant and compared it to *jmj14-1* mutant and Col-0 wild type. Both mutants exhibited many up-regulated DEGs (Fig. 4a, Supplementary Fig. 9a, and Supplementary Data 5), and JMJ14 and TRB binding genes showed an even higher density of up-regulated DEGs in *jmj14-1* and *trb1/2/3* mutants, respectively (Fig. 4a-c and Supplementary Fig. 9b). Moreover, up-regulated DEGs in both mutants showed an increased level of H3K4me3, when compared with wild type plants (Fig. 4c and Supplementary Fig. 9c), suggesting that JMJ14 and TRBs direct H3K4me3 demethylation and cause gene silencing. 

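The paper's lists of DEGs in Supplementary Data 5 were set against the peak lists, and the RNA-seq libraries were not analysed here. Of the 485 genes that the paper lists as up-regulated in jmj14-1, 484 matched a protein-coding gene of the annotation, and of the 1688 listed for trb1/2/3, 1682 did. JMJ14 bound 70.0% of the genes up-regulated in jmj14-1 and 16.9% of the others (odds ratio 11.5, two-sided Fisher's exact test, p = 1.99e-143). The density of up-regulated genes was 6.92% among JMJ14-bound genes and 0.643% among the rest. TRB1 of the paper's list bound 68.1% of the genes up-regulated in trb1/2/3 and 70.1% of the others (exact p = 0.0996), and the density was 5.97% among TRB1-bound genes and 6.50% among the rest. With the TRB1 consensus regions the shares were 64.1% and 66.6% (odds ratio 0.897, exact p = 0.0402) and the densities 5.92% and 6.55%. Taking only genes with H3K4me3 as background moved this difference most, from -2.46 to -11.2 points.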

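A gene gained H3K4me3 in trb1/2/3 where a region with a peak in both trb1/2/3 and neither Col-0 library lay on it or up to 1 kb upstream. Of the genes up-regulated in trb1/2/3, 10.3% did, against 1.23% of the others (odds ratio 9.29, two-sided Fisher's exact test, p = 2.67e-86). Of those up-regulated in jmj14-1, 29.1% had a peak in jmj14-1 that neither Col-0 library had, against 1.83% of the others (odds ratio 22.1, exact p = 5.13e-116). Without H3K4me3 trb1/2/3 replicate 2 the trb1/2/3 difference rose from 9.12 to 13.5 points, its largest move. AT1G17960 (chromosome 1, 6180865 to 6183806), shown in Fig. 4c, had H3K4me3 peaks over 582 bp of the gene and its 1 kb upstream in jmj14-1 and none in Col-0 or trb1/2/3. Both FLAG-JMJ14 lists (998 and 1106 bp) and all FLAG-TRB1 lists (984 to 1531 bp) had peaks there. From the DEGs and the H3K4me3 signal, the paper proposes that JMJ14 and TRBs direct H3K4me3 demethylation and cause gene silencing.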

If TRBs and JMJ14 coordinately regulate gene expression, we would expect a common set of DEGs between *trb1/2/3* and *jmj14-1* mutants. Indeed, we found the DEGs of the *trb1/2/3* triple mutant and the *jmj14-1* mutant significantly overlapped with a total of 177 out of 485 up-regulated DEGs in the *jmj14-1* mutant also up-regulated in the *trb1/2/3* triple mutant (Fig. 4d and Supplementary Data 5). This overlap was even greater when only including genes that were bound by both TRB1 and JMJ14 (Fig. 4d).

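The lists of up-regulated genes shared 177 genes. Genes up-regulated in trb1/2/3 made up 36.6% of those up-regulated in jmj14-1 and 5.58% of the other 26960 protein-coding genes (odds ratio 9.75, two-sided Fisher's exact test, p = 2.97e-90). The lists come from comparisons with the same Col-0 libraries, and such comparisons overlap above chance without any effect. The size of that overlap could not be simulated, because the RNA-seq was not analysed here.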

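Among the genes bound by JMJ14 and by TRB1 of the paper's list, 112 of 310 up-regulated in jmj14-1 (36.1%) were also up-regulated in trb1/2/3, against 7.43% of the other co-bound genes (odds ratio 7.04, two-sided Fisher's exact test, p = 2.26e-41). With the consensus regions these were 106 of 293 (36.2%) against 7.62% (odds ratio 6.88, exact p = 1.62e-38). Of the genes up-regulated in trb1/2/3, 106 of 383 (27.7%) were also up-regulated in jmj14-1 among co-bound genes, and 177 of 1682 (10.5%) among all genes, which include the co-bound ones. Genes up-regulated in jmj14-1 made up 293 of the 3930 co-bound genes and 484 of all 27444, so this share can rise without a stronger overlap, and the difference between the sets was not tested.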

**Fig. 4:**
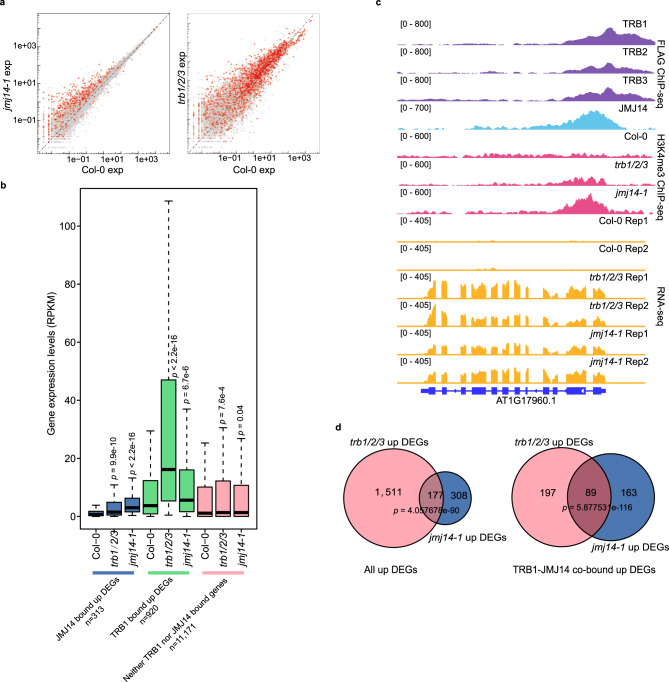
Up-regulated DEGs in *jmj14-1* and *trb1/2/3* mutants are partially overlapping. **a** Scatterplot showing the gene expression level in *jmj14-1* vs Col-0 (left panel) and *trb1/2/3* vs Col-0 (right panel). The red dots highlight genes bound by JMJ14 (left panel) or TRB1 (right panel). **b** Box plots depicting the expression level of FLAG-JMJ14 bound and up-regulated DEGs, FLAG-TRB1 bound and up-regulated DEGs, and neither TRB1 nor JMJ14 bound genes, in Col-0, *trb1/2/3*, and *jmj14-1* mutants, respectively (*n* = 3 biologically independent samples). The top, mid-line, and bottom of the boxplots represent the upper quartile, median, and lower quartile, respectively. The whiskers represent the minimum and maximum values of the dataset. The *p* value is estimated by two-sided *t*-test. **c** Screenshots describing the FLAG ChIP-seq signals of FLAG-TRB1, FLAG-TRB2, FLAG-TRB3, and FLAG-JMJ14, H3K4me3 ChIP-seq signals of Col-0, *trb1/2/3*, and *jmj14-1* mutants, as well as the RNA-seq signals of Col-0, *trb1/2/3*, and *jmj14-1* mutants. **d** Venn diagrams showing the overlap of all the up-regulated DEGs (left panel) or JMJ14-TRB1 co-bound up-regulated DEGs (right panel) between the *trb1/2/3* triple mutant and the *jmj14-1* mutant. The *p* value is estimated by one-sided hypergeometric test.

### Non-CG DNA methylation was reduced in the *trb1/2/3* triple mutant

Previous reports showed that the *jmj14-1* mutant exhibited a mild reduction in CHH DNA methylation at sites of RNA-directed DNA methylation^36,37^. Because of the interaction between TRBs and JMJ14, we therefore performed WGBS in the *trb1/2/3* triple mutant. Indeed, we observed a strong reduction of CHH DNA methylation, and a moderate loss of CHG DNA methylation at RdDM sites in *trb1/2/3* (Fig. 5a, b). We also found that CHH DNA methylation was reduced in the *trb1/2/3* mutant in the 5’ and 3’ ends of genes containing TRB1 and JMJ14 peaks (Supplementary Fig. 10a–c), which is likely because RdDM sites tend to be at the flanks of genes.

**Fig. 5:**
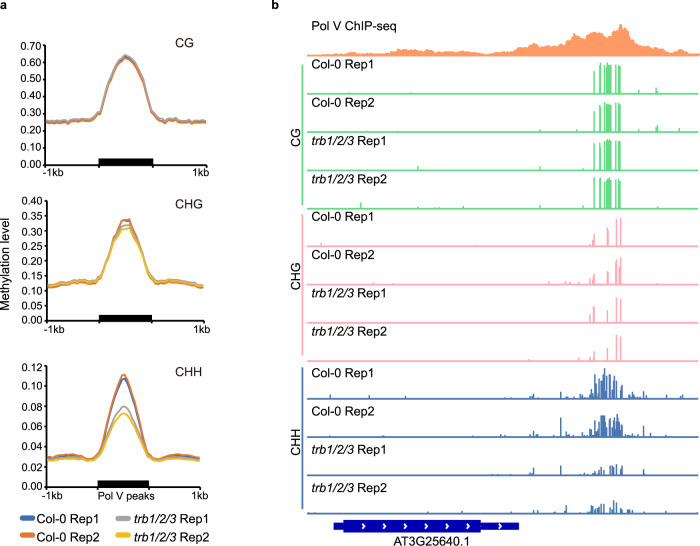
Non-CG DNA methylation is reduced in the *trb1/2/3* mutant over RdDM sites. **a** CG, CHG, and CHH DNA methylation level in two replicates of Col-0 and *trb1/2/3* triple mutants over RdDM sites, measured by whole genome bisulfite sequencing (WGBS). **b** Screenshots of CG, CHG, and CHH DNA methylation level in Col-0 and *trb1/2/3* mutants, respectively, over a representative RdDM site.

### TRBs trigger target gene silencing when fused with an artificial zinc finger

To further characterize the function of TRB proteins, we used a gain of function approach by tethering TRB proteins with the artificial zinc finger 108 (ZF), which was designed to target the promoter region of the Arabidopsis *FWA* gene. These TRB-ZF fusions were individually transformed into the Arabidopsis *fwa* epiallele, in which DNA methylation at the *FWA* promoter region has been inheritably and permanently lost, leading to *FWA* over-expression and a delayed flowering phenotype^38^. We found that TRB2-ZF and TRB3-ZF, and to a lesser extent TRB1-ZF (collectively referred to as TRB-ZFs in the subsequent text) caused an early flowering phenotype in the *fwa* epiallele background (Fig. 6a and Supplementary Fig. 11a), by silencing *FWA* expression (Fig. 6b). There was a wide variation in the flowering time effect in different transgenic lines, and we found that the lines showing early flowering had stronger protein expression than lines showing no effect (Supplementary Fig. 11b). 

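Amplicons of bisulfite-treated DNA from leaves were sequenced in 2 libraries each of Col-0, fwa, TRB1-ZF, TRB2-ZF and TRB3-ZF. The paper gives the age of the leaves as 4 to 5 weeks and the sample labels as 5 to 6 weeks. The authors aligned the reads with BSMAP, allowing 2 mismatches and 1 best hit, removed reads with more than 3 consecutive methylated CHH sites, and deposited for each cytosine its methylated and total read counts and methylation fraction. Cytosines covered at least 20 times, the minimum of the methods, were used, and methylation is the methylated reads over all reads of a region and context. The 3 regions lie on chromosome 4 at 13038143 to 13038272, 13038356 to 13038499 and 13038568 to 13038695, at the 5' end of FWA (AT4G25530, 13038360 to 13042464 on the plus strand, first coding position 13039312). Their median coverage per library ran from 6835 reads in Col-0 replicate 1 to 930797 in TRB2-ZF replicate 2. PCR reads are not independent molecules, so intervals cover counting error only and the lines were compared by tests over libraries. Over all regions, CG methylation was 87.4% ± 1.29 in Col-0 and 0.187% ± 0.0923 in fwa (SD, n = 2 libraries each). It was 0.102% ± 0.0220 in TRB1-ZF, 0.392% ± 0.448 in TRB2-ZF and 0.604% ± 0.699 in TRB3-ZF. The 6 TRB-ZF libraries together had 0.366% ± 0.434, which is 0.179 points above fwa (exact permutation p = 0.821, two-sided, where the smallest p of 6 libraries against 2 is 0.0357). Leaving out TRB3-ZF replicate 2 moved this most, to 0.0325 points, and without TRB2-ZF replicate 1 it was 0.110 and without fwa replicate 2 it was 0.114. The Col-0 libraries lay 87.1 points above the other 8 (exact permutation p = 0.0222, two-sided, the smallest possible). CHG methylation was 17.1% ± 3.67 in Col-0, and TRB-ZF libraries lay 0.104 points above fwa (exact permutation p = 0.964, two-sided). CHH methylation was 5.65% ± 1.19 in Col-0, and TRB-ZF libraries lay 0.195 points above fwa (exact permutation p = 0.75, two-sided). Without TRB3-ZF replicate 2 these became -0.0800 points for CHG and -0.0102 points for CHH, and the CHG difference was 0.163 without fwa replicate 1 and 0.0451 without fwa replicate 2.

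**Figure D5:**
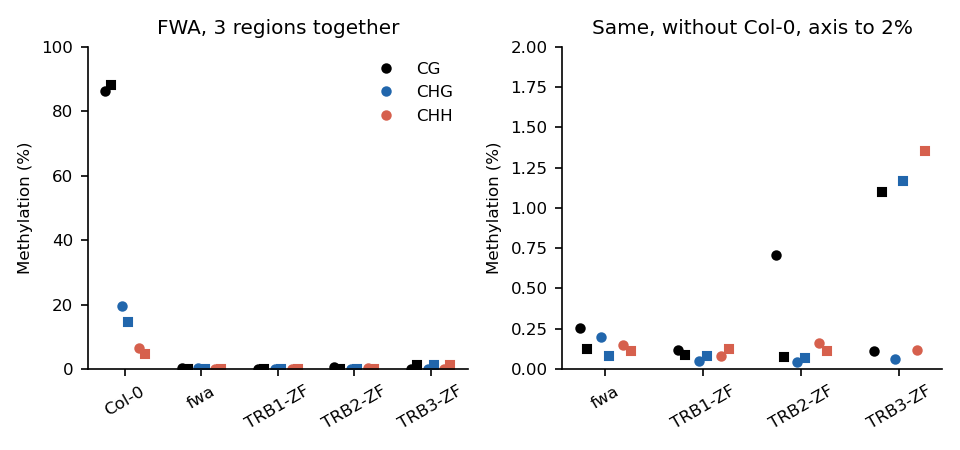
Methylation over the 3 FWA regions together (%, vertical axis) in CG, CHG and CHH context for Col-0, fwa and the TRB-ZF lines (horizontal axis). Circles are replicate 1 and squares replicate 2, and the right panel, without Col-0, ends at 2%; TRB3-ZF replicate 2 lies highest there in each context.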

We also performed bisulfite PCR (BS-PCR) to examine whether DNA methylation was restored at the *FWA* promoter region, however DNA methylation was unaltered (Supplementary Fig. 12a), suggesting that TRB-ZFs triggered *FWA* gene silencing independent of DNA methylation. In line with a DNA methylation independent mechanism, the TRB-ZF fusion induced early flowering phenotype was not heritable in T2 lines that had segregated away the transgenes (Supplementary Fig. 12b).

**Fig. 6:**
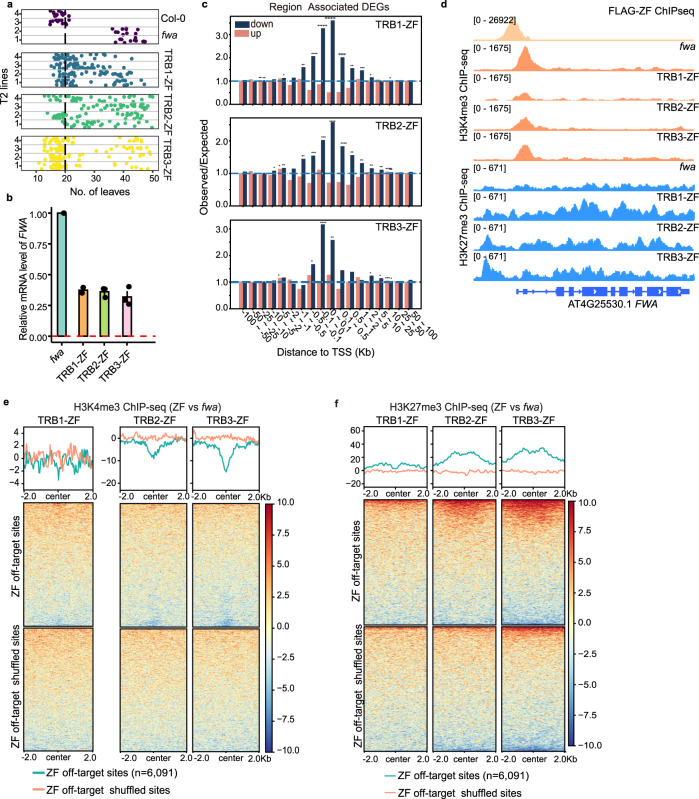
Targeted gene silencing by TRB-ZF fusions with a combination of H3K27me3 deposition and H3K4me3 demethylation. **a** Flowering time of *fwa*, Col-0, and four representative T2 lines of TRB1-ZF, TRB2-ZF, and TRB3-ZF. **b** Bar chart showing the relative mRNA level of *FWA* in *fwa* and TRB1, TRB2, and TRB3 T2 ZF fusion lines using normalized reads of RNA-seq data (RPKM). The error bars indicate the mean standard errors (SE) of the replicates (*n* = 3 biologically independent samples). **c** The observed/expected values of up- and down-regulated DEGs in TRB-ZF T2 lines over ZF off-target sites (*n* = 6091), measured by RAD analysis. The asterisks indicate the *p* value calculated with hypergeometric test, *p < 0.05; **p < 0.01; ***p < 0.001; and ****p < 0.0001. **d** Screenshots of H3K4me3 and H3K27me3 ChIP-seq signals over the *FWA* region in *fwa*, TRB1-ZF, TRB2-ZF, and TRB3-ZF. The FLAG-ZF ChIP-seq signals indicated ZF binding site. **e-f** Metaplots and heatmaps showing normalized H3K4me3 and H3K27me3 ChIP-seq signals over ZF off target sites and shuffled sites (*n* = 6091) in *fwa*, TRB1-ZF, TRB2-ZF, and TRB3-ZF.

Our previous studies have shown that ZF108 has thousands of off-target binding sites throughout the Arabidopsis genome, in addition to the *FWA* promoter region^39,40^. Therefore, we exploited these off-target regions to determine if TRB-ZFs could also silence genes near these ZF off target sites. Towards this end, we performed RNA-seq on TRB-ZFs T2 transgenic lines showing an early flowering phenotype and compared this with an *fwa* control plant. We performed Region Associated DEG (RAD) analysis using the differentially expressed genes (DEGs) in TRB-ZF lines^41^, which revealed a significantly higher number of down-regulated DEGs than up-regulated DEGs when the ZF peaks were within one kilobase of the TSS of the genes (Fig. 6c and Supplementary Fig. 13). Thus TRB-ZFs can silence many other genes in addition to *FWA*.

To test whether TRB-ZF mediated target gene silencing is caused by the deposition of H3K27me3, the demethylation of H3K4me3, or both, we performed histone H3K27me3, H3K4me3, and H3 ChIP-seq in TRB-ZF fusion T2 lines showing an early flowering phenotype as well as *fwa* as a control. Indeed, levels of H3K27me3 were increased, while H3K4me3 levels were reduced, in the TRB-ZFs over the *FWA* region (Fig. 6d). This data suggests that changes in both histone modifications collectively silence *FWA* in TRB-ZFs. 

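H3K4me3 peaks were analysed in 3 libraries of fwa, 3 of TRB1-ZF, 2 of TRB2-ZF and 2 of TRB3-ZF, and H3K27me3 peaks in 2 libraries of each. The paper gives leaves of 4 to 5 weeks as the tissue of this experiment, and the sample labels give floral tissue of 5 to 6 weeks. As in the other ChIP-seq experiments, peaks had been called by the authors in each library with MACS2, depth is unknown, and the H3 libraries were not used here. H3K4me3 lists held 16453 to 17085 peaks in fwa and 16198 to 17147 in TRB-ZF lines. H3K27me3 lists held 13688 and 11390 peaks in fwa and 11610 to 14323 in TRB-ZF lines. The H3K27me3 lists of TRB1-ZF replicate 2 and TRB2-ZF replicate 2 were identical in position, -log10 q and fold of all 11610 peaks, and were counted as 1 library. A mark over FWA was measured as the length under peaks on the gene and the 1 kb upstream. The lines share the fwa libraries as their control.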

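Each of the 10 H3K4me3 lists had 1 peak on FWA. It covered 1229, 802 and 1335 bp in fwa (1122 ± 282, SD, n = 3). In TRB1-ZF it covered 823, 386 and 937 bp, in TRB2-ZF 844 and 506 bp, and in TRB3-ZF 815 and 586 bp (700 ± 206 for the 7 libraries). The difference was -422 bp (exact permutation p = 0.05, two-sided, 7 libraries against 3). With libraries permuted only within replicate number, as a block, the exact permutation p was 0.0312. It is the smallest that the blocked design can give, because fwa had the longest peak within each replicate number. Per line the differences were -407 bp for TRB1-ZF, -447 for TRB2-ZF and -422 for TRB3-ZF (exact permutation p = 0.3, two-sided, for each). The fwa mean includes replicate 3, the longest at 1335 bp, and TRB2-ZF and TRB3-ZF have no replicate 3. Their differences are thus not matched by replicate number, and the lines cannot be ranked by them. Without fwa replicate 2 the difference was -582 bp (exact permutation p = 0.0278), and without fwa replicate 3 it was -316 bp (exact permutation p = 0.194). Over the span of the bisulfite regions alone it was -9.71 bp (exact permutation p = 0.692), the alternative that moved it most. By the authors' fold, the FWA peak ranked 3229 to 3614 within the fwa lists and 6860 to 14401 within the TRB-ZF lists, which have other lengths. No H3K27me3 peak lay on FWA in either fwa library, TRB1-ZF, TRB2-ZF or TRB3-ZF replicate 1. In TRB3-ZF replicate 2, a H3K27me3 peak from 13037589 to 13037872 covered 284 bp upstream of the gene and ranked 7705 of 11772 by fold. With a single library above 0, every split of the 5 distinct TRB-ZF and 2 fwa libraries gives a difference at least as large, so the exact permutation p of 1 (two-sided) was fixed and tests nothing, and without TRB3-ZF replicate 2 all values were 0. From both marks the paper proposes that the changes collectively silence FWA in TRB-ZF plants.

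**Figure D6:**
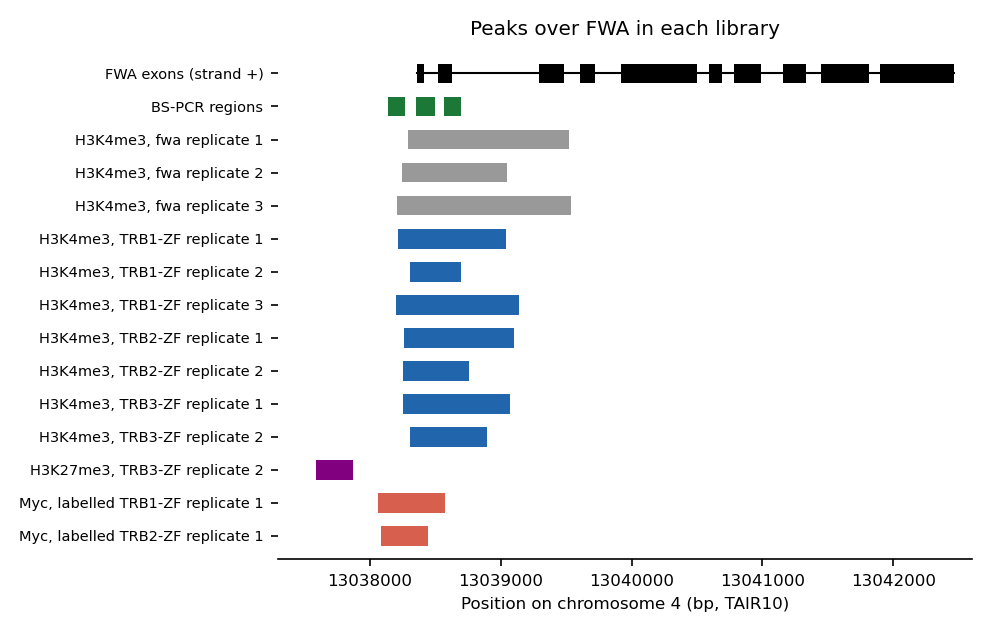
Peaks over FWA on chromosome 4 (horizontal axis, position in bp of TAIR10) in each library with a peak, with FWA exons in black and the 3 bisulfite regions in green. Bars run from the start to the end of a peak; the H3K4me3 peaks of fwa replicates 1 and 3 end at 13039522 and 13039540, that of fwa replicate 2 ends at 13039048, and those of TRB-ZF end at 13038696 to 13039140.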

We also examined the ZF off target sites and found that for TRB2-ZF and TRB3-ZF, there was a large increase in H3K27me3 and a large decrease in H3K4me3, while for TRB1-ZF this effect was much smaller (Fig. 6e, f and Supplementary Fig. 14). Notably, there were some ZF off-target sites that failed to show gene silencing, H3K4me3 demethylation, or H3K27me3 deposition in the TRB-ZFs T2 transgenic lines, which might be due to pre-existing epigenetic features of these sites.

To determine whether the deposition of H3K27me3 or the removal of H3K4me3 were affected by pre-existing H3K27me3 or H3K4me3, respectively, ZF off-target sites were divided into three clusters according to pre-existing levels of either H3K4me3 or H3K27me3 in *fwa* plants (Cluster 1 = high, Cluster 2 = medium, and Cluster 3 = low). Intriguingly, TRB-ZFs triggered H3K27me3 deposition mainly at H3K27me3 Cluster 1 of ZF off-target sites (Supplementary Fig. 15a, b), suggesting that TRB-ZFs preferred to ectopically deposit H3K27me3 at ZF off-target sites already somewhat enriched with H3K27me3. Furthermore, we found that TRB-ZFs triggered H3K4me3 removal mainly at regions with medium (H3K4me3 Cluster 2) or low (H3K4me3 Cluster 3) levels of pre-existing H3K4me3 (Supplementary Fig. 16a, b). To investigate whether this was due to selective recruitment of JMJ14 by TRB-ZFs, Myc-JMJ14 was crossed with TRB-ZFs in order to perform Myc-JMJ14 ChIP-seq. 

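Myc ChIP-seq peaks were analysed for Myc-JMJ14 leaves of 3 to 4 weeks, from 1 library labelled Col-0, 2 labelled TRB1-ZF, 1 labelled TRB2-ZF and 1 labelled TRB3-ZF. The labels of 4 of these 5 libraries name another background than their deposited lists do, so they are called by their labels throughout. The authors called peaks in each library with MACS2, and the lists held 296 peaks for the library labelled Col-0, 478 and 1032 for TRB1-ZF replicates 1 and 2, 530 for TRB2-ZF and 1011 for TRB3-ZF. Input libraries and the Col-0 plant without a Myc transgene were not used here, and depth is unknown. With 1 library per background apart from TRB1-ZF, no test between backgrounds was made.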

As expected, a prominent Myc-JMJ14 peak appeared at *FWA* in TRB-ZFs, but not in the control (Supplementary Fig. 17a), confirming that TRBs recruit JMJ14 to *FWA*. Moreover, JMJ14 was mainly recruited to ZF off-target sites with medium or low levels of pre-existing H3K4me3 (Supplementary Fig. 17b, c), which is consistent with the result that TRB-ZFs triggered H3K4me3 removal mainly at H3K4me3 Cluster 2 and 3. Together with the data showing that TRB1 and JMJ14 co-localize to regions with low levels of H3K4me3 (Fig. 2b, c, and Supplementary Fig. 3c), these data suggest that TRBs can co-operate with JMJ14 to remove H3K4me2/3 at their co-bound sites, while TRBs fail to recruit JMJ14 to TRB1 unique binding sites enriched with H3K4me3. Collectively, these results demonstrate that TRB-ZFs can target H3K27me3 deposition and H3K4me3 removal at many sites in the genome.

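The library labelled TRB1-ZF replicate 1 had a Myc peak on FWA from 13038064 to 13038578 (515 bp), which ranked 1 of 478 by the authors' fold. The library labelled TRB2-ZF had one from 13038085 to 13038448 (364 bp), which ranked 3 of 530. Both peaks passed a -log10 q of 10. No peak lay on FWA or up to 3 kb upstream in the libraries labelled Col-0, TRB1-ZF replicate 2 or TRB3-ZF. From the peak in TRB-ZF plants, the paper concludes that TRBs recruit JMJ14 to FWA.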

Surprisingly, we found that H3K4me3 signals in TRB-ZFs were increased over ZF off-target sites with high levels of pre-existing H3K4me3 (Supplementary Fig. 16 a, b). However, this phenomenon was not correlated with H3K27me3, because H3K27me3 was not altered at ZF off-target sites with high levels of H3K4me3 (Supplementary Fig. 18a). A possible explanation is that TRBs are not efficient at recruiting JMJ14 to the H3K4me3 enriched regions, as the accessibility of JMJ14 might be inhibited by unknown mechanisms. Furthermore, our TRB IP-MS pulled down several peptides of WDR5A protein (Supplementary Data 1), which is one of the major components of the COMPASS-like complex that associates with H3K4 methyltransferases^42,43^. We analyzed WDR5A-ChIP-seq data from a recent paper^44^, and found that WDR5A was mainly located at the H3K4me3 enriched regions (Supplementary Fig. 18b, c), and highly colocalized with TRB1 but not JMJ14 (Supplementary Fig. 18b, d). Collectively, these results suggest that TRB-ZFs can recruit JMJ14 to regions with low or medium levels of pre-existing H3K4me3 to remove methylation, and in addition, TRB-ZFs might also recruit WDR5A and associated H3K4 methyltransferases to regions with high levels of pre-existing H3K4me3 to add methylation. However, additional investigation is needed to confirm the dual regulation of H3K4me3 by TRBs at varied loci.

## Discussion

Previous work has shown that Arabidopsis TRBs mediate gene silencing by PRC2 mediated H3K27me3 deposition^5,8^. In this study, we showed that, in addition to the PRC2 complex, TRB proteins also recruit JMJ14 to demethylate the active chromatin mark H3K4me3. The TRBs thus serve as dual regulators of H3K27me3 deposition and H3K4me3 demethylation. We found that TRBs partially colocalized with JMJ14 over gene regions that show lower levels of H3K4me3, while both *trb1/2/3* and *jmj14-1* mutants exhibited an increased level of H3K4me3 over these regions. The increase of H3K4me3 triggered an up-regulation of target genes in both mutants, and a highly overlapping set of up-regulated genes was observed in *trb1/2/3* and *jmj14-1* mutants, consistent with TRBs and JMJ14 cooperating with each other to silence target genes at many sites.

It has been previously observed that H3K4me3 and H3K27me3 are in mutually exclusive domains of the Arabidopsis genome^13^; however, the underlying mechanism is not fully understood. Previous work in animals has shown that active histone marks such as H3K4me3 and H3K36me2/3 can inhibit the deposition of H3K27me3 to the same histone tail by PRC2^45,46^. In this study, we found that Arabidopsis TRB proteins form a complex with PRC2 and JMJ14 complexes, and the mutation of TRBs not only impacted H3K27me3 deposition, but also H3K4me3 demethylation, suggesting that TRBs might act upstream of PRC2 and JMJ14 complexes and partially contribute to the mutual exclusion of H3K4me3 and H3K27me3 at certain regions that are co-bound by TRB1 and JMJ14.

Using a gain of function approach, we found that tethering TRB proteins with an artificial zinc finger triggered gene silencing over the *FWA* region as well as many other ZF off-target regions. This silencing was associated with a gain of H3K27me3 and a decrease in H3K4me3, consistent with the other data suggesting that TRBs recruit both PRC2 and JMJ14 to synergistically suppress gene expression through H3K27me3 deposition and H3K4me3 demethylation at *FWA* and certain ZF off-target sites. However, we found that different ZF target sites displayed different behaviors depending on their pre-existing epigenetic state. Specifically, JMJ14 was mainly recruited to regions with lower levels of pre-existing H3K4me3 when ectopically expressed in TRB-ZFs backgrounds, which is consistent with endogenous TRBs and JMJ14 co-bound regions showing lower levels of H3K4me3, suggesting that TRBs prefer to recruit JMJ14 to H3K4me3 depleted regions. It will be interesting in the future to understand mechanistically why TRB is unable to stably recruit JMJ14 to regions that are already rich in H3K4me3.

## Methods

### Plant materials and growth conditions

The Arabidopsis plants used in this paper are *Arabidopsis thaliana* Col-0 ecotype, and the plants are grown under standard condition with 16 h light and 8 h dark, at 22 °C. The T-DNA insertion lines used in this study included *trb1-2* (SALK_001540), *trb2* (CS882628, SALKseq_4604), *trb3* (SALK_134645), *trb1/2/3* triple mutant, and *jmj14-1* (SALK_135712)^31^. The Agrobacterium (AGL0 strain) mediated floral dipping was used to generate all the transgenic plants.

### Plasmid construction

pTRB:TRB-FLAG, pJMJ14:JMJ14-FLAG, pJMJ14:JMJ14-Myc, and pTRB:TRB-FLAG-ZF108: the genomic DNA sequences of TRBs and JMJ14 with promoter sequences (around 2 kb upstream from the 5’UTR or until the next gene annotation) were first cloned into pENTR/D-TOPO vectors (Invitrogen), and then to the destination vector pEG302-GW-3XFLAG, pEG302-GW-9XMyc, or pEG302-GW-3XFLAG-ZF108 by LR reaction (LR Clonase II, Invitrogen). pUBQ10:ZF108-FLAG-TRB3: the cDNA sequence of TRB3 was cloned into pENTR/D-TOPO vectors (Invitrogen), and then to the destination vector pMDC123-UBQ10:ZF-3XFLAG-GW by LR reaction (LR Clonase II, Invitrogen).

### Native immunoprecipitation and mass spectrometry

Around ten grams of floral buds from two biological replicates of Col-0 control and FLAG-TRB1, 2, and 3 were ground into fine powder with liquid nitrogen and mixed with 25 mL IP buffer (50 mM Tris-HCl pH 8.0, 150 mM NaCl, 5 mM EDTA, 10% glycerol, 0.1% Tergitol, 0.5 mM DTT, 10 mM MG-132 (Sigma), 1 mM PMSF, 1 μg/ml pepstatin, and 1x Protease Inhibitor Cocktail (Roche)). The lysate was rotated at 4 °C for 10 minutes and the tissue was disrupted with dounce homogenizer until lump-free. The lysate was then filtered through double layers of Miracloth and centrifuged at 20,000×*g* for 10 min at 4 °C. The supernatant was incubated with 250 μL pre-washed (by IP buffer) and pre-blocked (by 5% BSA for 15 min) anti-FLAG M2 magnetic beads (Sigma) at 4 °C for 2 h. The magnetic beads were washed 4 times with IP buffer and eluted with TBS buffer containing 250 µg/mL 3X FLAG peptides (sigma). The elusion was precipitated with trichloroacetic acid (Sigma) and subject to Quantitative proteomics (MS–MS).

### Quantitative proteomics

Protein pellets were resuspended in 8 M urea and 100 mM Tris pH 8.5, then reduced by adding Tris (2-carboxyethyl) phosphine (TCEP) to a final concentration of 5 mM and incubation for 30 min. Next, the proteins were alkylated by adding iodoacetamide to a final concentration of 10 mM for another 30 min at room temperature. Before protein digestion, the urea concentration was diluted to 2 M with 100 mM Tris pH 8.5. Then, the proteins were digested with LysC (BioLabs) at a 1:100 enzyme/protein ratio at 37 °C for 4 hours, followed by the trypsin digestion at 1:100 (trypsin: protein) at 37 °C for 12 h. To stop the digestion, 5% formic acid was added to the samples. Next, the peptides were desalted using C18 pipette tips (Thermo Scientific) and reconstituted in 5% formic acid before being analyzed by LC-MS/MS. Tryptic peptide mixtures were loaded onto a 25 cm long, 75 μm inner diameter fused-silica capillary, packed in-house with bulk 1.9 μM ReproSil-Pur beads with 120 Å pores as described^47^. The peptides were delivered by a 140-min water-acetonitrile linear gradient in 6–28% buffer (acetonitrile solution, 0.1% formic acid and 3% DMSO) using a Dionex Ultimate 3000 nanoflow UHPLC (Thermo Scientific), at a flow rate of 200 nL/min, further increased to 35% and followed by a rapid ramp-up to 85%. The eluted peptides were ionized and the Orbitrap Fusion Lumos Tribrid Mass Spectrometer (Thermo Scientific) was used to acquire the Mass Spectrometer. The data-dependent acquisition strategy consisted of a repeating cycle of a full MS1 spectrum (Resolution = 120,000) followed by sequential MS2 scan (Resolution = 15,000).

Label-free quantification was performed using the MaxQuant software package (v1.6.17.0) with LFQ default setting^48^, and Arabidopsis TAIR 10 proteome database was used for the database search. Trypsin digestion was applied and a maximum of two missed cleavages were allowed in all searches for tryptic peptides of length 8–40 amino acids. In all, 1% false discovery rate was used as a filter at both protein and peptide-spectrum match (PSM) levels. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the MassIVE partner repository, and the accession number is MSV000091349.

### Cross-linking IP-MS

Ten grams of Arabidopsis floral bud tissues from one biological replicate of Col-0 control and FLAG-TRBs TRB1, 2, and 3 were ground into fine powder with liquid nitrogen and resuspended with nuclei isolation buffer (50 mM HEPES, 1 M sucrose, 5 mM KCl, 5 mM MgCl_2_, 0.6% Triton X-100, 0.4 mM PMSF, 5 mM benzamidine, 1% formaldehyde (Sigma), and 1x Protease Inhibitor Cocktail (Roche)). The lysate was rotated at room temperature for 10 minutes and the cross-linking was terminated by adding 1.7 mL 2 M fresh-prepared glycine solution. Then the lysate was filtered through one layer of Miracloth and centrifuged at 4 °C with 1500×*g* for 10 min. The nuclei were then washed twice with NRBT buffer (20 mM Tris-HCl pH 7.5, 2.5 mM MgCl_2_, 25% glycerol, and 0.2% Triton X-100), and resuspended with 6 ml of RIPA buffer (1x PBS, 1% NP-40, 0.5% sodium deoxycholate, and 0.1% SDS). Next, the resuspended solution was subjected to sonication for 22 cycles (30 s on/30 s off per cycle) with Bioruptor Plus (Diagenode). The lysate was centrifuged with 8000×*g* at 4 °C for 15 min, and supernatant was incubated with 250 μL pre-washed and blocked (by 5% BSA for 15 minutes) anti-FLAG M2 magnetic beads (Sigma) at 4 °C for 2 h. The subsequent experiment procedures are the same as native IP-MS above as described above.

### Co-immunoprecipitation

One gram of 2-week-old seedling was collected from FLAG-TRB1xMyc-JMJ14, FLAG-TRB2xMyc-JMJ14, FLAG-TRB3xMyc-JMJ14, FLAG-JMJ14xMyc-TRB1, Myc-JMJ14, and Myc-TRB1. The seedlings were ground into fine powder with liquid nitrogen and mixed with 10 mL IP buffer (50 mM Tris HCl pH 7.5, 150 mM NaCl, 2 mM EDTA, 2 mm DTT, 1% TritonX-100, and 1x Protease inhibitor (Roche)), and incubated at 4 °C for 20 min. The lysate was centrifuged at 18,000×*g* for 20 min at 4 °C, and the supernatant was filtered through a double layer Miracloth (repeat the centrifuging and filtering once). The supernatant was incubated with 30 μL anti-FLAG M2 Affinity Gel (Sigma) for 2 h at 4 °C. The beads were washed with IP buffer for 5 times, and proteins were eluted with 40 μL elution buffer (IP buffer containing 100 μg/mL 3xFLAG peptide as final concentration) by vigorously shaking at 4 °C for an hour. The beads were then centrifuged at 1,600x g at 4 °C for 5 min and the supernatant was mixed with 5x SDS loading buffer for western blot.

### Bimolecular fluorescence complementation

The N-terminal fragment of YFP was fused with JMJ14 and NAC052, and the C-terminal fragment of YFP was fused with TRBs. These plasmids were transformed into Agrobacteria strain AGL0 for the transient co-expression assay in 3-4 weeks old *Nicotiana benthamiana* plants. The YFP signals of the infiltrated leaves of *Nicotiana benthamiana* were examined using confocal microscopy (Zeiss).

### Chromatin immunoprecipitation sequencing

Two grams of 4–5-week-old leaves were used for TRB-ZFs histone ChIPs; two grams of leaf tissue of 3-4-week-old Myc-JMJ14 transgenic lines in Col-0 and TRB-ZFs backgrounds were used for Myc ChIPs; two grams of flower buds were used for FLAG-TRB and JMJ14 ChIPs; and one-gram seedlings of *jmj14-1* and *trb1/2/3* mutants were used for histone ChIPs. The plant materials were ground into fine powder with liquid nitrogen and resuspended with nuclei isolation buffer (50 mM HEPES, 1 M sucrose, 5 mM KCl, 5 mM MgCl2, 0.6% Triton X-100, 0.4 mM PMSF, 5 mM benzamidine, 1% formaldehyde (Sigma), and 1X Protease Inhibitor Cocktail (Roche)) for 10 min. 1.7 ml of 2 M fresh-made glycine solution was added to terminate the crosslinking reaction. The lysates were filtered through one layer of Miracloth and the nuclei were collected by centrifuge at 4 °C with 2880×*g* for 20 min. The nuclei were resuspended with extraction buffer 2 (0.25 M sucrose, 10 mM Tris-HCl pH 8.0, 10 mM MgCl_2_, 1% Triton X-100, 5 mM BME, 0.1 mM PMSF, 5 mM Benzamidine, and 1x Protease Inhibitor Cocktail (Roche)), centrifuge with 12,000 x g at 4 °C for 10 minutes, and then resuspended with extraction buffer 3 (1.7 M sucrose, 10 mM Tris-HCl pH 8.0, 2 mM MgCl_2_, 0.15% Triton X-100, 5 mM BME, 0.1 mM PMSF, 5 mM Benzamidine, and 1x Protease Inhibitor Cocktail (Roche)), at 4 °C with 12,000×*g* for 60 min. The nuclei were lysed with nucleic lysis buffer (50 mM Tris-HCl pH 8.0, 10 mM EDTA, 1% SDS, 0.1 mM PMSF, 5 mM Benzamidine, and 1x Protease Inhibitor Cocktail (Roche)) on ice for 10 minutes and the lysate was sheared by Bioruptor Plus (Diagenode) for 22 cycles (30 s on/30 s off per cycle). The lysate was centrifuged twice at 4 °C with 20,000×*g* for 10 min, and the supernatant was incubated with antibody at 4 °C overnight. Next, the magnetic Protein A and Protein G Dynabeads (Invitrogen) were added and the mixture was rotated at 4 °C for 2 h. The beads were washed with low salt solution twice (150 mM NaCl, 0.2% SDS, 0.5% Triton x-100, 2 mM EDTA, and Tris pH 8.0), high salt solution (150 mM NaCl, 0.2% SDS, 0.5% Triton x-100, 2 mM EDTA, and Tris pH 8.0), LiCl solution (250 mM LiCl, 1% Igepal, 1% Sodium Deoxycholate, 1 mM EDTA, and 10 mM Tris pH 8.0), and TE solution (1 mM EDTA and 10 mM Tris pH 8.0) for 5 minutes at 4 °C, respectively. The chromatin was eluted with elution buffer (1% SDS, 10 mM EDTA, and 0.1 M NAHCO_3_), and subjected to reverse crosslinking at 65 °C overnight. Then 1 μL Protease K (20 mg/mL, Invitrogen), 10 μL of 0.5 M EDTA pH 8.0, and 20 μL 1 M Tris pH 6.5 were added to deactivate the protein (45 °C, 4 h) and the DNA was purified through phase lock gel (VWR) and precipitated with 1/10 volume of 3 M Sodium Acetate (Invitrogen), 2 μL GlycoBlue (Invitrogen), and 1 mL 100% Ethanol at −20 °C overnight. The precipitated DNA was used for library construction following the manual of Ovation Ultra Low System V2 kit (NuGEN), and the libraries were sequenced on an Illumina NovaSeq 6000 sequencer.

### RNA-seq

Two-week-old seedlings of Col-0 wild type, *trb1/2/3*, and *jmj14-1 mutants*, and four-week-old leaves of *fwa* and TRB-ZF T2 transgenic lines with early flowering phenotype, were used for RNA extraction using Direct-zol RNA MiniPrep kit (Zymo). The RNA-seq libraries were constructed with 1 μg of RNA per sample by following the manual of TruSeq Stranded mRNA kit (Illumina). The RNA-seq libraries were sequenced on an Illumina NovaSeq 6000 or an Illumina HiSeq 4000 sequencer.

### Whole genome bisulfite sequencing

Two-week-old Arabidopsis seedlings of Col-0 wild type and *trb1/2/3* triple mutans were used for DNA extraction using DNeasy Plant Mini Kit (QIAGEN). A total of 500 ng DNA was sheared with Covaris S2 (Covaris) into around 200 bp at 4 °C. The DNA fragments were used to perform end repair reaction using the Kapa Hyper Prep kit (Roche), and together with TruSeq DNA Sgl Index Set A/B (Illumina) to perform adapter ligation. The ligation products were purified with AMPure beads (Beckman Coulter), and then converted with EpiTect Bisulfite kit (QIAGEN). The converted ligation products were used as templates, together with the primers from the Kapa Hyper Prep kit (Roche) and MyTaq Master mix (Bioline), to perform PCR. The PCR products were purified with AMPure beads (Beckman Coulter) and sequenced by an Illumina NovaSeq 6000 sequencer.

### BS-PCR-seq

The leaves of four to five-week-old Col-0 wild type, *fwa*, and the T2 transgenic lines of TRB-ZF fusions showing early flowering phenotype were used to perform bisulfite PCR at *FWA* promoter. Genomic DNA was extracted with DNeasy Plant Mini Kit (QIAGEN) and converted with EpiTect Bisulfite kit (QIAGEN), and then was used as a template to amplify three regions over *FWA* promoter, including Region 1 (chr4: 13038143-13038272), Region 2 (chr4: 13038356- 13038499), and Region3 (chr4: 13038568-13038695). Pfu Turbo Cx (Agilent), dNTP (Takara Bio), and the primers designed for the above-mentioned *FWA* regions (see Supplementary Data 5) were used for PCR. The PCR products were purified with AMPure beads (Beckman Coulter), and then used to construct libraries with Kapa HyperPrep Kit (Roche). The libraries were sequenced on an Illumina iSeq 100 sequencer.

### Bioinformatic analysis

ChIP-seq analysis: Trim_galore (https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/) was used to trim the ChIP-seq raw reads. The trimmed reads were aligned to TAIR10 genome using Bowtie 2 version 2.3.4.3^49^, which allowed one unique mapping site with 0 mismatch. The Samtools version 1.9 was used to remove the duplicated reads^50^, and the deeptools version 3.1.3 was used to generate tracks^51^, which was normalized by using RPKM. MACS2 version 2.1.1. was used for peak calling, and the hyperchipable sites were filtered. The hyperchipable sites were the peaks appeared in multiple ChIP-seq replicates of Col-0.

RNA-seq analysis: The bowtie2 version 2.3.4.3^49^ was used to align the raw reads of RNA-seq data to the TAIR10 transcriptome and rsem-calculate-expression of RSEM was used to calculate the expression levels with default settings^52^. The Samtools version 1.9^50^ was used to generate tracks and the bamCoverage of deeptools version 3.1.3^51^ was used to normalize the data with RPKM. The Trinity version 2.8.5^53^ was used to call DEGs. The cut-off of DEGs was set as log2 FC ≥ 1 and FDR < 0.05.

WGBS analysis: the WGBS raw reads were aligned to both strands of reference genome TAIR10 using BSMAP (v.2.74)^54^, and the alignment allowed up to 2 mismatches and 1 best hit. The reads with more than 3 consecutives methylated CHH sites were removed, and the methylation level was calculated with the ratio of C/(C + T). Figure 5a showed the methylation levels at 1 kb flanking regions of RdDM target sites (Pol V peaks)^55^ in Col-0 wild type and *trb1/2/3* triple mutant.

BS-PCR-seq analysis: The raw reads were aligned to TAIR10 using BSMAP (v.2.74)^54^, which allowed up to two mismatches and one best hit. The cytosines that were covered less than 20 times, as well as the reads that had more than three consecutives methylated CHH sites, were removed. The ratio of C/(C + T) was calculated as the methylation level of each cytosine within the designed *FWA* regions, and the plots were made by using customized R scripts.

Binding motif analysis: findMotifsGenome.pl from HOMER was used to discover the motifs of the ChIP-seq data sets^56^. Homer2 scanMotifGenomeWide.pl was used to scan genome-wide distributions of motifs TAAGGG and CTTGNNNNNCAAG, and then the bedtools intersect was used to identify the TRB1 and JMJ14 co-bound peaks and shuffled peaks containing TAAGGG and/or CTTGNNNNNCAAG motifs^57^.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Reporting Summary

## Data Availability

Source data of Figs.1a and 6c, and Supplementary Figs. 1a and 11b are provided with this paper. All the high-throughput sequencing data generated in this study are accessible at NCBI’s Gene Expression Omnibus (GEO) via GEO Series accession number GSE204681. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the MassIVE partner repository, and the accession number is MSV000091349. Source data are provided with this paper.

## Source data

Source data

# Supplementary material for: Arabidopsis TRB proteins function in H3K4me3 demethylation by recruiting JMJ14
**Source:** Nat Commun. 2023 Mar 28;14:1736. doi: 10.1038/s41467-023-37263-9
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

### **Arabidopsis TRB proteins function in H3K4me3 demethylation by recruiting JMJ14.**

Ming Wang<sup>1\*</sup>, Zhenhui Zhong<sup>1\*</sup>, Javier Gallego-Bartolomé<sup>1,7</sup>, Suhua Feng<sup>1,2</sup>, Yuan-Hsin Shih<sup>1,3</sup>, Mukun Liu<sup>1</sup>, Jessica Zhou<sup>1</sup>, John Curtis Richey<sup>1</sup>, Charmaine Ng<sup>1</sup>, Yasaman Jami-Alahmadi<sup>4</sup>, James Wohlschlegel<sup>4</sup>, Keqiang Wu<sup>3</sup>, and Steven E. Jacobsen<sup>1,2,4,5,6</sup>.

\*These authors contributed equally

Supplementary Figs. 1-18

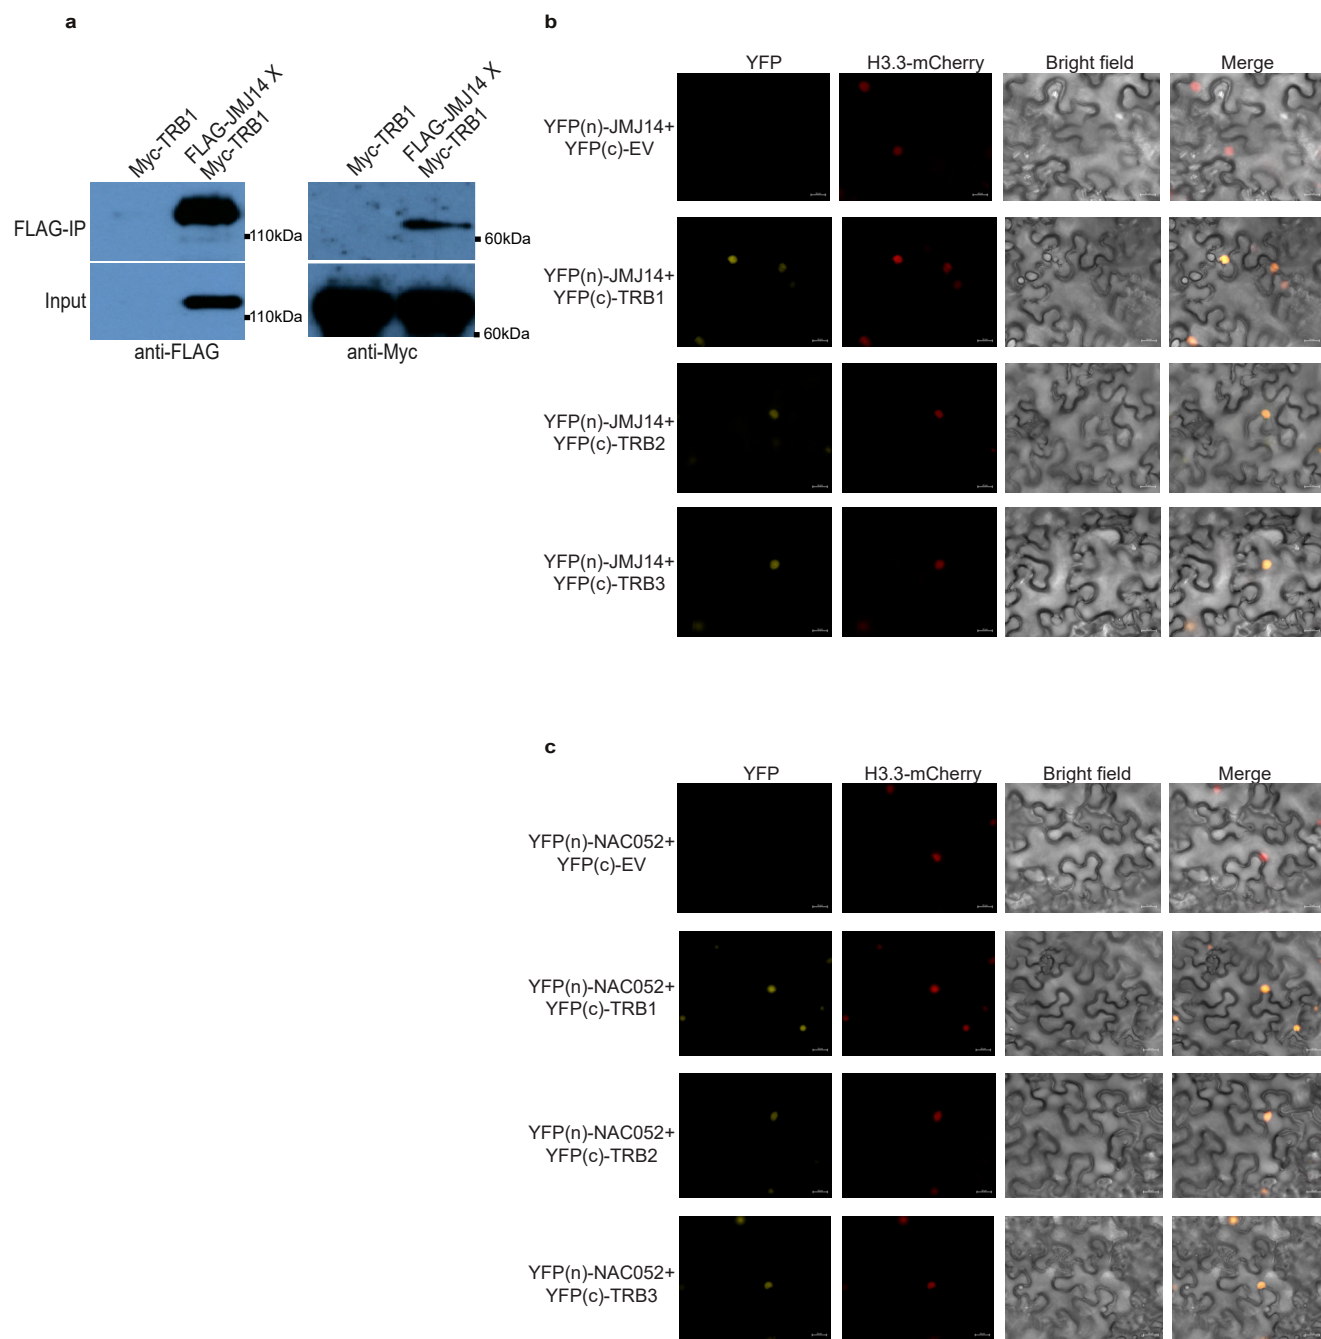

**Supplementary Fig. 1 FLAG-TRB1 interacts with Myc-JMJ14.** **a** Western blot showing the Co-immunoprecipitation (Co-IP) assay in FLAG-JMJ14 and Myc-TRB1 F2 crossed lines. **b-c** BiFC assays showing the YFP signals of leaves transiently co-expressing cYFP-TRBs and nYFP-JMJ14 (**b**) or nYFP-NAC052 (**c**). All the scale bars are 20  $\mu$ m in length, and similar results were obtained in two independent replicates (**a-c**).

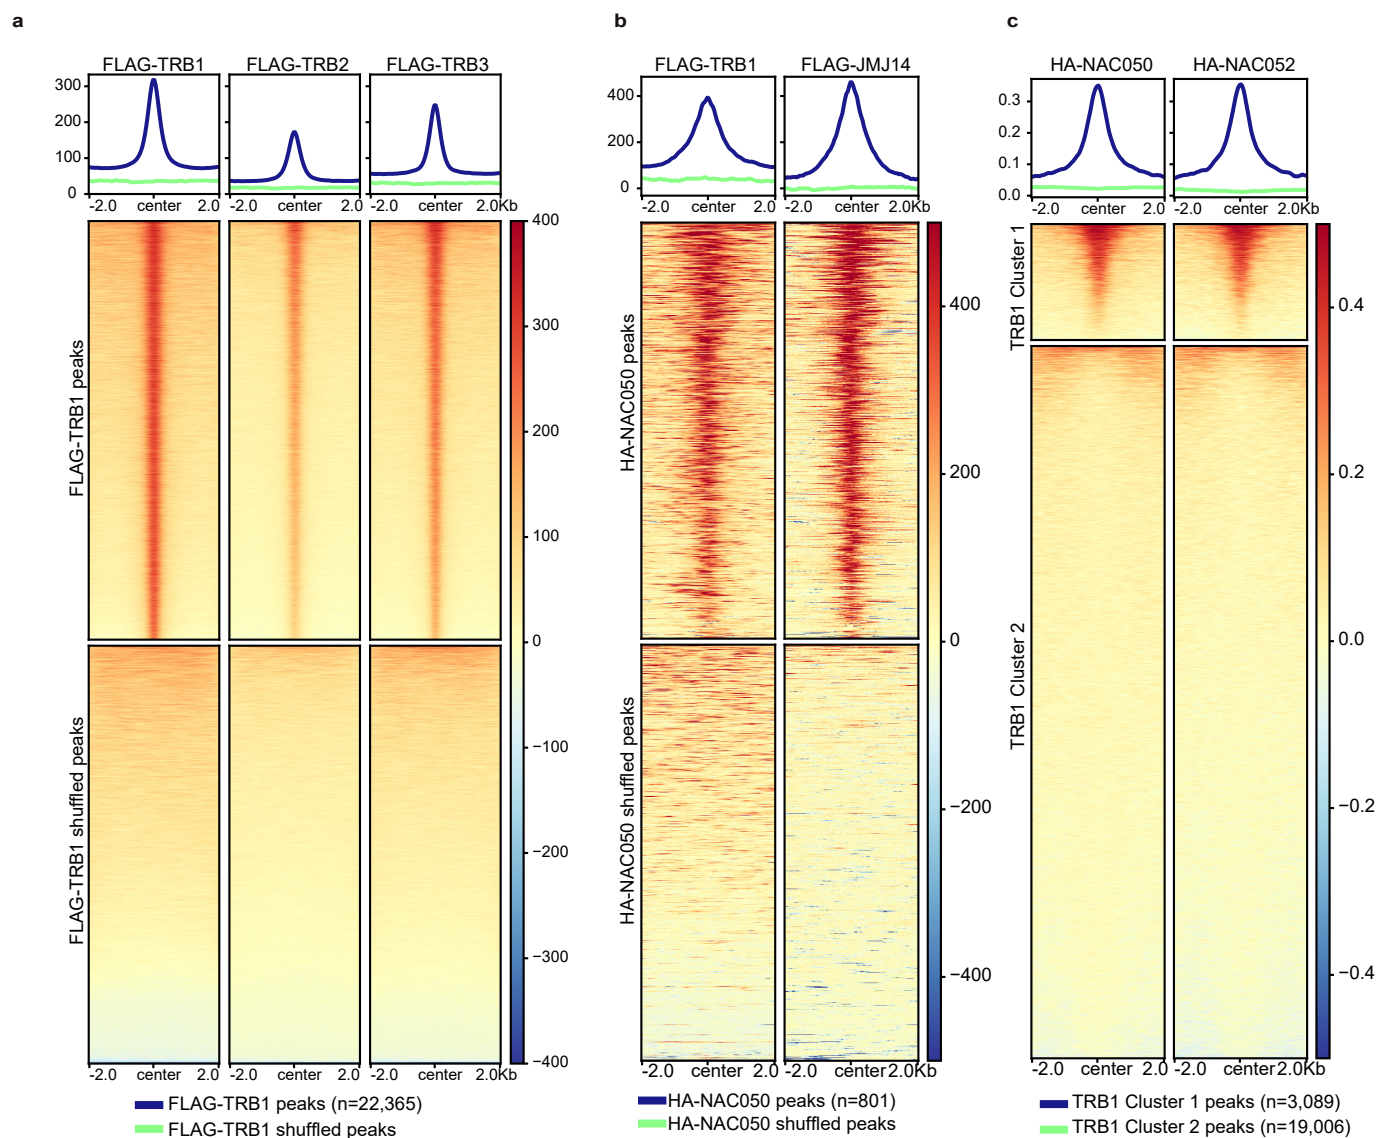

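The shuffled peaks of such plots keep the number and widths of the real peaks and move each to a random place, which shows how much overlap chance gives. Of the FLAG-TRB1 peaks of replicate 3, whose number is the n of the first panel, the median width was 463 bp and the widest was 4108 bp. The TRB2 and TRB3 lists with the n given for them elsewhere in the supplement had median widths of 411 and 380 bp. Together the TRB1 peaks of replicate 3 covered 12188 kb, and the TRB1 consensus regions covered 10464 kb.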

**Supplementary Fig. 2 TRBs are partially colocalized with JMJ14, NAC050, and NAC052.** a-c Metaplots and heatmaps showing FLAG-TRB1, 2, 3 ChIP-seq signals over FLAG-TRB1 peaks and shuffled peaks (a, n=22,365), FLAG-TRB1 and FLAG-JMJ14 ChIP-seq signals over HA-NAC050 peaks (n=801) and shuffled peaks (b), and HA-NAC050 and HA-NAC052 ChIP-seq signals over the TRB1 Cluster 1 peaks (n=3,089) and the Cluster 2 peaks (n=19,006) (c).

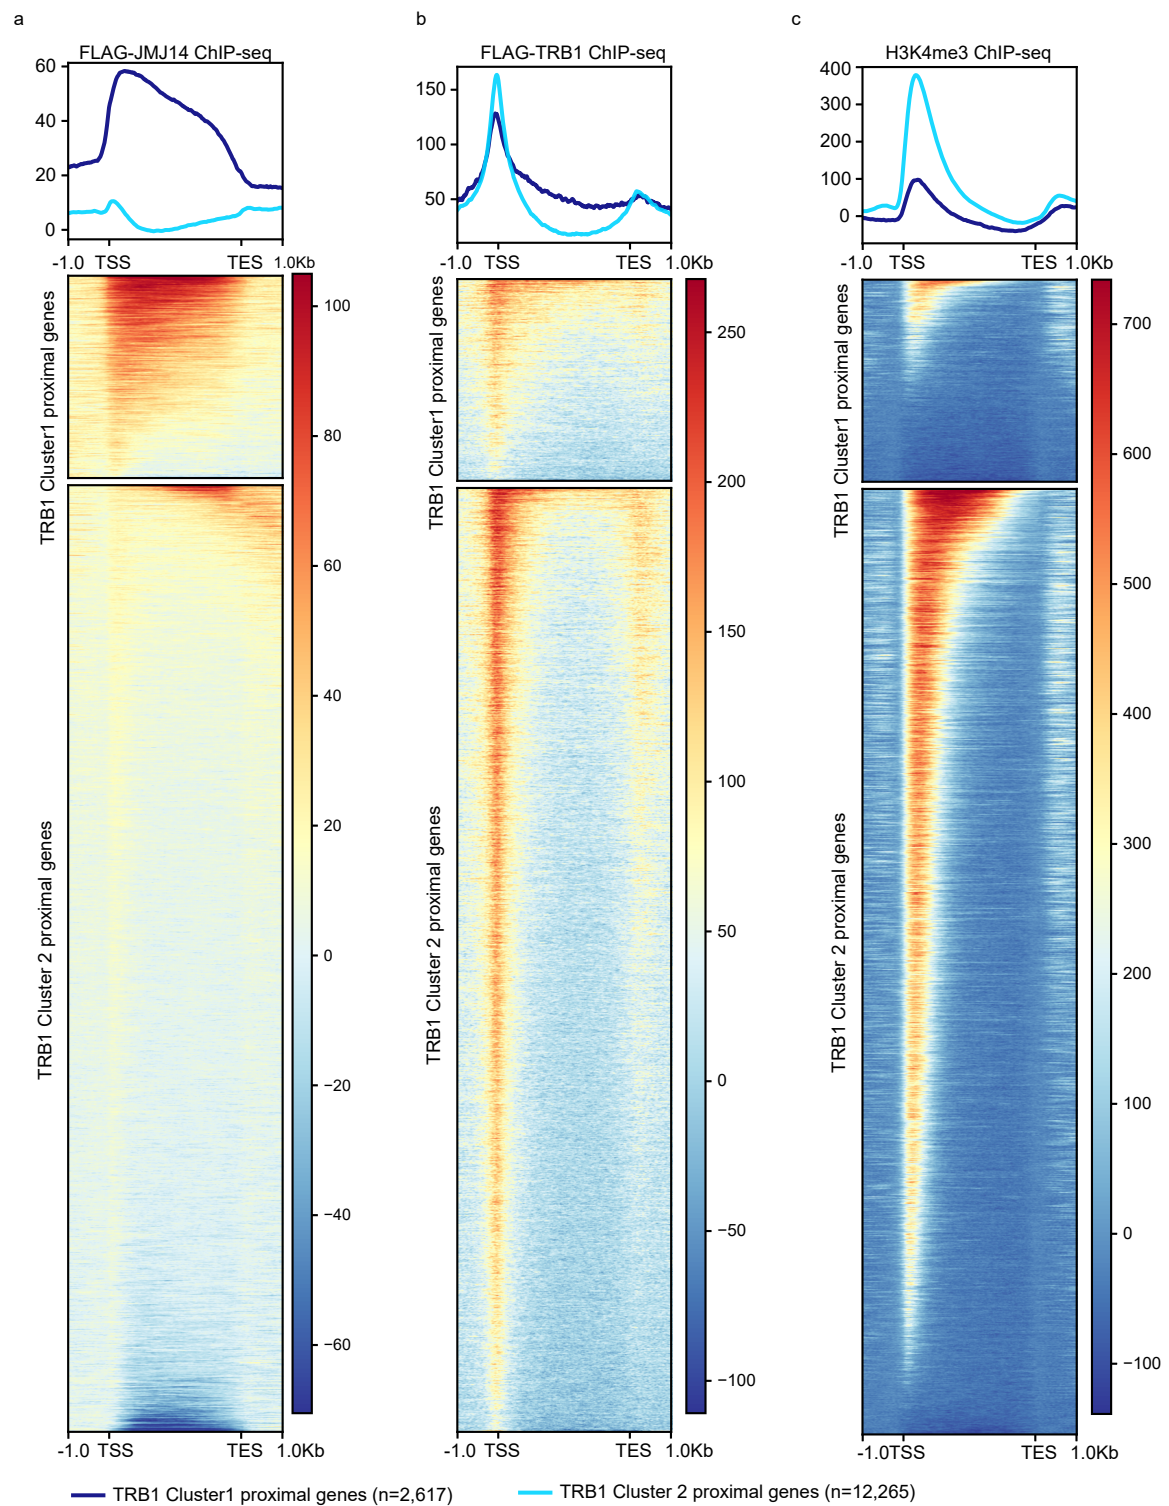

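A proximal gene is one close to a peak, and the number of such genes depends on how closeness is set. With genes counted where a TRB1 consensus region overlapped the body or the 1 kb upstream, H3K4me3 peaks of both Col-0 libraries lay on 1600 of the Cluster 1 genes (48.2%) and 12800 of the Cluster 2 genes (85.9%). In the paper's TRB1 list they lay on 1759 (47.7%) and 13155 (84.8%).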

**Supplementary Fig. 3 JM14 and TRB1 are colocalized at gene body regions.** a-c Heatmaps and metaplots representing FLAG-JMJ14 (a), FLAG-TRB1 (b), and H3K4me3 (c) ChIP-seq signals over the TRB1 Cluster 1 proximal genes (n=2,617) and the Cluster 2 proximal genes (n=12,265).

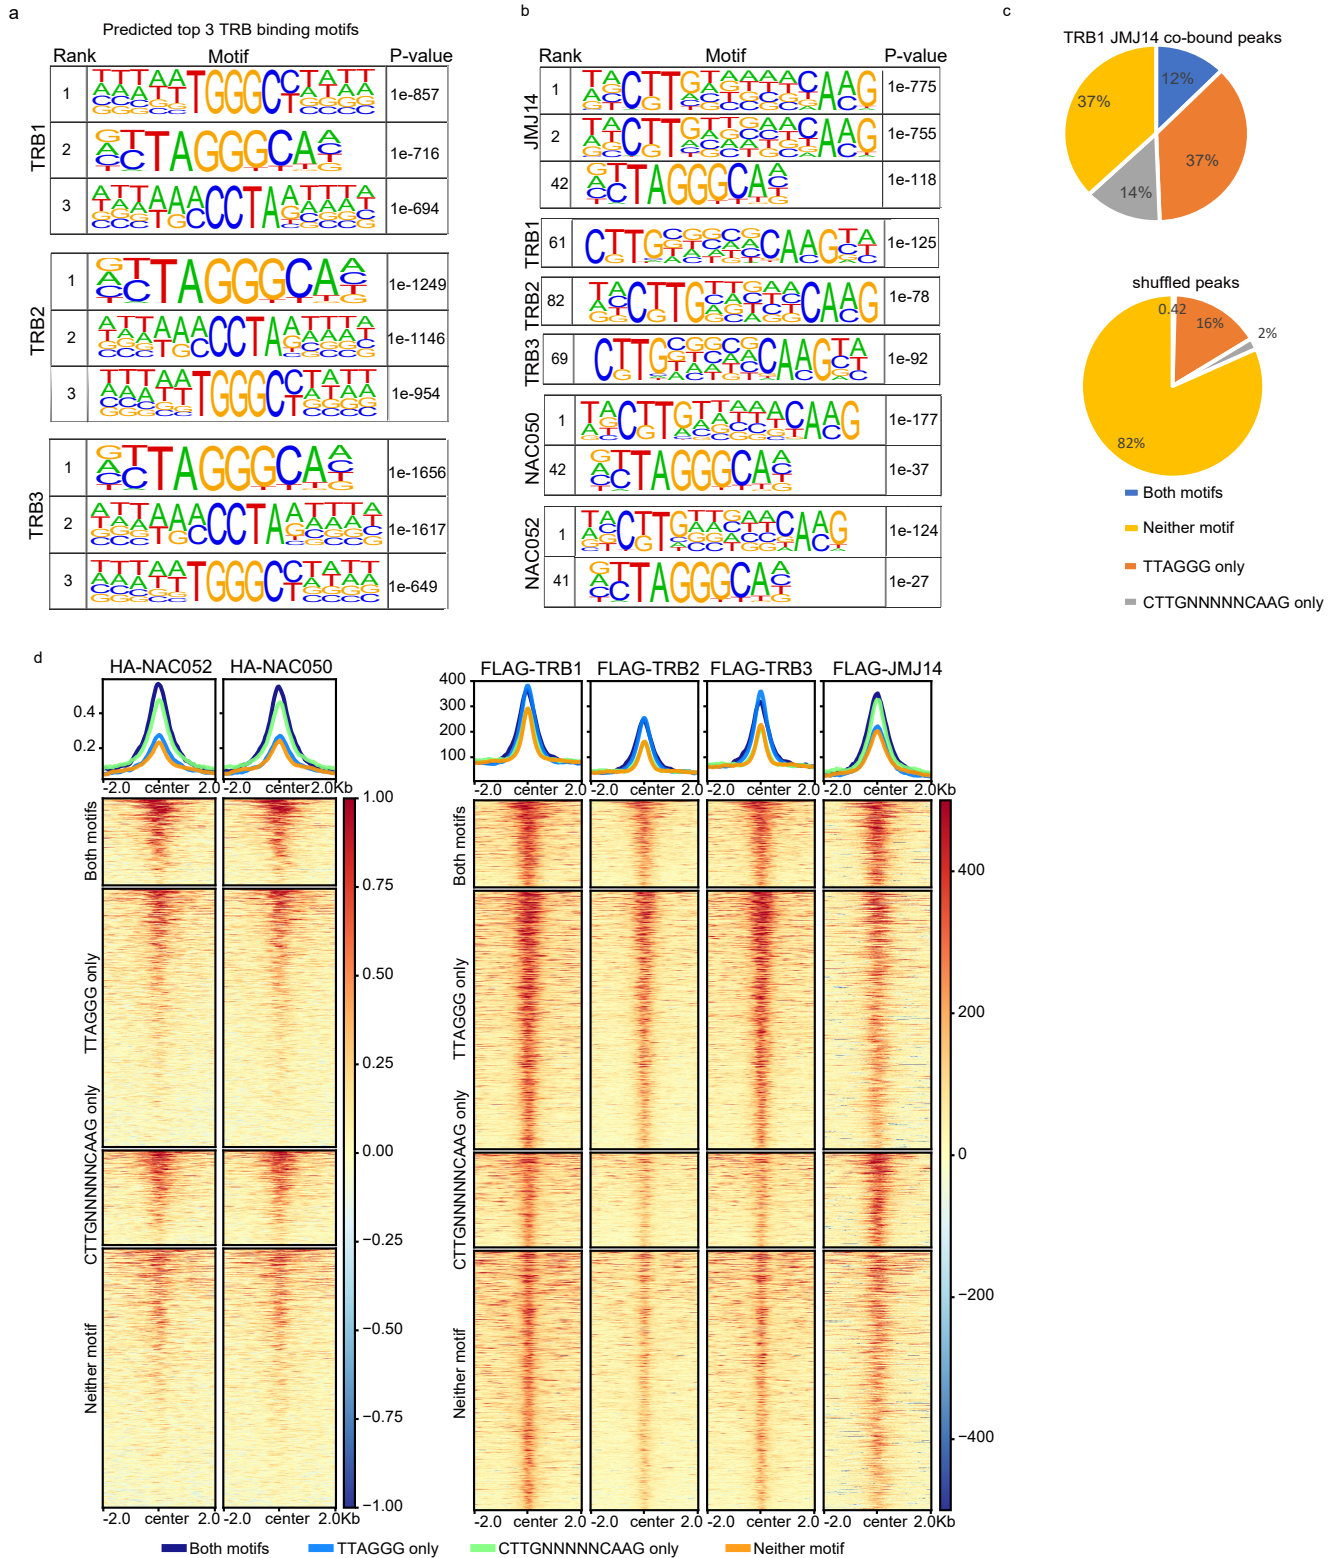

**Supplementary Fig. 4 Predicted TRB binding motifs include the telomeric repeat DNA sequence TTAGGG and the known MJM14 binding motif CTTGnnnnCAAG. a** Motif prediction by Homer showing the top 3 binding motifs of TRB1, TRB2, and TRB3. **b** Motif prediction by Homer showing that MJM14, TRBs, NAC050, and NAC052 are all predicted to bind the TTAGGG and CTTGnnnnCAAG motifs. **c** Pie charts indicate the percentile of the TRB1 and MJM14 co-bound peaks (top panel) and shuffled peaks (bottom panel) displaying the TTAGGG motif only (n=1,176), the CTTGnnnnCAAG motif only (n=431), both motifs (n=396), and neither (n=1,180), respectively. **d** Heatmaps and metaplots representing the normalized HA-NAC050/052, FLAG-TRB1, FLAG-TRB2, FLAG-TRB3, and FLAG-JMJ14 ChIP-seq signals over TRB1 and MJM14 co-bound regions displaying the TTAGGG motif only, the CTTGnnnnCAAG motif only, both motifs, and neither, respectively.

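Motif prediction searches for sequences more frequent in peaks than in background and reports variants of a sequence together, whereas an exact search counts only the sequence named. By exact search, both sequences occurred together in 559 of the JMJ14 consensus regions (12.0%, against 0.686% after shuffling) and in 452 TRB1 consensus regions (2.19%, against 0.385%). In shuffled Cluster 1 regions of the consensus set, 78.5% contained neither sequence and 0.640% contained both.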

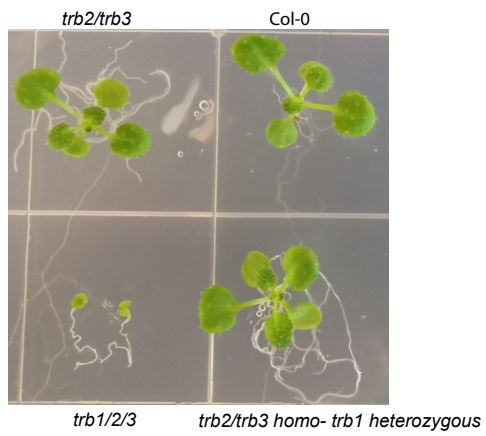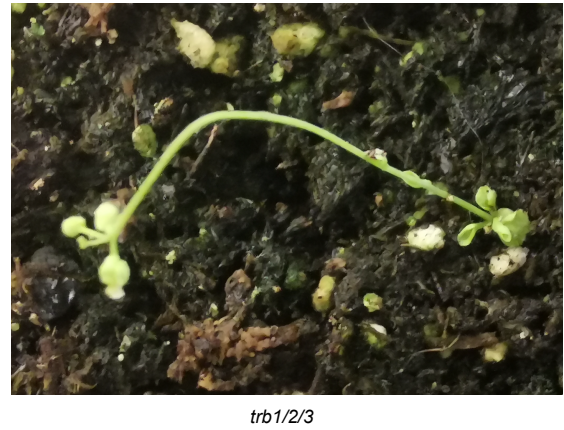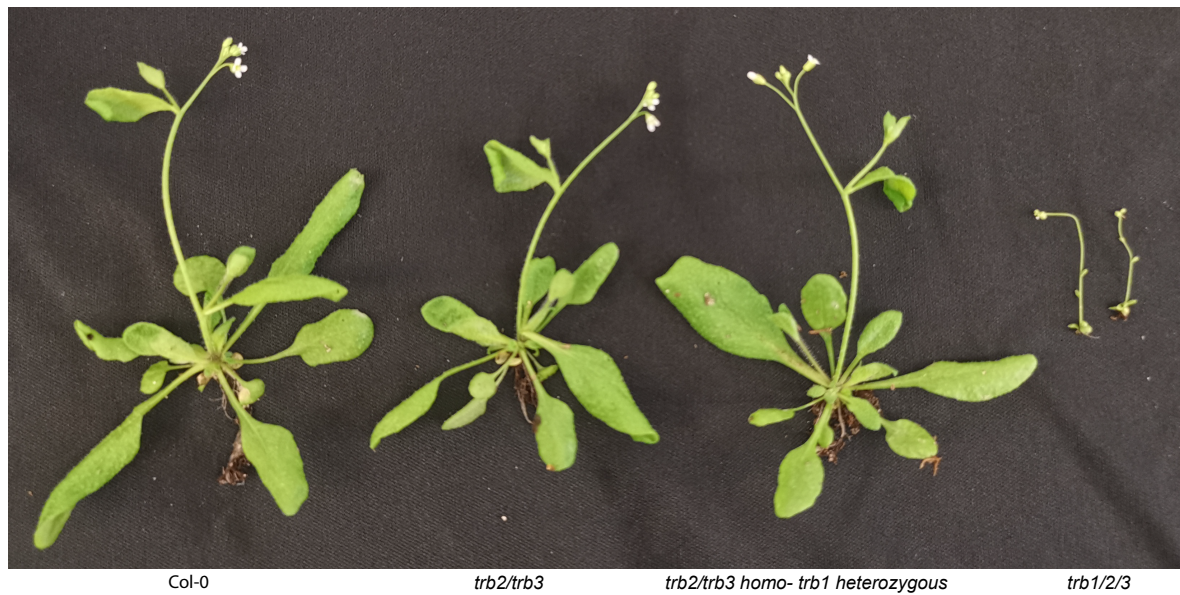

**Supplementary Fig. 5 The *trb1/2/3* triple mutant shows strong morphological defects.** The photos show the phenotype of *trb2/3* double mutant, Col-0, *trb1/2/3* triple mutant, and *trb2/3* homo- *trb1* heterozygous mutant grown on MS medium for 2-3 weeks (top left), and then transferred to soil for another 2 weeks (bottom). The top right photo shows a closer view of a *trb1/2/3* triple mutant on soil.

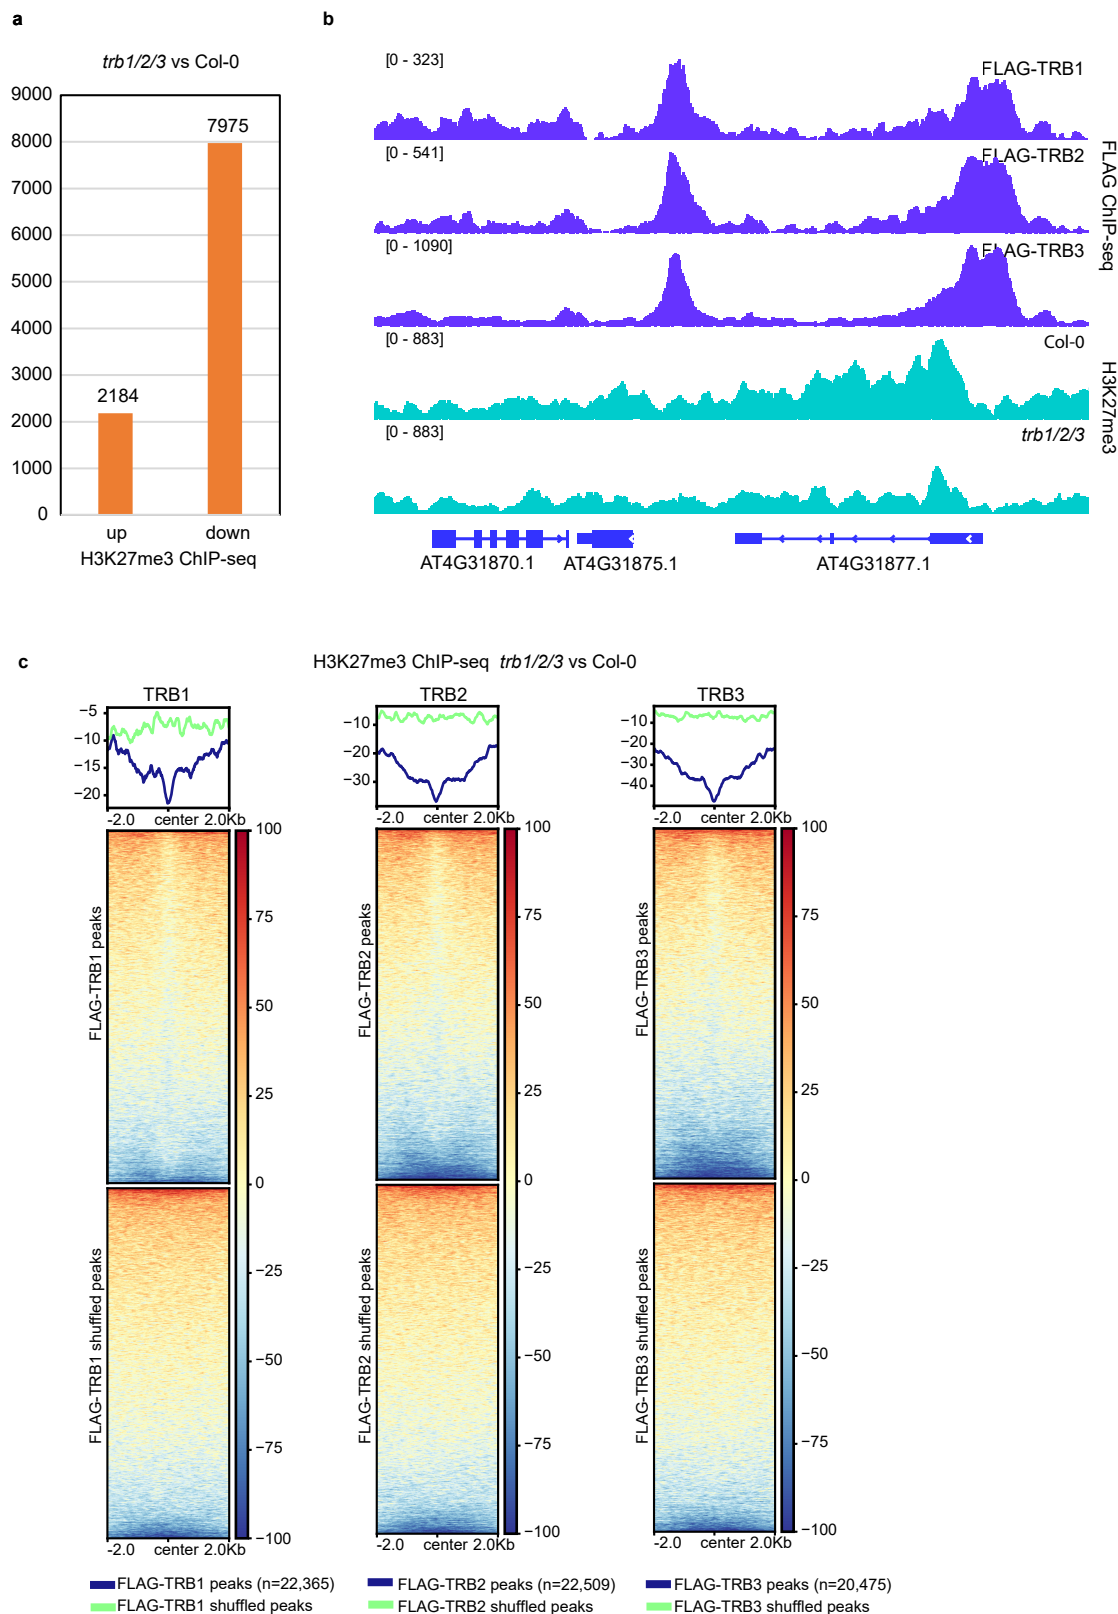

**Supplementary Fig. 6 H3K27me3 ChIP-seq signals are reduced in the *trb1/2/3* mutant.** **a** Bar chart indicates the number of regions with up- or down-regulated H3K27me3 ChIP-seq signals in the *trb1/2/3* mutant, respectively. **b** Screenshots showing FLAG ChIP-seq signals in FLAG-TRB1, FLAG-TRB2, and FLAG-TRB3 (top three lanes), and H3K27me3 ChIP-seq signals in Col-0 and the *trb1/2/3* mutant, over a representative region. **c** Metaplots and heatmaps representing H3K27me3 ChIP-seq signals in the *trb1/2/3* mutant versus Col-0 wild type over FLAG-TRB1 peaks and shuffled peaks (n=22,365, left panel), FLAG-TRB2 peaks and shuffled peaks (n=22,509, middle panel), and FLAG-TRB3 peaks and shuffled peaks (n=20,475, right panel).

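The region of the screenshots holds AT4G31870 (GPX7, chromosome 4, 15410078 to 15412486), AT4G31875 (15411701 to 15412451) and AT4G31877 (MIR156c, 15415418 to 15415521). H3K27me3 peaks covered 318 and 688 bp of AT4G31877 and its 1 kb upstream in Col-0, of a span of 1104 bp, and 0 bp in both trb1/2/3 libraries. TRB2 and TRB3 peaks lay on that span in all of their lists (up to 898 bp), and TRB1 peaks in replicates 3 and 4 only (536 and 491 bp). At AT4G31875, Col-0 replicate 1 had 78 bp of H3K27me3 peak and the other 3 libraries none. At AT4G31870 none of the 4 libraries had a H3K27me3 peak.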

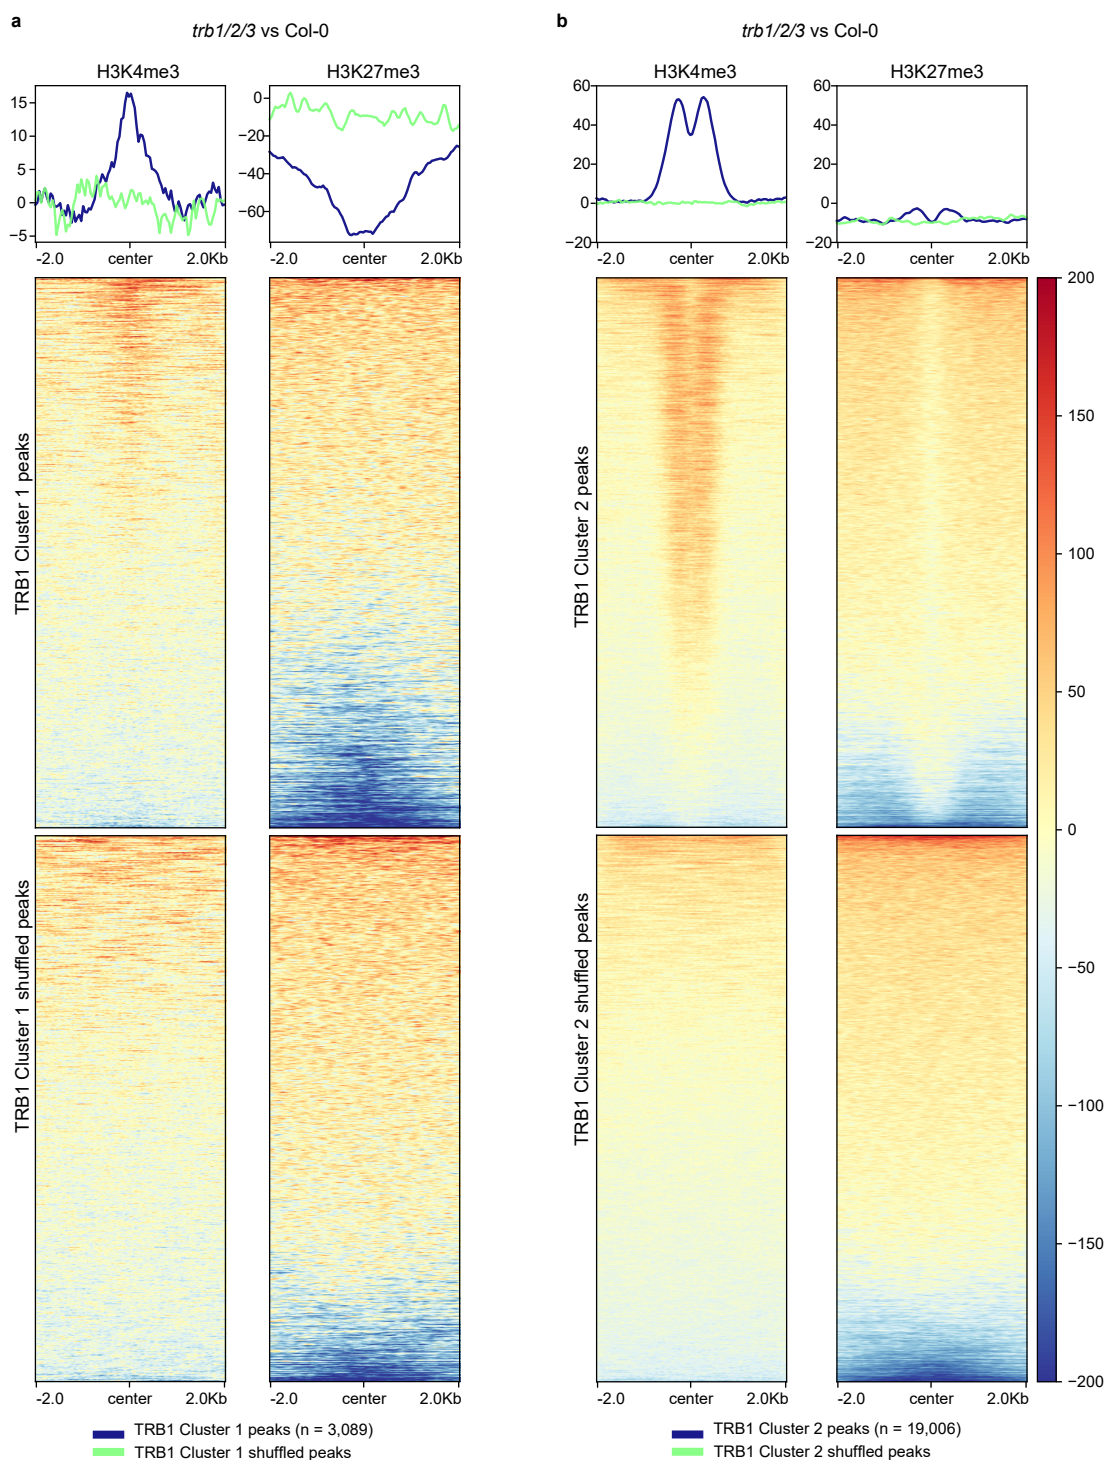

**Supplementary Fig. 7 Changes of H3K4me3 and H3K27me3 ChIP-seq signals in the *trb1/2/3* mutant displayed opposite trends at TRB1-JMJ14 co-bound regions. a-b** Metaplots and heatmaps depicting the normalized H3K4me3 and H3K27me3 ChIP-seq signals in the *trb1/2/3* mutant versus Col-0 at TRB1 Cluster 1 peaks and shuffled peaks (**a**, n=3,089), and TRB1 Cluster 2 peaks and shuffled peaks (**b**, n=19,006), respectively.

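The plots set the change of each mark between genotypes side by side over the same peaks, so that an opposite trend is a rise of one mark where the other falls. In peak lists, 3 Cluster 1 consensus regions lost H3K4me3 and 11 gained H3K27me3, beside the gains of H3K4me3 and losses of H3K27me3 in that cluster. In Cluster 2, 15 regions lost H3K4me3 and 88 gained H3K27me3. In Col-0, H3K27me3 peaks of both libraries lay on 27.0% of the Cluster 1 and 6.38% of the Cluster 2 regions.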

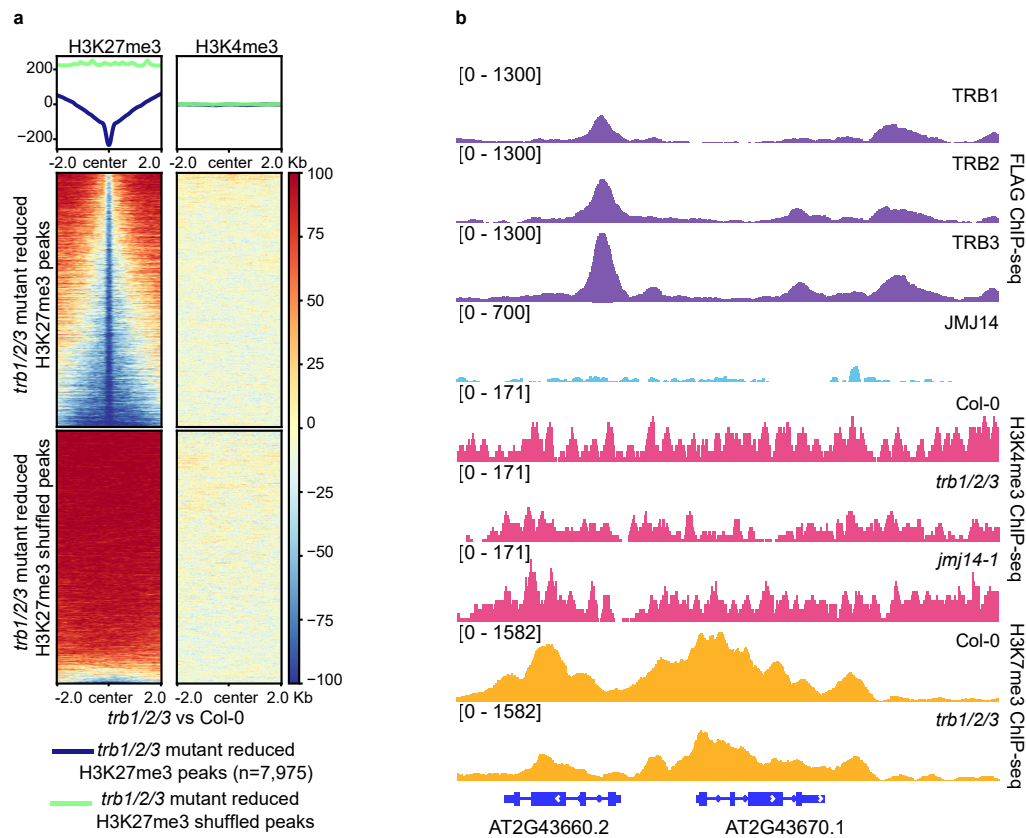

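AT2G43660 (chromosome 2, 18103639 to 18104591) and AT2G43670 (18105085 to 18106043) lie side by side and share their upstream TRB peaks. On AT2G43660 and its 1 kb upstream, H3K27me3 peaks covered 1906 and 1855 bp in Col-0 and 813 and 866 bp in trb1/2/3, of a span of 1953 bp. On AT2G43670 they covered all 1959 bp in both Col-0 libraries and 1166 and 1318 bp in trb1/2/3. All 12 TRB lists had peaks there and neither FLAG-JMJ14 list did. None of the Col-0, trb1/2/3 and jmj14-1 libraries had a H3K4me3 peak on either gene.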

**Supplementary Fig. 8 The reduction of H3K27me3 does not always trigger an increase of H3K4me3 in the *trb1/2/3* mutant.** **a** Metaplots and heatmaps depicting H3K27me3 and H3K4me3 ChIP-seq signals over the reduced H3K27me3 peaks and shuffled peaks (n=7,975) in the *trb1/2/3* mutants versus Col-0 wild type. **b** Screenshots showing FLAG ChIP-seq signals of FLAG-TRB1, FLAG-TRB2, FLAG-TRB3, and FLAG-JMJ14, H3K4me3 ChIP-seq signals in Col-0, *trb1/2/3*, and *jmj14-1* mutants, and H3K27me3 ChIP-seq signals in Col-0 and the *trb1/2/3* mutant over a representative region.

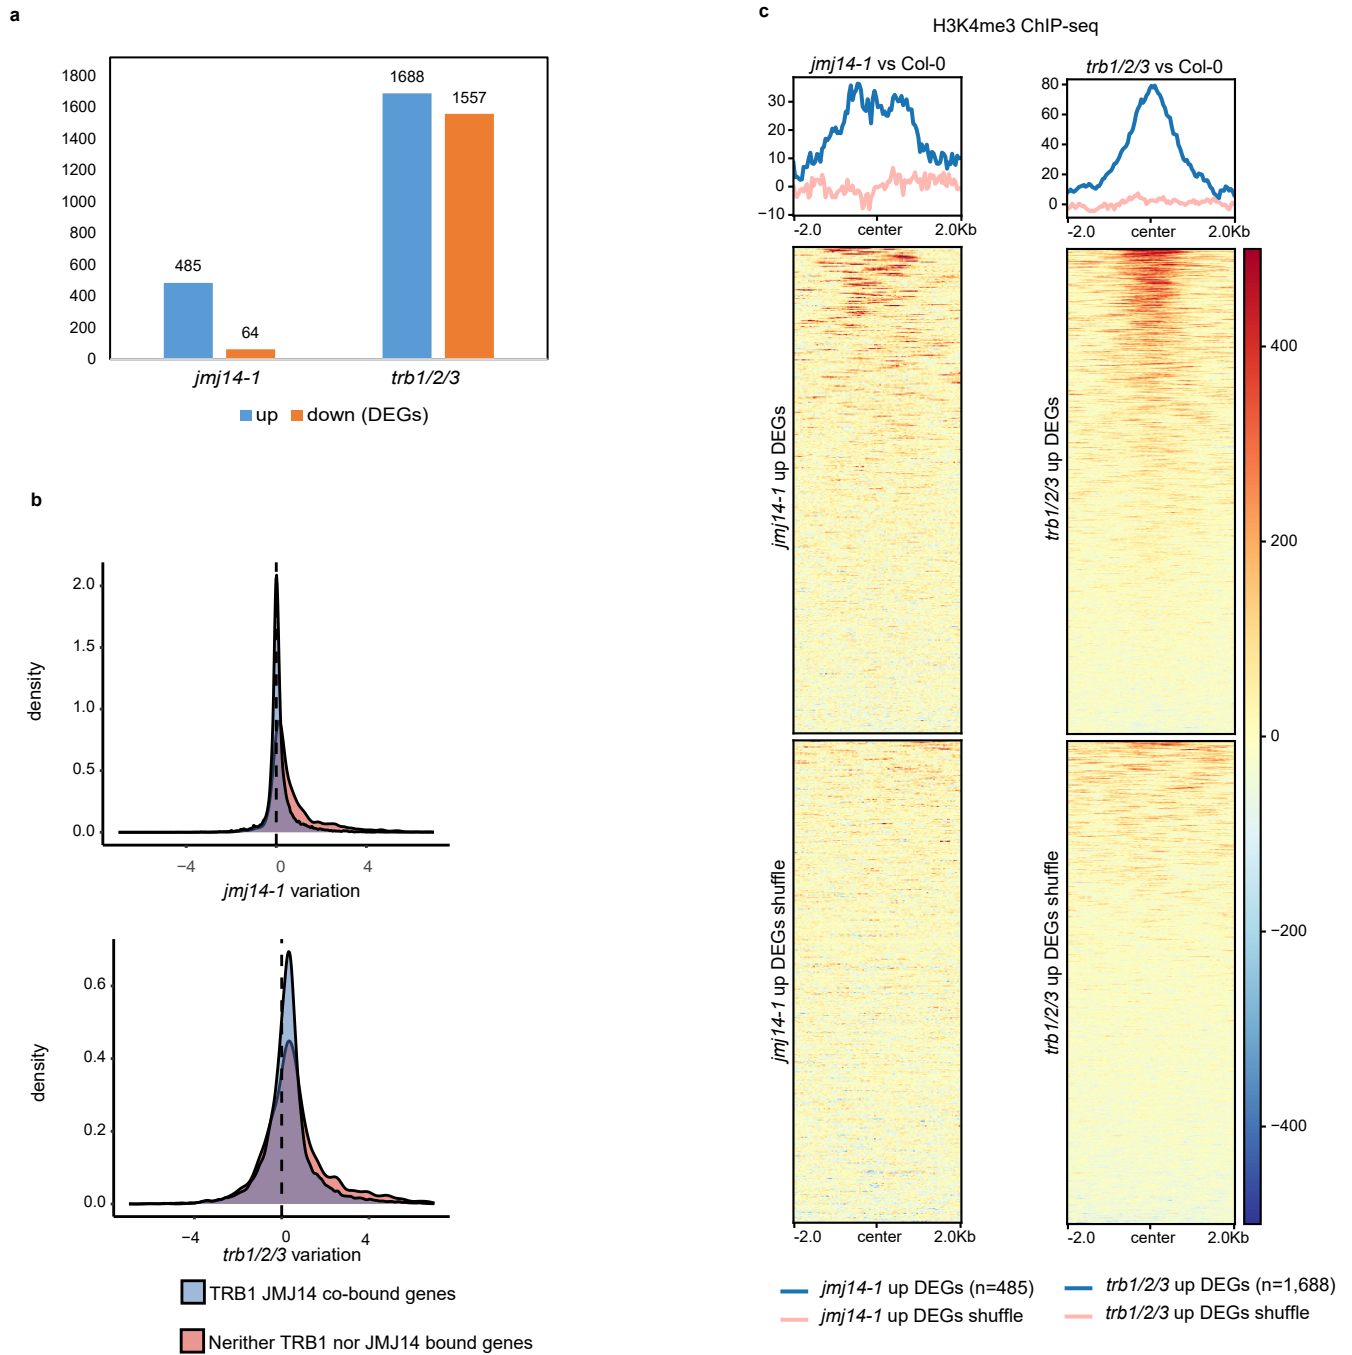

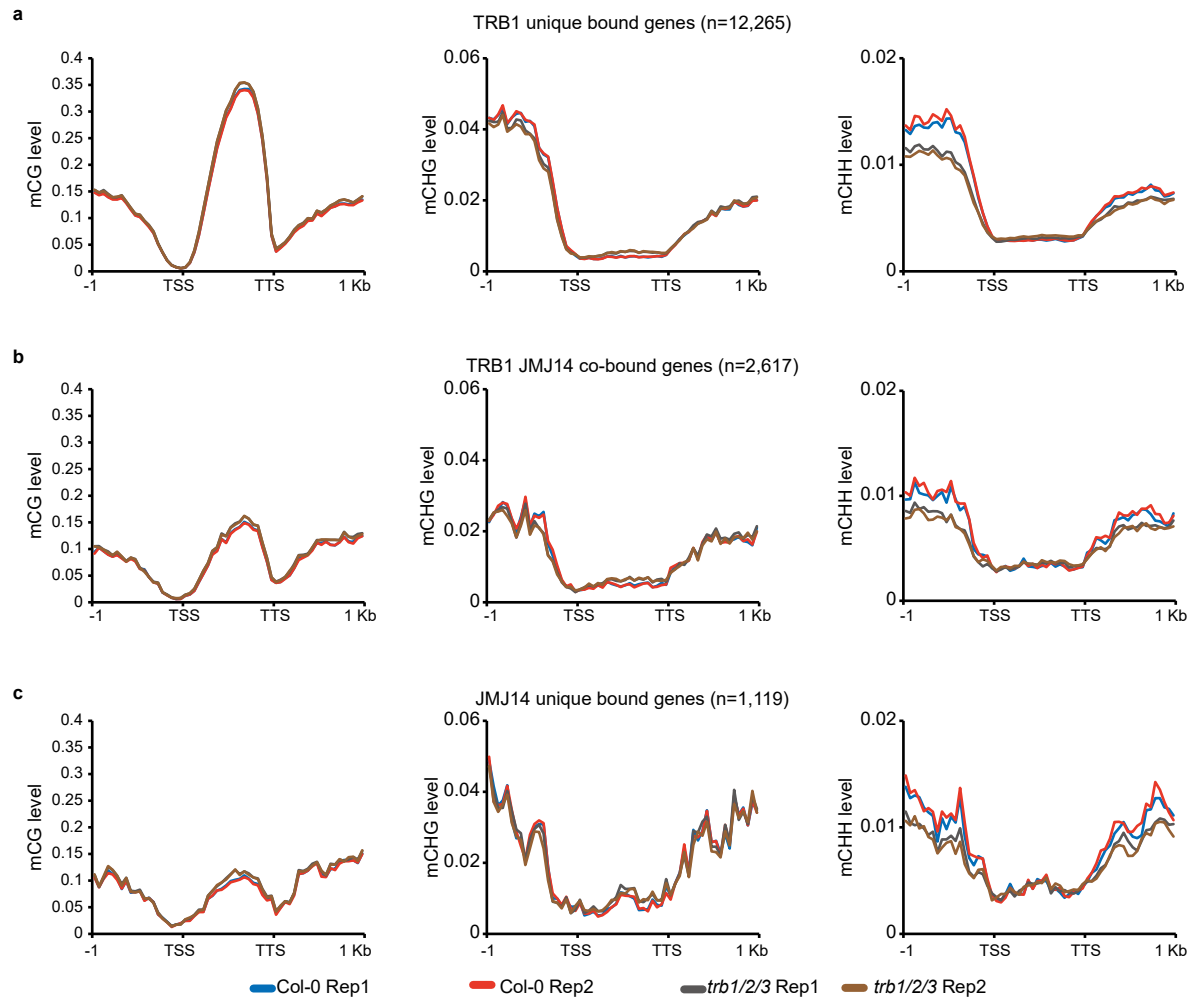

**Supplementary Fig. 10 CHH DNA methylation level is reduced in the *trb1/2/3* mutant. a-c** CG, CHG, and CHH DNA methylation levels in two replicates of Col-0 and *trb1/2/3* triple mutants over 1 kb flanks of TRB1 unique bound genes (**a**, n=12,265), TRB1-JMJ14 co-bound genes (**b**, n=2,617), and JMJ14 unique bound genes (**c**, n=1,119). The DNA methylation levels were measured by whole genome bisulfite sequencing.

**a**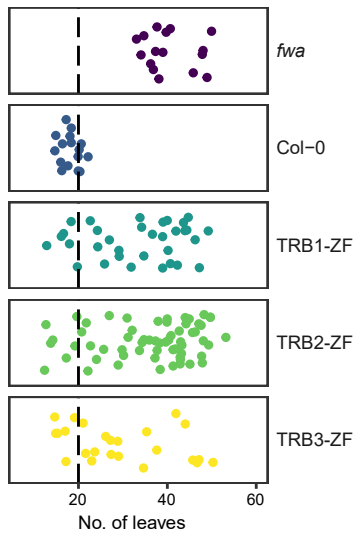**b**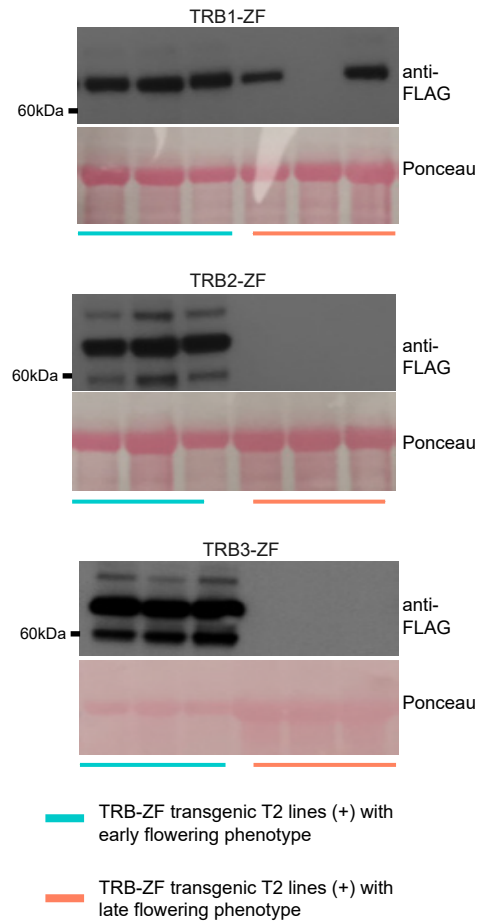

**Supplementary Fig. 11 TRB-ZF T1 lines restore an early flowering phenotype in *fwa*.** **a** Dot plots showing the leaf count of *fwa*, Col-0, and the T1 lines of TRB1-ZF, TRB2-ZF, and TRB3-ZF. **b** Western blot of the TRB-ZF fusions in T2 transgenic lines showing early flowering phenotypes (left three samples) and late flowering phenotypes (right three samples), respectively. Similar results were observed in two biological replicates.

**a**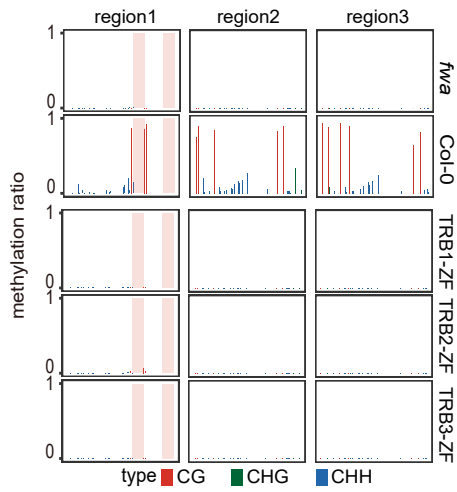**b**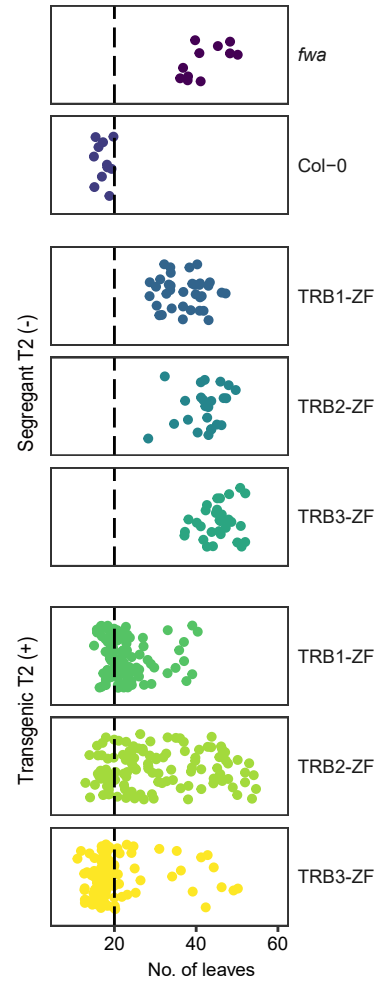

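CG methylation is kept by copying at replication, while CHG and CHH methylation depend on other enzymes, where H is A, C or T, so the contexts are counted apart. In regions 1, 2 and 3, CG methylation averaged 88.7%, 87.6% and 86.3% in Col-0 and 0.132%, 0.384% and 0.0893% in fwa. Region 1 holds no CHG cytosine on the sequenced strand. The highest value among fwa and TRB-ZF libraries was 3.33% in region 1 of TRB2-ZF replicate 1 (1942 of 58281 reads, 95% Wilson interval 3.19% to 3.48%). Of 14 CG cytosines tested in each line against fwa by two-sided Fisher's exact tests on pooled reads, with Benjamini-Hochberg adjustment over 56 tests, all 14 were higher in Col-0, at 70.8% to 94.1%. These tests compare the reads of these libraries and not the lines. In TRB3-ZF, where replicate 2 gave 16236 methylated reads and replicate 1 gave 351, 13 were higher, with a largest difference of 1.03 points. In TRB1-ZF 3 were higher and 3 lower, and in TRB2-ZF 3 were higher and 2 lower. The 3 higher cytosines of TRB2-ZF all lie in region 1. There replicate 1 had 3.33% and replicate 2 had 0.102%, beside 0.132% in fwa, so these calls rest on replicate 1.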

**Supplementary Fig. 12 The TRB-ZF fusions triggered early flowering phenotype is not associated with DNA methylation and is not heritable in T2 null segregant lines. a** CG, CHG, and CHH DNA methylation level over *FWA* promoter regions measured by bisulfite PCR-seq. Pink vertical boxes indicate ZF binding sites. **b** Dot plots represent the leaf counts of *fwa*, Col-0, null segregant and transgenic T2 lines of TRB1-ZF, TRB2-ZF, and TRB3-ZF, respectively.

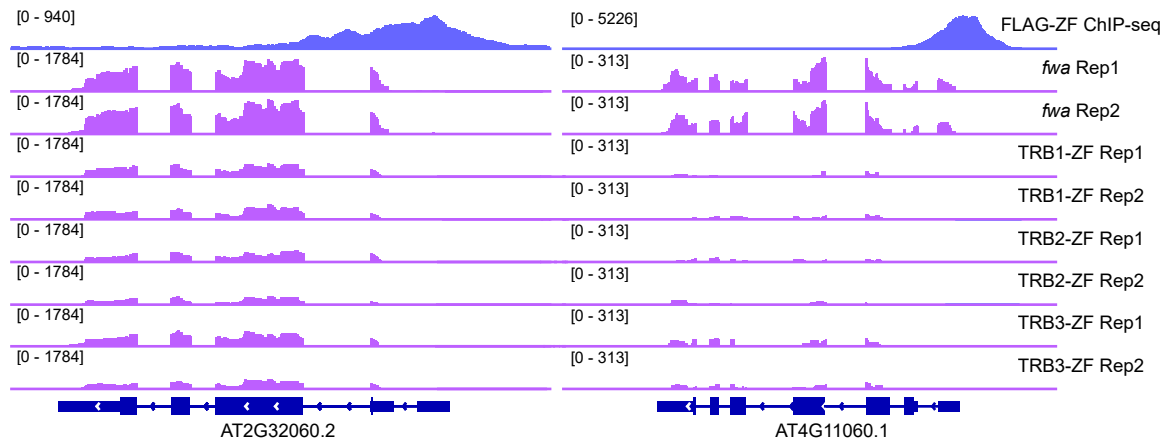

**Supplementary Fig. 13 TRB-ZF fusions triggered gene silencing over two representative ZF off-target sites.** Screenshots showing two replicates of RNA-seq signals in *fwa*, TRB1-ZF, TRB2-ZF, and TRB3-ZF over two representative ZF off target sites. FLAG-ZF ChIP-seq indicates the ZF binding sites.

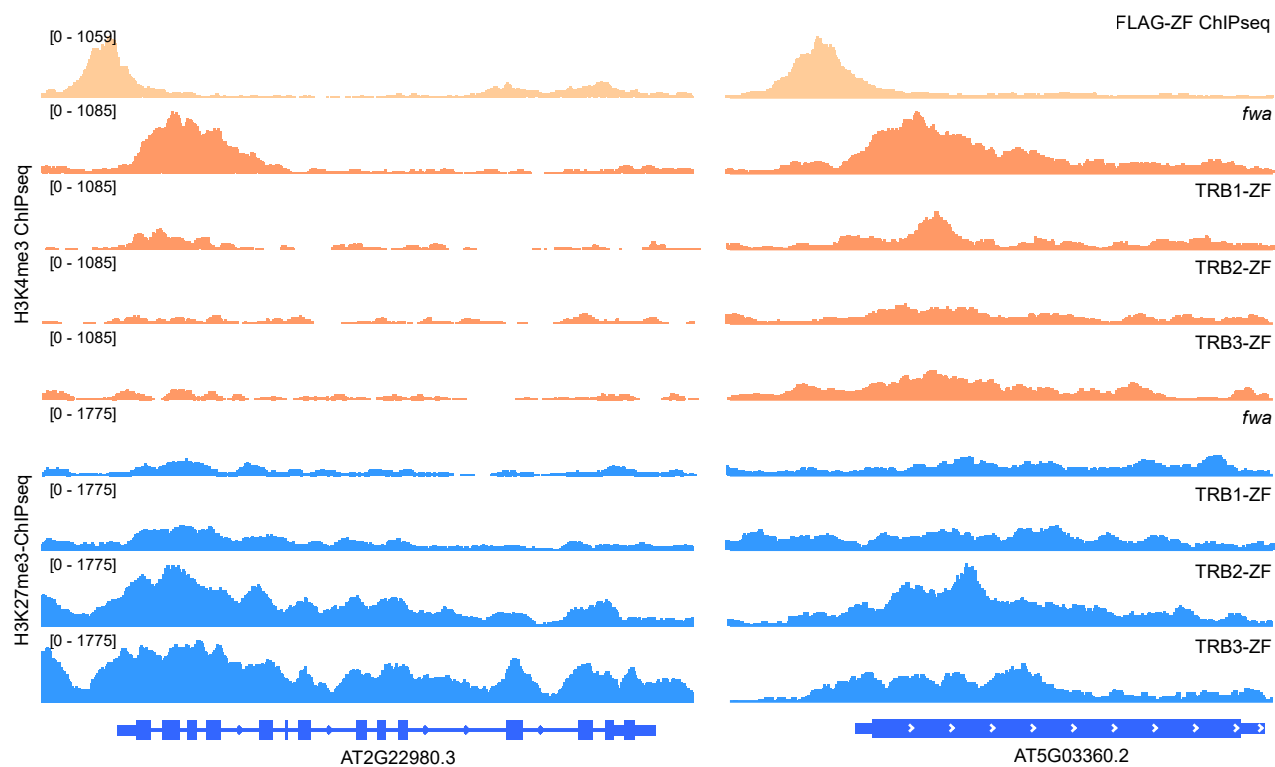

**Supplementary Fig. 14 TRB-ZF fusions triggered H3K4me3 demethylation and H3K27me3 deposition over two representative ZF off-target sites.** Screenshots of H3K4me3 and H3K27me3 ChIP-seq signals in *fwa*, TRB1-ZF, TRB2-ZF, and TRB3-ZF over two representative ZF off target sites. FLAG-ZF ChIP-seq indicates the ZF binding sites.

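At AT2G22980 (SCPL13, chromosome 2, 9778759 to 9783310), H3K4me3 peaks covered 943, 1154 and 1050 bp of the gene and its 1 kb upstream in fwa and 0 bp in all 7 TRB-ZF libraries. H3K27me3 peaks covered 1489 and 759 bp in fwa, 4099 and 5305 bp in TRB1-ZF, 4154 and 5305 bp in TRB2-ZF and all 5552 bp of the span in both TRB3-ZF libraries. The H3K27me3 lists of TRB1-ZF replicate 2 and TRB2-ZF replicate 2 are the identical pair. At AT5G03360 (chromosome 5, 822077 to 825184), no library of fwa or TRB-ZF had a peak of either mark on the gene or up to 1 kb upstream.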

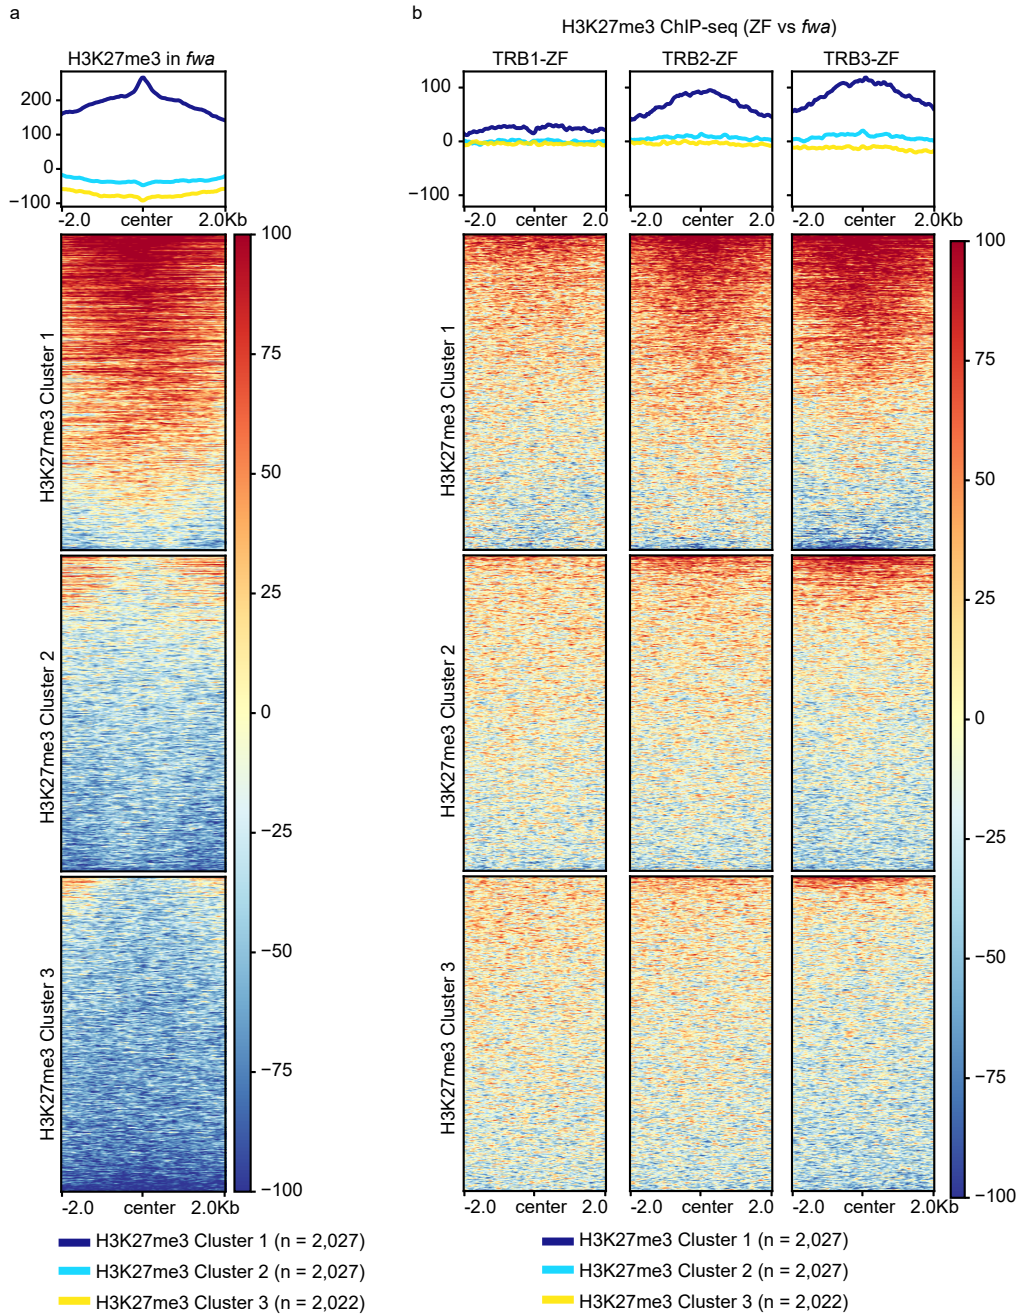

**Supplementary Fig. 15 TRB-ZFs triggered H3K27me3 deposition mainly occurs at ZF off-target sites with high levels of pre-existing H3K27me3. a** Metaplot and heatmaps representing the normalized H3K27me3 ChIP-seq signals in *fwa* plant over three clusters of ZF off-target sites with high (H3K27me3 Cluster1, n=2,027), medium (H3K27me3 Cluster2, n=2,027), or low (H3K27me3 Cluster3, n=2,022) levels of pre-existing H3K27me3. **b** Metaplots and heatmaps showing the normalized H3K27me3 ChIP-seq signals in TRB-ZFs versus *fwa* over three H3K27me3 clusters.

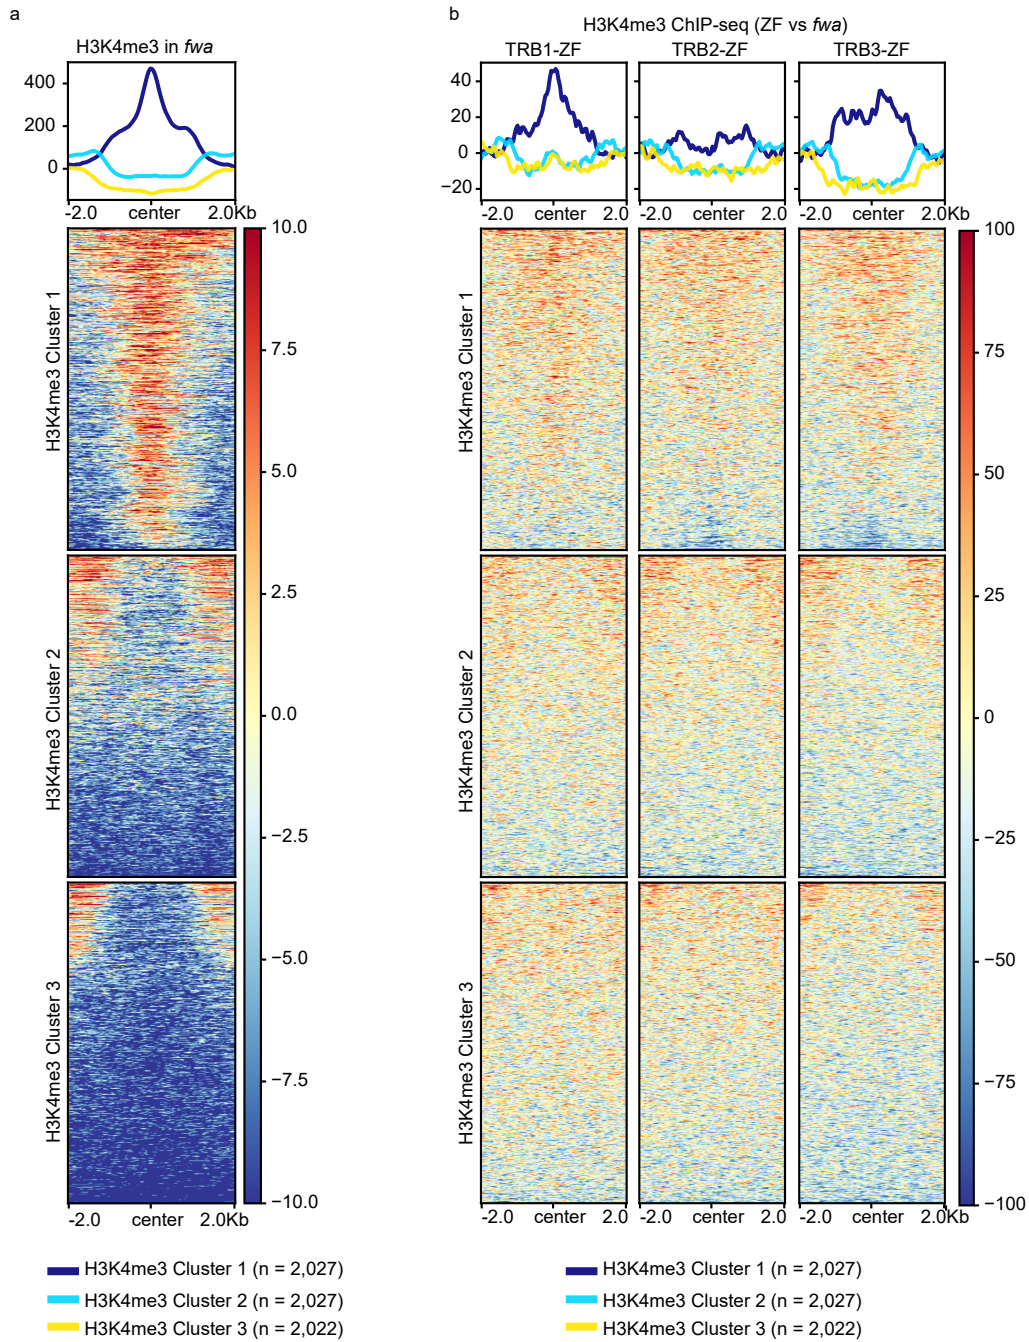

**Supplementary Fig. 16 TRB-ZFs triggered H3K4me3 removal mainly occurs at ZF off-target sites with medium or low levels of pre-existing H3K4me3. a** Metaplots and heatmaps showing the normalized H3K4me3 ChIP-seq signals in *fwa* over three clusters of ZF off-target sites with high (H3K4me3 Cluster1, n=2,027), medium (H3K4me3 Cluster2, n=2,027), or low (H3K4me3 Cluster3, n=2,022) levels of pre-existing H3K4me3. **b** Metaplots and heatmaps showing the normalized H3K4me3 ChIP-seq signals in TRB-ZFs versus *fwa* over the three H3K4me3 clusters.

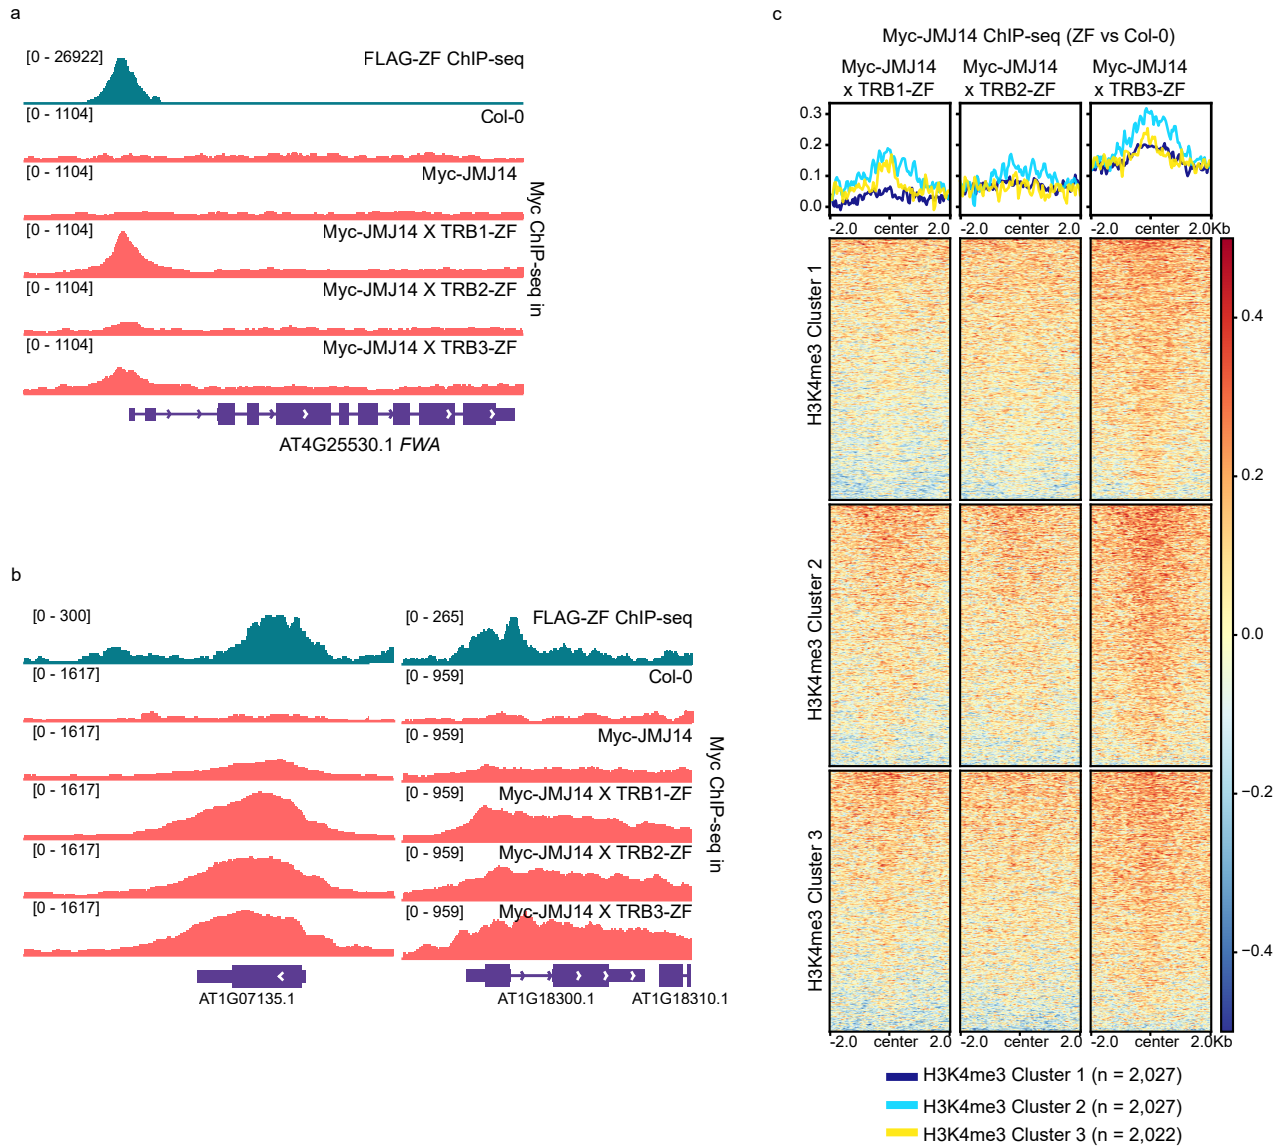

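Screenshots of this kind compare the height of tracks, whereas the peak lists show only where a peak was called. On AT1G07135 (chromosome 1, 2189877 to 2190784) and its 1 kb upstream, Myc peaks covered 833 bp in the library labelled Col-0, 786 and 816 bp in the libraries labelled TRB1-ZF, 832 bp in that labelled TRB2-ZF and 322 bp in that labelled TRB3-ZF. On AT1G18300 (NUDT4, chromosome 1, 6299669 to 6301139) they covered 758 bp, 1011 and 1248 bp, 1405 bp and 0 bp in the same order. The deposited list of the library labelled TRB3-ZF is named after JMJ14 alone, and the other lists are named after TRB-ZF lines. By the list names, the lowest values on both genes (322 and 0 bp) thus belong to JMJ14 without a TRB-ZF, which turns the comparison. Which names hold was not settled here. On AT1G18310 (6301200 to 6303956), the library labelled TRB2-ZF had 276 bp under a peak and the others none.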

**Supplementary Fig. 17 The recruitment of MJM14 by TRB-ZFs mainly occurs at the ZF off-target sites with medium or low levels of pre-existing H3K4me3. a-b** Screenshots of Myc ChIP-seq in Col-0 plant, Myc-JMJ14 transgenic lines in Col-0, TRB1-ZF, TRB2-ZF, and TRB3-ZF backgrounds at *FWA* (**a**) and two representative ZF off-target genes (**b**). FLAG-ZF ChIP-seq indicates the ZF binding site. **c** Normalized Myc-JMJ14 ChIP-seq signals over three H3K4me3 Clusters of ZF off-target sites in Myc-JMJ14 x TRB-ZFs crossed lines versus Myc-JMJ14 transgenic line in Col-0 background.

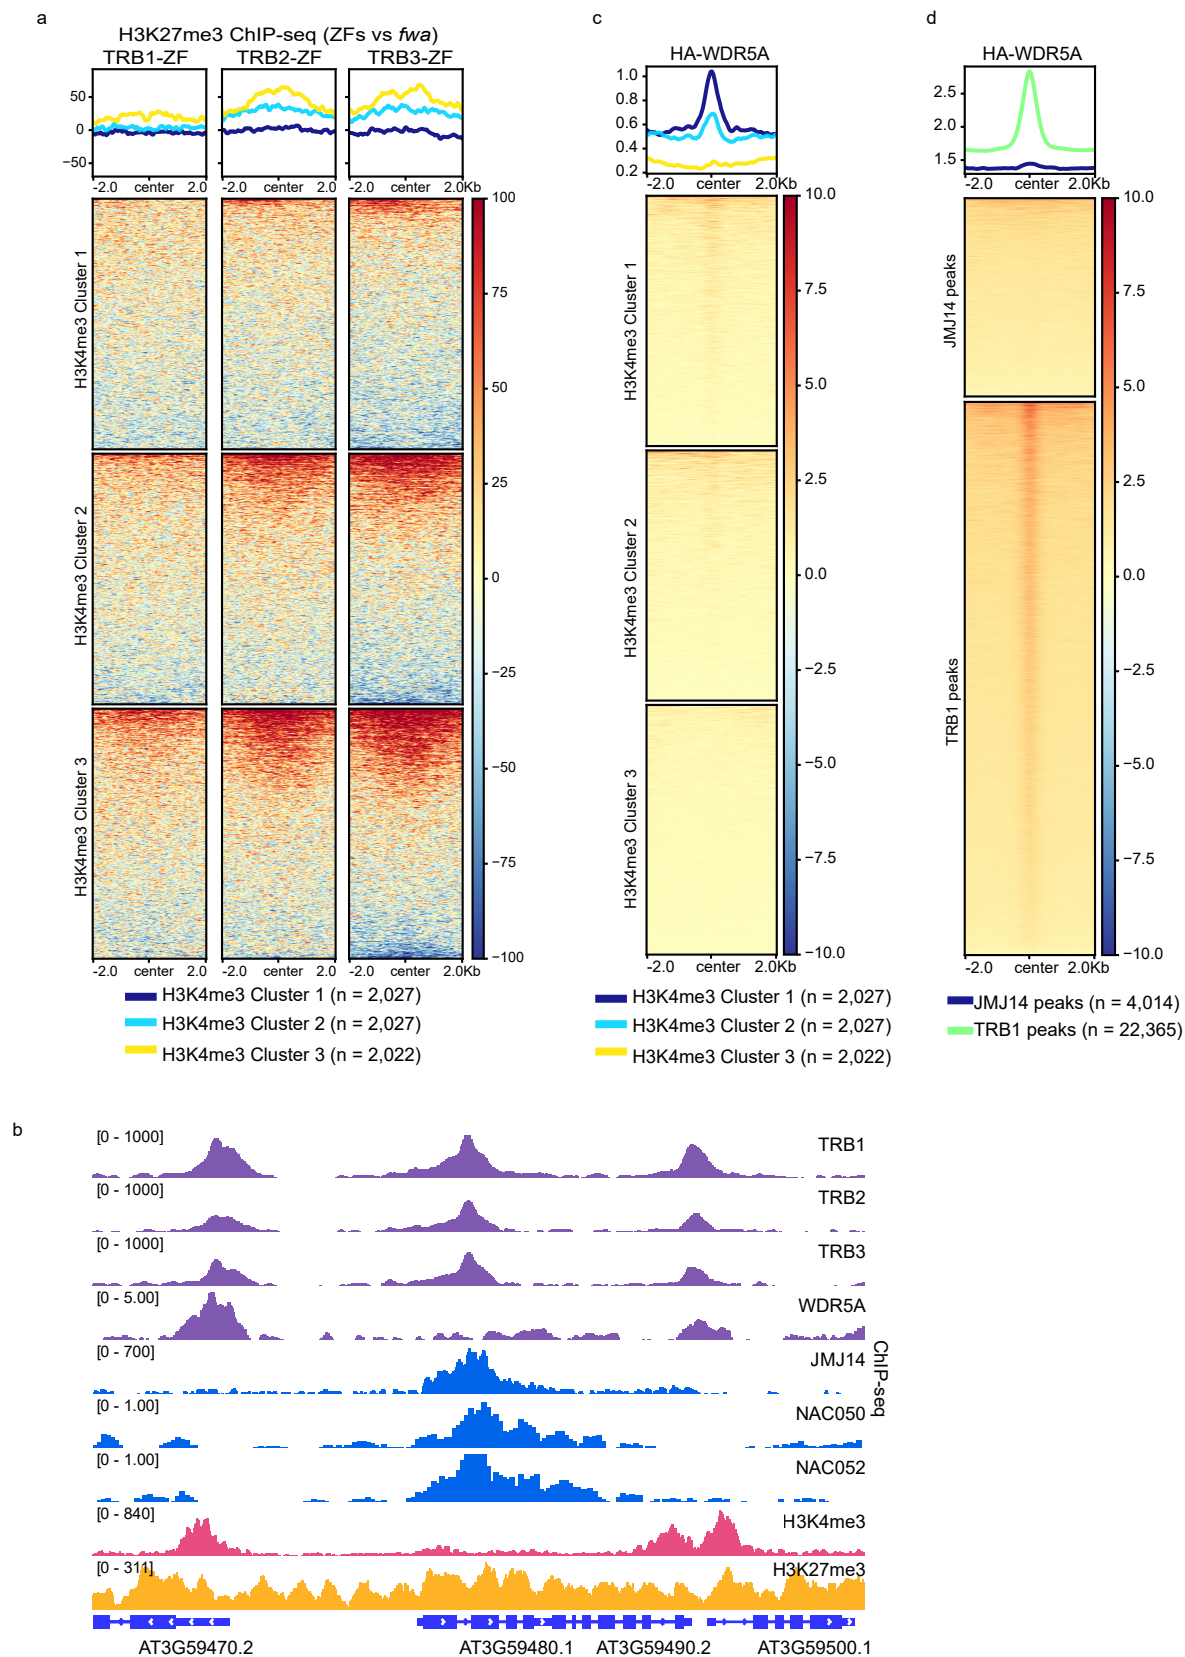

**Supplementary Fig. 18 TRB-ZF might recruit WDR5A to add H3K4me3 to ZF off-target sites with high levels of pre-existing H3K4me3.** **a** H3K27me3 ChIP-seq in TRB-ZFs versus *fwa* over three H3K4me3 clusters of ZF off-target sites. **b** Screenshots representing the ChIP-seq of FLAG-TRB1, FLAG-TRB2, FLAG-TRB3, FLAG-JMJ14, HA-WDR5A, HA-NAC050, HA-NAC052, H3K4me3, and H3K27me3 over a representative locus. **c-d** Metaplots and heatmaps depicting HA-WDR5A ChIP-seq signals over three H3K4me3 clusters of ZF off-target sites (**c**), or over JMJ14 peaks (n=4,014) or TRB1 peaks (n=22,36) (**d**).

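The locus of the screenshots holds AT3G59470 to AT3G59500 on chromosome 3, from 21978810 to 21988326. At AT3G59480, FLAG-JMJ14 peaks covered 1115 and 1331 bp of the gene and its 1 kb upstream, FLAG-TRB1 peaks covered 647 to 1006 bp, and neither Col-0 library had a H3K4me3 peak. At AT3G59470, AT3G59490 and AT3G59500, no FLAG-JMJ14 peak was called and FLAG-TRB1 peaks were present in all 4 lists. H3K4me3 peaks of Col-0 covered 745 and 540 bp at AT3G59470 and 1266 and 1119 bp at AT3G59490 and at AT3G59500. H3K27me3 peaks of Col-0 were called at none of these genes. WDR5A and NAC ChIP-seq were not analysed here.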

# Supplementary material for: Arabidopsis TRB proteins function in H3K4me3 demethylation by recruiting JMJ14
**Source:** Nat Commun. 2023 Mar 28;14:1736. doi: 10.1038/s41467-023-37263-9
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files:**

**Supplementary Dataset 1:** FLAG-TRBs IP-MS data.

**Supplementary Dataset 2:** Diff-H3K4me3 and H3K27me3 regions in trb1/2/3 and jmj14-1 mutants versus Col-0.

**Supplementary Dataset 3:** The list of TRB1 and JMJ14 co-bound genes.

**Supplementary Dataset 4:** The H3K4me3 and H3K27me3 levels of TRB1- JMJ14 co-bound genes in trb1/2/3 mutant vs Col-0. 5)

**Supplementary Dataset 5:** The DEG list of trb1/2/3 and jmj14-1 mutants.

**Supplementary Dataset 6:** List of primers.

How the deposited data were processed for this re-analysis (not part of the article)

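The study has 108 samples, of which 56 have a processed file and were analysed here: 10 of BS-PCR-seq, 14 of FLAG ChIP-seq, 12 of H3K27me3 ChIP-seq, 15 of H3K4me3 ChIP-seq and 5 of Myc ChIP-seq. The other 52 were not used here: 4 of FLAG ChIP-seq, 17 of H3 ChIP-seq, 6 inputs of Myc ChIP-seq, 1 Myc ChIP-seq library without a Myc transgene, 20 of RNA-seq and 4 of WGBS. Each sample got its genotype, antibody and replicate number from its labels and the paper. Where the labels and the paper give different tissues or ages, both are given with the experiment. For Myc ChIP-seq, the deposited lists of 4 libraries are named after another background than the labels give, and these libraries are called by their labels.

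The authors trimmed ChIP-seq reads with Trim_galore, aligned them to TAIR10 with Bowtie 2 2.3.4.3 (unique mapping, 0 mismatches), removed duplicates with Samtools 1.9, called peaks with MACS2 2.1.1 and filtered sites with peaks in several Col-0 replicates. Tracks were made with deeptools 3.1.3 and were not used here. The control of the peak calls and the way replicates were combined are not given in the sources used here. Each deposited peak list gives a score, which the authors' caller made from the -log10 q by multiplying and rounding down, and the score was not used. The deposited fold enrichment of a peak over its background was used only for ranks within its own list. The deposited -log10 p was not used, and the deposited -log10 q served for the stricter threshold of 10. The deposited summit position, in bp from the peak start, gave the mean summit of a region. Peak lists hold no library depth, so the precision of each list is unknown, and lists of different lengths were compared with equally long lists as an alternative.

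For BS-PCR-seq, the authors aligned reads to TAIR10 with BSMAP 2.74 (up to 2 mismatches, 1 best hit) and removed reads with more than 3 consecutive methylated CHH sites. The deposited tables give for each cytosine the count of methylated reads and the count of all reads, without normalization by the authors. The deposited methylation fraction is the methylated reads over all reads as rounded by the authors' caller, with the bounds of its interval, and neither was used, since methylation was computed from the counts. The deposited signal after the caller's own correction of coverage was not used. The methods of the paper set a coverage minimum of 20, and the deposited tables also list cytosines below it, so the minimum was applied here.

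Peaks on organelle chromosomes and repeated intervals were left out. Consensus regions, overlaps, annotation classes, motif searches, gained and lost regions and covered lengths were computed with Python 3.11.15, numpy 2.4.6 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. Shuffles kept chromosome and width, with 1000 draws (100 for alternatives of the H3K4me3 and H3K27me3 differences) and a seed of 20230328. Genes were the 27444 protein-coding genes of 37899 genes on the chromosomes, with 1 kb upstream. Regions and genes were compared with two-sided Fisher's exact tests, whose smallest written p is 1e-300, and libraries with exact permutation tests. Regions along a genome are not independent, so p values over regions describe these libraries. CG cytosines were tested on pooled reads with Benjamini-Hochberg adjustment, which compares the reads of these libraries and not the lines.

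The genes named in the text were set by a rule before their values were seen: FWA, every gene labelled in the paper's browser screenshots, in the assays shown there, and the 3 Cluster 1 regions with the best mean rank of fold in the FLAG-JMJ14 lists. Their tracks in the paper's figures had been seen. MSH3 (AT4G25540) falls outside this rule and was chosen after its values were seen. The lists of DEGs are the paper's, made by the authors with a log2 fold change of at least 1 and an FDR under 0.05 (Trinity 2.8.5).

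The reference was checked: all 2071 cytosine contexts in the bisulfite tables equalled those of the sequence. The computations were tested on simulated data. A planted overlap of 60% was found as 61.1%, and 1.5% of 200 unplanted pairs had a p under 0.05. These pairs were placed at random as in the shuffles, so peaks that cluster along the genome were not tried. All 200 planted gains and 300 planted losses were found between 2 libraries and 2, with 2 of 8000 unplanted changes called. Planted regions had no dropout, so finding them all was fixed in advance. Other regions dropped out independently, at 2% per list, without a difference between replicate numbers. The simulation therefore checks the computation and gives no error rate for the real lists. Whether replicate numbers pair libraries was checked from the correlation of their deviations from the group means. In the TRB-ZF experiment, 13 pairs of H3K4me3 libraries had correlations of 0.662 to 0.894, and 6 pairs of H3K27me3 libraries had 0.580 to 0.639, so the numbers pair these libraries.

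The alternatives covered stricter peaks, all replicates, replicates 1 and 2 or 3 and 4 only, equally long lists, overlap of at least 50%, promoters of 500 bp and 2 kb, region centres, protein-coding annotation, gene bodies, nearest genes, marked genes as background, changes in at least 1 library, TAAGGG, 200 bp around summits, local shuffles of 5 to 50 kb, coverage minimums of 50 and 100, replicate blocks and leaving out each replicate.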

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

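The tests of TRB3-ZF replicate 2 and of the amplicon in MSH3 were chosen after the results were seen. Single libraries were compared with the rest of their group in 17 groups, and 3 values stood apart where chance gives about 1 in 20 groups.

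In BS-PCR-seq, TRB3-ZF replicate 2 had 1.17% CHG and 1.35% CHH methylation over FWA, and in H3K27me3 ChIP-seq the library of that name was the only one of TRB-ZF with a peak on FWA, over 284 bp. All other TRB-ZF libraries had 0 bp there, so any single peak would have stood apart, and this value weighs little. Among the other fwa and TRB-ZF libraries the highest CHH value over FWA was 0.161%.

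Incomplete bisulfite conversion predicts like levels in all contexts, also outside FWA. In this library CG methylation over FWA was 1.10%, and CHH methylation of an amplicon outside FWA was 1.14%, while the highest of the other libraries there was 0.0851%. In that amplicon CG was 0.934% and the only CHG cytosine 0.507%, below each CHH cytosine there (0.610% to 1.76%), so the levels were above those of the other fwa and TRB-ZF libraries in all contexts but not equal. Reads from a Col-0 sample would raise CG far above CHH, and CG minus CHH was -0.254 points, which argues against such reads. Incomplete conversion in this library is therefore a candidate explanation that these values fit, apart from the lower CHG value. The H3K27me3 peak comes from another library, and no explanation of it was tested. No biological explanation of the methylation values was tested.

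The bisulfite tables also hold an amplicon that the paper does not report, on chromosome 4 from 13044660 to 13044754, in exon 7 of 12 of AT4G25540 (MSH3). Its 6 CG cytosines were methylated at 79.6% ± 1.40 in Col-0 (SD, n = 2 libraries) and at 0.170% ± 0.309 in the 8 fwa and TRB-ZF libraries (exact permutation p = 0.0222, two-sided, the smallest that this design can give). Incomplete conversion in Col-0 would raise CHH there as well, and CHH was 0.0768% in Col-0, which argues against it. That the fwa background itself lost methylation at this site may explain the difference, and it stays a hypothesis, because genotype is the only difference the design names and a sequence variant was not tested.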

How the results depend on the processing

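The alternatives were set before the data were examined, apart from the paper's lists and identical lists counted as 2 libraries, which were chosen after seeing the data. Over 99 results and 1155 pairs of result and alternative, 981 kept direction and call (for values without a test, direction and size), 3 lost and 4 gained a call, 13 changed direction or fell to 0, and 154 moved. The cause was not tested for any of them. Part of the pairs could not change, so the tally overstates how stable the results are. Tests of 2 libraries against 2 cannot give a p below 0.333. Results that do not use a left-out library keep their value, such as the 3930 co-bound genes.

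FLAG regions fell with the stricter threshold to 9344 (TRB1), 6960 (TRB2), 4170 (TRB3) and 2493 (JMJ14), with all replicates to 8981, 5469 and 3088 for the TRBs, and with replicates 1 and 2 only to 8988, 5517 and 3123. The paper's list of TRB3 has 20475. Leaving out 1 list gave 11966 to 20633 regions for TRB1 (11966 without replicate 3, 11984 without replicate 4), 8892 to 16091 for TRB2 (9239 without replicate 3, 8892 without replicate 4) and 6867 to 11356 for TRB3 (6867 without replicate 4). Cluster 1 had 1162 regions with the stricter threshold, 1559 with all replicates, 1563 with replicates 1 and 2 and 666 with equally long lists, and Cluster 2 had 8182, 7422, 7425 and 2953. Cluster 2 ran from 9935 to 17755 with 1 list left out (9941 without FLAG-TRB1 replicate 3, 9935 without replicate 4).

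TAAGGG in place of TTAGGG was not above shuffled regions in Cluster 1 (13.2%, one-sided permutation p = 0.704) or JMJ14 regions (11.9%, permutation p = 0.999). The strength difference between the motif classes became 7.47 (TRB1), 9.37 (TRB3) and -9.08 (JMJ14) with the stricter threshold, and 13.2 (TRB1) and -9.25 (JMJ14) with all replicates.

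For H3K27me3, regions lost numbered 2586 with a change in at least 1 library, 2046 with an overlap of at least 50%, and 1436 to 2364 with 1 library left out (2364 without Col-0 replicate 1, 2046 without Col-0 replicate 2). They were 1249 to 2364 when H3K4me3 libraries were left out as well. Regions gained numbered 1980 with a change in at least 1 library, 244 with the stricter threshold, and 923 to 1625 with 1 library left out (1546 without trb1/2/3 replicate 1, 1625 without replicate 2). The difference at TRB1 regions was -3.94 points with the stricter threshold, -1.96 with an overlap of at least 50% and -4.63 with equally long lists. At TRB2 it was -7.64 with the stricter threshold, -7.18 with equally long lists and -5.90 to -3.81 with 1 list left out. At TRB3 it was -9.21 and -7.66.

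For H3K4me3, regions gained numbered 1512 with a change in at least 1 library, 368 with the stricter threshold and 585 to 1375 with 1 library left out (1284 without Col-0 replicate 1, 1375 without trb1/2/3 replicate 2). At Cluster 2 the trb1/2/3 difference ran from -1.49 to 3.60 points, at -1.49 without Col-0 replicate 2 and -1.29 without trb1/2/3 replicate 1, each with 2 libraries against 1. In jmj14-1 it was 7.92 with an overlap of at least 50%. With CTTGNNNNNCAAG only, the trb1/2/3 difference ran from -2.13 to 4.88 points, at -2.13 without Col-0 replicate 2 and -0.75 without trb1/2/3 replicate 1. In jmj14-1 the gain with minus without CTTGNNNNNCAAG was 0.809 points with the stricter threshold. With 1 library left out its lowest value was -2.52 points. The difference of H3K27me3 loss in Cluster 1 was -0.0443 points with a change in at least 1 library and 10.3 (exact p = 0.00812) with an overlap of at least 50%. In Cluster 2 it kept its direction and call under these alternatives, from 2.73 points with an overlap of at least 50% to 21.5 with the stricter threshold, but not among regions able to change their marks, where H3K27me3 was lost at 26.5% of gaining and 25.0% of other regions (exact p = 0.841).

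Co-bound genes numbered 1859 with the stricter threshold. Those with a switch numbered 7 with the stricter threshold, 13 with gene bodies, 12 with the nearest gene and 22 to 36 with 1 library left out (36 without H3K4me3 trb1/2/3 replicate 2). The difference in TRB1 binding of genes up-regulated in trb1/2/3 was -1.92 points with the paper's lists (exact p = 0.0996).

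At FWA, CG methylation of Col-0 minus the others ran from 86.2 to 88.0 points with 1 library left out, and without either Col-0 replicate the exact permutation p was 0.111. TRB-ZF minus fwa ran from -0.0800 to 0.163 points for CHG and from -0.0102 to 0.244 for CHH, both lowest without TRB3-ZF replicate 2. The H3K4me3 length differed by -469 bp with 3 kb upstream (exact permutation p = 0.025) and by -582 bp (exact p = 0.0278, without fwa replicate 2) to -316 bp (exact p = 0.194, without fwa replicate 3). The H3K27me3 difference fell to 0 over the bisulfite regions and with the stricter threshold, and ran from 0 (without TRB3-ZF replicate 2) to 71 bp.

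With libraries permuted only within replicate number, the H3K4me3 length at FWA had an exact permutation p of 0.0312, and no other call changed. This p is the smallest that the blocked design can give. The difference of -422 bp is that of the unblocked means, since TRB2-ZF and TRB3-ZF have no replicate 3. In the other experiments the numbers were not taken to pair the libraries. Correlations of same-numbered libraries were 0.458 for H3K4me3 and -0.0877 for H3K27me3 of seedlings (2 pairs each, where 3 were needed). They were -0.0713 to 0.718 for FLAG and -0.376 to 0.405 for BS-PCR-seq. For H3K4me3 of seedlings a pairing stays open, because dividing the libraries by replicate number gave 734 and 18 regions. Its unpaired tests and left-out libraries may thus mix replicate number with genotype. The paired differences were -3.06, -4.58 and -5.48 points for H3K27me3 at TRB1, TRB2 and TRB3, and 5.43, 5.58 and 1.06 for H3K4me3 in trb1/2/3 at JMJ14, Cluster 1 and Cluster 2. With replicate 1 alone, jmj14-1 differed by 8.70, 9.66 and 0.840. Blocked exact permutation p values for CG methylation were 0.813 for TRB-ZF and 0.04 for Col-0.

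Sequencing depth of the peak lists is unknown, so a peak missing from a list does not show that the mark was absent.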

Differences from the paper's values

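The number of TRB3 peaks is 20475 in the paper and 11356 as consensus regions here. None of the alternatives set before the data were examined comes close. The paper's list for TRB3, chosen after seeing the values, has 20475.

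The paper counts 7975 regions with decreased H3K27me3 in trb1/2/3, against 1249 that lost their peak here, and no alternative set before the data were examined reaches it, the nearest being 2586 with a change in at least 1 library. For increased H3K27me3 the paper's number is 2184, against 821 here. It is reached within the limits used here and below, a factor of 1.5, by a change in at least 1 library (1980). Leaving out trb1/2/3 replicate 1 (1546) or trb1/2/3 replicate 2 (1625) also reaches it within them, and the other alternatives do not. For increased H3K4me3 the paper's number is 16634, against 585 here, and no alternative reaches it. These are unlike measures, because the paper counts changes of signal and a change here needs a peak to appear or vanish. A region with a peak in Col-0 cannot gain one. Col-0 replicate 1 alone had 17126 H3K4me3 peaks, beside 18414 merged regions, so the paper's number was out of reach. The same difference of measure applies to the changes of marks compared below.

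The paper's number of genes bound by TRB1 and JMJ14 is 2617, against 3930 here, which also counts genes whose TRB1 and JMJ14 regions do not overlap. The paper gives the same n for genes proximal to Cluster 1. Genes bound by Cluster 1 numbered 3321 here, which is within the limits used. For the 3930, the stricter threshold (1859), gene bodies only (2858) and the nearest gene (2897) come within the limits used, and the other alternatives do not. Of its co-bound genes the paper gives 860, or 33%, with a switch from H3K27me3 to H3K4me3. Here 22, or 0.560%, had one, and no alternative reaches either value. A switch here needs a H3K4me3 peak to appear and a H3K27me3 peak to vanish, while the paper lists levels of both marks.

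By eye, Fig. 2d shows about 76% of Cluster 2 peaks in promoters, against 44.9% here. Requiring all replicates (51.4%) and a promoter of 2 kb (62.0%) come within the limits used, and the other alternatives do not. For 5' UTRs of Cluster 2 the figure shows about 4.1% in Fig. 2d, read by eye, against 30.2%, and no alternative reaches it. For 3' UTRs it shows about 13% in Cluster 1 and about 7.0% in Cluster 2 in Fig. 2d, read by eye, against 5.70% and 3.04%, with no alternative that reaches either. First exons hold about 12% of Cluster 1 in Fig. 2d, read by eye, against 18.2%. The stricter threshold (16.6%), all replicates (17.1%), a promoter of 2 kb (11.0%) and protein-coding genes only (17.6%) come within the limits used, as do the paper's lists (17.8%), chosen after seeing the values, and the shorter promoter and region centre do not. First exons hold about 2.0% of Cluster 2 in Fig. 2d, read by eye, against 5.49%, and no alternative reaches it.

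The paper states that more regions gained H3K4me3 than lost H3K27me3 in trb1/2/3. Here 585 gained H3K4me3 and 1249 lost H3K27me3. Counting a change in at least 1 library gave 1512 and 2586. Without H3K4me3 trb1/2/3 replicate 2, 1375 regions gained H3K4me3, which is above the 1249 that lost H3K27me3. With 1 H3K27me3 library left out, 1436 to 2364 regions lost H3K27me3, above the 585. Leaving out a library loosens the rule for its own mark only, since a change then needs a peak in fewer libraries. These comparisons are therefore not alike, and the 1375 does not show that the direction turns. With the same rule for both marks, 585 against 1249 and 1512 against 2586, more regions lost H3K27me3 than gained H3K4me3. They count called peaks and not signal.

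The paper describes opposite changes of the marks at Cluster 1 and not at Cluster 2. Here 3.58% of Cluster 1 gained H3K4me3, 7.47% lost H3K27me3 and 0.382% did both, against 0.626%, 1.83% and 0.0507% of Cluster 2. H3K27me3 peaks in both Col-0 libraries, without which none can be lost, lay at 27.0% of Cluster 1 and 6.38% of Cluster 2. The coupling of the changes gave an odds ratio of 1.51 in Cluster 1 and 4.85 in Cluster 2 over all regions, and 1.13 and 1.08 among regions without H3K4me3 and with H3K27me3 in both Col-0 libraries. With an overlap of at least 50%, H3K27me3 loss with minus without H3K4me3 gain was 10.3 points in Cluster 1 (exact p = 0.00812) and 2.73 in Cluster 2 (exact p = 0.00775).

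The paper describes a higher density of up-regulated genes among genes bound by TRBs in trb1/2/3. Here it was 5.92% among TRB1-bound genes and 6.55% among the others. For JMJ14 and jmj14-1 the density was higher among bound genes, as the paper states.

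The paper describes a greater overlap of the up-regulated genes among genes bound by both proteins. Of the trb1/2/3 genes, 27.7% were also up-regulated in jmj14-1 among co-bound genes and 10.5% among all genes, but co-bound genes also hold more jmj14-1 genes in general (293 of 3930, against 484 of 27444). The odds ratio of the overlap was 6.88 among co-bound genes and 9.75 among all genes. Of the jmj14-1 genes, the share also up-regulated in trb1/2/3 was 36.2% among co-bound genes and 36.6% among all genes.

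The paper describes higher H3K4me3 at Cluster 2 above all at the flanks. Here the share of Cluster 2 under a called peak was 40.8% at the centre and 32.7% and 33.1% at 500 bp. A called peak does not show the height of the signal, so this does not test the shape the paper describes.

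The paper places less of Cluster 2 in exons than was found here, at 7.18%. The stricter threshold (4.41%), a promoter of 2 kb (4.76%) and all replicates (4.84%) gave less than its bound.

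The paper shows H3K27me3 increased over FWA in the TRB-ZF lines. Here 1 library, TRB3-ZF replicate 2, had a peak there. The paper shows a Myc-JMJ14 peak on FWA in TRB-ZF plants. Here 2 of 4 libraries labelled TRB-ZF had one, and the library labelled Col-0 had none.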

Other observations

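The tests of the H3K4me3 difference within replicate numbers, of TTAGGG in windows of equal width, of regions able to change their marks and of the labels of the Myc libraries were chosen after the results were seen.

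FLAG-TRB lists of replicates 3 and 4 held more peaks than those of replicates 1 and 2, apart from FLAG-TRB3, whose replicate 2 had 9547 and replicate 3 had 9099. At least 98.2% of the peaks of each replicate 1 or 2 list lay in peaks of replicates 3 and 4. In the replicate 3 and 4 lists, peaks shared with replicates 1 and 2 had median percentiles of fold of 60.0 to 78.5, and added peaks 28.9 to 34.7. More sensitive peak calling in the longer lists is a candidate explanation that these values fit, and no biological explanation was tested.

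The share of regions with TTAGGG was higher at TRB3 than at TRB1, by 14.2 points in consensus regions. With equally long lists it was higher by 1.82 points, but TRB1 regions were then wider, with a median of 654 bp against 438.5 bp, so this value does not decide on the length of the lists. In windows of 200 bp around the mean summit, TRB3 lay 18.1 points above TRB1 with lists of their own length, which argues against the widths, and 10.6 points above it with equally long lists (58.1%, 95% Wilson interval 56.5% to 59.7%, against 47.5%, 45.9% to 49.1%), which argues against the length of the lists as the whole reason. A difference in binding between the TRBs may stay as a hypothesis, with antibody and library quality untested.

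H3K4me3 peaks were more common at JMJ14 regions in trb1/2/3 than in Col-0. Longer lists in trb1/2/3 would make the difference fall to that of shuffled regions, and with equally long lists it was 3.81 points, beside 0.849 for shuffled regions. That argues against longer lists as the whole cause. The smaller of the differences within replicate numbers was 5.06 points, but each genotype has 1 library of each number, so the mean over the numbers equals the overall difference and this comparison decides nothing. Genotype and sequencing depth stay open, and depth was not tested.

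H3K4me3 gain went with H3K27me3 loss in Cluster 2, with a log2 odds ratio of 2.35, and not detectably in Cluster 1, at 0.64. Exchanging the cluster labels of regions 10000 times gave a two-sided permutation p of 0.0198 for the difference of 1.70. That comparison includes regions whose marks in Col-0 leave no room for a change, so it does not decide whether there were too few regions. Among regions without H3K4me3 and with H3K27me3 in both Col-0 libraries, the log2 odds ratios were 0.21 in Cluster 1 and 0.16 in Cluster 2, a difference of -0.0516 (two-sided permutation p = 0.953). The marks already present in Col-0 are a candidate explanation of the difference between the clusters that these values fit. No biological explanation was tested.

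The H3K4me3 domain on FWA was shorter in TRB-ZF than in fwa libraries. Shorter peaks in general would place FWA well inside the differences of other genes. Of 16777 genes marked in all fwa libraries, 49 (0.292%) fell as much, and the median difference was -28.0 bp. As a percent of its length, the FWA difference was -37.7%, and 231 genes (1.38%) fell as much. A general shortening is thus argued against, and an effect of the TRB-ZF lines may stay as a hypothesis.

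Peaks of the Myc library labelled Col-0 lay on FLAG-JMJ14 regions in 1.35% of cases, beside 5.25% at shuffled positions (one-sided permutation p = 1). The libraries labelled TRB1-ZF had 20.9% and 39.0%, that labelled TRB2-ZF 13.4% and that labelled TRB3-ZF 64.6%. The deposited list of the library labelled Col-0 is named after a TRB1 line and that of the library labelled TRB3-ZF after JMJ14 alone, and 73.0% of the peaks of the library labelled Col-0 overlapped those of the library labelled TRB2-ZF. A wrong label and a weak library cannot be told apart for the library labelled Col-0, because there is 1 such library and no gene was deleted that would check its label. No biological explanation was tested.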
